# Single-cell analysis of the postnatal dorsal V-SVZ reveals a role for Bmpr1a signaling in silencing pallial germinal activity

**DOI:** 10.1126/sciadv.abq7553

**Published:** 2023-05-05

**Authors:** Guillaume Marcy, Louis Foucault, Elodie Babina, Timothy Capeliez, Emeric Texeraud, Stefan Zweifel, Christophe Heinrich, Hector Hernandez-Vargas, Carlos Parras, Denis Jabaudon, Olivier Raineteau

## Abstract

The ventricular-subventricular zone (V-SVZ) is the largest neurogenic region of the postnatal forebrain, containing neural stem cells (NSCs) that emerge from both the embryonic pallium and subpallium. Despite of this dual origin, glutamatergic neurogenesis declines rapidly after birth, while GABAergic neurogenesis persists throughout life. We performed single-cell RNA sequencing of the postnatal dorsal V-SVZ for unraveling the mechanisms leading to pallial lineage germinal activity silencing. We show that pallial NSCs enter a state of deep quiescence, characterized by high bone morphogenetic protein (BMP) signaling, reduced transcriptional activity and Hopx expression, while in contrast, subpallial NSCs remain primed for activation. Induction of deep quiescence is paralleled by a rapid blockade of glutamatergic neuron production and differentiation. Last, manipulation of Bmpr1a demonstrates its key role in mediating these effects. Together, our results highlight a central role of BMP signaling in synchronizing quiescence induction and blockade of neuronal differentiation to rapidly silence pallial germinal activity after birth.

## INTRODUCTION

During development, radial glial (RG) cells residing in the ventricular (VZ) and subventricular zone (SVZ) are multipotent stem cells, generating ependymal cells (ECs), neurons, and glial cells. The production of these cell types is molecularly regulated in space and time. In mammals, excitatory glutamat(GLU)ergic neurons are produced by dorsal (i.e., pallial) RG cells, while inhibitory γ-amino butyric acid (GABA)ergic neurons are generated by more ventral (i.e., subpallial) regions.

While most forebrain neurons are produced before birth, neurogenesis persists in specific brain regions. The ventricular-subventricular zone (V-SVZ) is the largest and most heterogeneous germinal region of the postnatal brain (*1*). The ventral and lateral parts of the V-SVZ derive from the embryonic subpallium, while its dorsal part derives from the pallium (*2*). Ventral and lateral V-SVZ germinal cells are derived from a subset of RG cells, which transiently enter quiescence late embryonically and then gradually reactivate postnatally (*3*, *4*). In particular, these cells [defined as neural stem cells (NSCs) or type B cells] continue producing distinct subtypes of olfactory bulb (OB) interneurons throughout life, most of which are GABAergic.

This exclusive GABAergic neurogenesis contrasts with the pallial origin of at least a subpopulation of V-SVZ NSCs. Within this domain, most RG cells do not undergo a neurogenic-to-gliogenic switch (*5*) but, instead, remain able to generate GLUergic progenitors at early postnatal times (*6*). These progenitors express *Neurog2* and *Eomes*/*Tbr2* and persist until at least 2 months in the mouse (*7*). Although evidences indicate that at least a fraction of these cells contributes to GLUergic neurogenesis within the cortex at birth (*6*), as well as to OB neurogenesis during early postnatal life (*8*) until young adulthood (*9*), they are mostly outnumbered by GABAergic progenitors. Thus, uncharacterized mechanisms ensure the relative abrupt halt in GLUergic neurogenesis shortly after birth, contrasting with the continuity of GABAergic neurogenesis throughout life.

Single-cell RNA sequencing (scRNA-seq) is a powerful approach to unravel the heterogeneity and dynamics of NSCs at adult stages. For instance, prospective isolation of NSCs has been achieved by fluorescence-activated cell sorting based on the expression of selected markers (*10*). Microdissections of the lateral, ventral, and medial V-SVZ followed by Drop-Seq or automated microwell array–based platform have also been achieved (*11*, *12*), providing insights into the transcriptional coding of NSC competence and dynamics. Here, we aimed at complementing these previous studies by focusing on the early postnatal life, a period of transition between embryonic development and adulthood. Furthermore, we focused on a so-far unexplored region of the V-SVZ, i.e., its dorsal compartment, where NSCs of both the pallial and subpallial origin coexist (*1*). This allowed us to unravel the transcriptional hallmarks associated with the rapid closure of GLUergic neurogenesis, while GABAergic neurogenesis persists. We demonstrate that several mechanisms coordinate the rapid silencing of pallial NSCs. These include their transition into deep quiescence and a blockade of neuronal differentiation, which are both regulated by transforming growth factor–β (TGFβ)/bone morphogenetic protein (BMP) signaling through Bmpr1a.

## RESULTS

### Analysis of the postnatal dorsal V-SVZ by large-scale single-cell profiling

To gain an in-depth overview of the cellular and molecular heterogeneity of the dorsal V-SVZ, we performed large-scale single-cell profiling from the microdissected dorsal wall of the V-SVZ at postnatal day 12 (P12) (Fig. 1A). 

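The cells came from the dorsal wall of the V-SVZ, the germinal layer lining the lateral ventricle, of OF1 wild-type mice at P12. They were profiled by 10x Genomics droplet sequencing (version 3 chemistry, in which each captured RNA molecule carries a unique molecular identifier, UMI) in 2 libraries, called replicate 1 and replicate 2 here. The sample labels name them as independent experiments. The methods state that 2 mice were dissected and pooled by time point, so that it is not settled whether each library holds 1 or 2 mice. The libraries are the replicates here, with n = 2. In the comparisons at P12, p-values rest on how far the difference between classes varies between the libraries. Differences in level between the libraries are taken out. The authors aligned the reads to GRCm38 (mm10) with Cell Ranger (3.1.0 in the file headers) and deposited raw UMI counts per gene and cell barcode. Replicate 1 held 106402687 UMIs over 8617 barcodes and replicate 2 held 80386488 UMIs over 6400 barcodes, for 31053 listed genes. Cells were clustered after the study, with Seurat, anchor integration of both libraries, 2000 variable genes, 20 components and resolution 0.5, and clusters were called "-like" from marker lists fixed before the data were examined. The genes that the paper compares between lineages and the TGFβ/BMP receptor, ligand and BMP response genes (105 in all) were left out of the clustering so that they could be compared between clusters. For tests, UMI counts were summed per library and cell class and compared with edgeR's quasi-likelihood test, with TMM normalization, Benjamini-Hochberg adjustment and the library as a block, because the classes of a library come from the same animals. This leaves 1 residual degree of freedom, so that the spread of a gene is taken largely from that of all genes. Genes that define a class were left out of the counts of changed genes. Values are given as mean ± SD over the 2 libraries in CPM, UMI counts scaled to an equal total, and shares of cells with exact (Clopper-Pearson) 95% intervals, which cover counting error only. In the tested comparisons the totals are adjusted by TMM, so that the CPM of the same cells can differ between comparisons. For a share of 0, the share that 3 counts of the total would make is given as a limit.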

Following quality control of independent replicates (fig. S1, A and C), we obtained the transcriptome of 11,279 cells (out of >15,000 raw cell counts) by scRNA-seq using 10x Genomics protocol and high coverage (median of about 4500 genes detected per cell).

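Cells with 2000 to 8000 detected genes and at most 10% mitochondrial UMIs were kept, the filter given in the legend of fig. S1. This left 7004 cells of replicate 1 and 4596 cells of replicate 2, together 11600 of 15017 barcodes. The narrower filter of the methods, 2500 to 7500 genes, left 6811 and 4347 cells, 11158 in all. The wider filter was used because its cell numbers at P2 and P22 lie 34 cells in sum from those the paper states, against 686 for the narrower one. At P12 the narrower filter came closer to the cell number of the paper. The cells kept had a median of 11853.5 UMIs in replicate 1 and 13899.5 in replicate 2, and a median of 4028.5 and 4450.5 detected genes (4229 over both). The median mitochondrial share was 1.84% in each library. Scrublet called 108 doublets in replicate 1 and 3 in replicate 2. A rate of 0.0653% in replicate 2 means that the caller did not work there, so called cells were kept.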

**Fig. 1.**
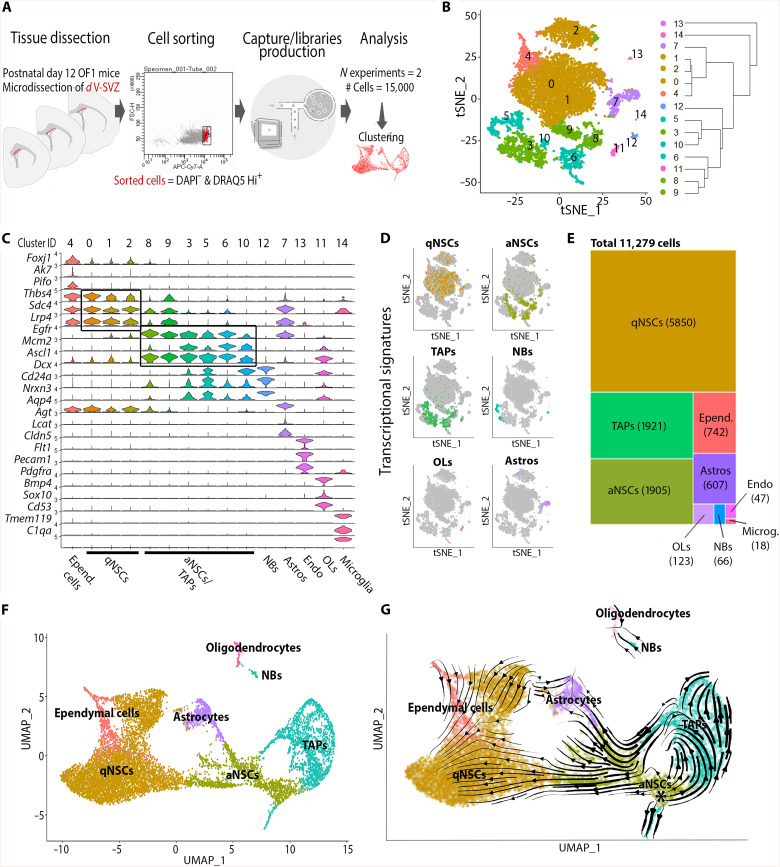
Analysis of the postnatal V-SVZ dorsal domain cellular composition and differentiation dynamics by large-scale single-cell profiling. (**A)** Scheme of the microdissection and experimental workflow. (**B**) t-distributed stochastic neighbor embedding (t-SNE) projections of major cell types. Color coding corresponds to cell types shown in (D) and (E). Note that quiescent NSCs (qNSCs) represent the larger cell clusters and comprise three clusters of different sizes, which have been grouped in the t-SNE plot (brown). (**C**) Violin plots showing known markers for V-SVZ cell types. (**D**) Combined expression of key markers on t-SNEs (one combination of markers per major cell type). (**E**) Treemap representing the proportion of the major cell types present in our dataset. (**F**) Uniform Manifold Approximation and Projection (UMAP) plot depicting the simplified identity annotation. Endothelial cells and microglial cells are not shown. (**G**) RNA velocity analysis highlighting emergence of multiple trajectories from activated NSCs (aNSCs) toward qNSCs, glial cells, and transit-amplifying progenitors (TAPs). The starting point of these trajectories is indicated by an asterix. Epend., ependymal; NBs, neuroblasts; Astros, astrocytes; Endo, endothelial cells; OLs, oligodendroglial lineage cells.

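Transcripts of the ventral regional genes were close to undetected in the P12 cells. Nkx2-1, a homeobox gene of the medial ganglionic eminence (chromosome 12, 56531958 to 56536908 of GRCm38), had a UMI in 1 of 7004 cells of replicate 1 and in 0 of 4596 cells of replicate 2, which allows a share of up to 0.0653% of cells with a UMI. Nkx2-3 (chromosome 19, 43612325 to 43615892) had a UMI in 1 cell of replicate 1 and 2 cells of replicate 2. Vax1, a homeobox gene of the ventral forebrain (chromosome 19, 59166187 to 59170056), was detected in 34 cells (0.485%, 95% interval 0.336 to 0.678) and 33 cells (0.718%, 0.495 to 1.01), 67 cells over both. With every cell thinned to 5000 UMIs, Vax1 was seen in 0.184% of cells. None of the 64 endothelial-like and microglia-like cells, which should lack it, had a Vax1 UMI, and this number allows a share of up to 4.69%, so that free RNA cannot be excluded as the source of these UMIs.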

Successful isolation of the dorsal V-SVZ cells were validated by the absence of cells expressing *Nkx2-1* and *Nkx2-3*, as well as by minimal expression of *Vax1* (67 cells) (*13*). 

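The dorsal genes were each detected in both P12 replicates. Emx1, a homeobox gene of the embryonic pallium (chromosome 6, 85187438 to 85204462), had a UMI in 32.1% of the cells of replicate 1 (95% interval 31.0 to 33.2) and 40.6% of those of replicate 2 (39.1 to 42.0), 4111 cells or 35.4% over both. Gsx2, a homeobox gene of the lateral ganglionic eminence and dorsal-most subpallium (chromosome 5, 75075601 to 75077893), was seen in 16.6% (15.7 to 17.5) and 15.0% (14.0 to 16.1), 1850 cells or 15.9%. Msx1, a homeobox gene induced by BMP signaling (chromosome 5, 37820485 to 37824583), was seen in 11.1% (10.3 to 11.8) and 16.0% (14.9 to 17.1), 1510 cells or 13.0%. Replicate 2, the deeper library per cell, had the higher share of Emx1 and Msx1 but not of Gsx2. Thinned to 5000 UMIs per cell, the shares over both libraries were 19.2, 7.13 and 6.44%. In the 64 endothelial-like and microglia-like cells (median 11245 and 13242 UMIs) the background was 4.69% for Emx1, 1.56% for Gsx2 and 7.81% for Msx1, against 0.813% for Msx1 in oligodendroglial-like cells.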

In sharp contrast, expression of more dorsal markers such as *Msx1* (1486 cells), *Gsx2* (1845 cells), and *Emx1* (4082) was detected in a notable proportion of all cells (11.1, 16.3, and 36.1%, respectively). Furthermore, evidence of an absence of contamination by cells of ventral lineages was supported by the consistent detection of four transcripts recently identified to be confined throughout the dorsal lineage (*Rlbp1*, *Gm29260*, *Pax6*, and *Dcc*), while the five gold standard transcripts (*Adgrl3*, *Slit2*, *Ptprn2*, *Rbms1*, and *Sntb1*) delineating the ventral lineage were very lowly expressed (fig. S1D) (*14*).

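Of the dorsal lineage transcripts, Pax6, which encodes a paired-box transcription factor, was the most widely detected, with a UMI in 93.1% of the cells of replicate 1 and 94.7% of replicate 2. Rlbp1, which encodes a retinaldehyde-binding protein, was seen in 76.3 and 81.1%, the long noncoding RNA Gm29260 in 50.8 and 57.2%, and the netrin receptor gene Dcc in 9.24 and 12.9%. In endothelial-like and microglia-like cells these shares were 12.5% for Pax6, 9.38% for Rlbp1, 4.69% for Gm29260 and 0 of 64 cells for Dcc. Among the ventral lineage transcripts, Adgrl3 was detected in 20.0 and 26.4% of cells, Slit2 in 9.98 and 10.7%, Ptprn2 in 6.74 and 6.70%, Sntb1 in 2.43 and 4.87%, and Rbms1 in 1.67 and 4.57%. Adgrl3, Slit2 and Ptprn2 also had a UMI in 97.6, 32.5 and 32.5% of oligodendroglial-like cells, and Rbms1 in 71.9% of endothelial-like and microglia-like cells, so that these genes do not mark ventral neuronal lineages alone in these cells. The paper takes the dorsal transcripts beside the lowly expressed ventral ones as support for an absence of cells of ventral lineages.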

Downstream clustering revealed 15 distinct clusters (resolution 0.5; Fig. 1B), among which 12 corresponded to cells of the neural lineage. 

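The P12 cells fell into 16 clusters, each described by the genes most enriched in it. Clusters 0, 1 and 2 (2399, 2381 and 1416 cells) were qNSC-like. Cluster 1 was led by Thbs4, Col9a1, Id3, Abca8a and Hopx, and genes such as Crym, Six3, Meg3 and Grin2c led cluster 2. Cluster 0 was led by Rgs5, which is also a marker of mural cells, followed by Cntnap2, Paqr6, Tfap2c and Pcdh8. None of the qNSC markers was among the 10 genes most enriched in clusters 0 and 2, where Meg3 is also a marker of neuroblasts, while 25 of 25 qNSC markers were higher in cluster 0 and 23 of 25 in cluster 2 than in the other cells. From the pallial and subpallial markers, clusters 0 and 1 were called pallial and cluster 2 subpallial. Cluster 7 (582 cells), with the DNA replication genes Cdc6, E2f1, Cdt1 and Mcm2 to the fore, and cluster 9 (416 cells), with Prss23, Olig1, Olig2 and Dll1, were aNSC-like. Of 26 aNSC markers, 25 were higher in cluster 7 but 13 in cluster 9, which has 2 aNSC and 2 oligodendroglial markers among its 10 leading genes. The TAP-like clusters 3 and 5 (1249 and 625 cells) were led by replication-dependent histone genes and by the mitotic genes Cdc20, Ube2c, Cenpa and Ccnb1. Cluster 6 (624 cells) was ependymal-like, with the cilium genes Tmem212, Dnah12 and Ak7, and cluster 8 (539 cells) astrocyte-like, with Agt, Aqp4 and Lcat. Cluster 11 (123 cells) was oligodendroglial-like (Sox10, Pdgfra, Gpr17), and 2 small clusters were neuroblast-like, the first glutamatergic (cluster 12, 72 cells, with Slc17a6, Tbr1, Neurod1 and Neurog2) and the other GABAergic (cluster 13, 66 cells, with Syt1, Myt1l and Synpr). The endothelial-like cluster 14 (46 cells, with Cldn5 and Flt1) also held hemoglobin transcripts, and cluster 15 (18 cells, with Cx3cr1, C1qa and Csf1r) was microglia-like. Cluster 4 (781 cells), with Igf1, Wfikkn2, Ptgds, Pdgfa and Jag1, and cluster 10 (263 cells, median 5141 UMIs in replicate 1 and 5571 in replicate 2) were left unnamed.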

Cell cluster identification was based on the detection of landmark cell type markers, alone (Fig. 1C and fig. S1, E and F) or in combination (Fig. 1D and table S7). Identification of quiescent NSCs (qNSCs) was based on the expression of *Glast* and *Prom1*, as well as the exclusion of *Egfr* and of the EC marker *Foxj1.* Activated NSCs (aNSCs) were assigned by their expression of *Egfr* and *Ascl1*, but exclusion of *Dlx1* and *Dlx2*, whereas transit-amplifying progenitors (TAPs) were defined by an elevated expression of these markers, but low expression of *Sp8*, *Gad1*, and *Gad2*. We observed expression of broad generic markers of immature neurons (*Dcx*, *cd24a*, and *Nrxn3*), both within TAPs (i.e., outlining neuronal commitment; see also fig. S2, A and B) and in a separate cluster corresponding to migrating neuroblasts (NBs). Last, we defined oligodendroglial lineage cells (OLs) on the basis of *Pdgfra* and *Sox10* expression and astrocytes (Astros) on an elevated level of *S100b* and *Aqp4* expression (Fig. 1, C and D). These initial analyses identified qNSCs as the prime cohorts of cells captured within our dataset (52% of all cells), followed by aNSCs and TAPs (17% each). 

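The qNSC-like cells made up the largest class at P12. Their clusters held 50.1% of the cells of replicate 1 (95% interval 48.9 to 51.3) and 58.4% of those of replicate 2 (57.0 to 59.9), 53.4% over both. TAP-like cells followed with 19.4 and 11.3% (16.2% over both), and aNSC-like cells with 10.4 and 5.81% (8.60% over both). The libraries differed by more than their counting intervals for each of the 3 classes, with more dividing cells in replicate 1. The unnamed cluster 4 held 6.64 and 6.88%, so that aNSC-like cells and cluster 4 together came to 15.3% over both. With the marker thresholds of the paper's methods in place of clusters, 8.72% of cells were qNSC and 2.69% TAP. The share of aNSC then lay above that of qNSC, so that the ranking depends on how classes are made.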

ECs (6.6%) and Astros (5.4%) were lowly represented. The restricted proportion of OLs (1%) and NBs (0.5%) underlined the accuracy of the V-SVZ microdissection, with minimal inclusion of the overlying corpus callosum or of the rostral migratory stream. 

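Ependymal-like cells, with their cilium transcripts, made up 5.43% of the cells of replicate 1 and 5.31% of replicate 2. Astrocyte-like cells made up 3.38% (95% interval 2.97 to 3.83) and 6.57% (5.87 to 7.33). Oligodendroglial-like cells were found almost wholly in replicate 1, with 1.70% against 0.0870% in replicate 2, and 1.06% over both. Neuroblast-like cells likewise made up 1.74% of replicate 1 and 0.348% of replicate 2, 1.19% over both, of which the glutamatergic cluster held 0.885 and 0.218% and the GABAergic one 0.857 and 0.131%. Endothelial-like cells were 0.397% and microglia-like cells 0.155% of all cells. From the small shares of oligodendroglial cells and neuroblasts, the paper concludes that the overlying corpus callosum and the rostral migratory stream were hardly included in the dissection.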

Last, few non-neural cell types were also present in our dataset (endothelial/mural cells, microglial cells, <0.5%) (Fig. 1E). Together, these findings highlight the precision of our microdissection strategy for careful inspection of dorsal V-SVZ NSCs at distinct stages of activation, as well as of all their neural progenies, i.e., ependymal, neuronal, and glial cells.

### Lineage progression within the postnatal dorsal V-SVZ

We next generated a Uniform Manifold Approximation and Projection (UMAP) plot with simplified identity annotations for qNSCs, aNSCs, and TAPs (all composed of three subclusters) to explore the transcriptional relationship between clusters. qNSCs and aNSCs occupied the center of the UMAP plot, while ECs, neuronal cells, and glial cells appeared as peripheral clusters (Fig. 1F and fig. S2, A and B). To gain insights into the major metabolic processes that define the subpopulation of NSCs and their progeny, the top 20 genes associated with previously described state transitions were overlaid onto the UMAP (*10*). This confirmed the identification of major cell types and revealed parallels with the adult V-SVZ, including (i) the association of dormancy with elevated glycolytic and lipid metabolisms in qNSCs (*15*); (ii) the correlation of ribosomal transcripts with NSC activation; and (iii) the rapid sequence of cell cycle initiation, mitosis, and neuronal differentiation in TAPs (fig. S3, A and B, and table S7). 

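The glycolysis genes of Table S7 were highest in qNSC-like cells and fell at each step toward TAPs, while its ribosomal genes rose at activation. From qNSC-like to aNSC-like cells, 15 of 18 glycolysis genes fell and 1 rose, and from aNSC-like to TAP-like cells 16 of 19 fell and 1 rose. Of the ribosomal genes, 15 of 16 rose and none fell at activation, and none of 16 changed from aNSC-like to TAP-like cells. Of the genes of lipid biosynthesis, 11 of 16 fell and 2 rose at activation, and 6 of 16 fell and 3 rose at the next step, where their mean log2 fold change was 0.09 and their median -0.19. Cell cycle genes rose at both steps (15 of 18, then 11 of 18, none lower), as did mitosis genes (16 of 18, then 17 of 17, none lower). Of the neuron differentiation genes, 12 of 18 rose and 4 fell at activation, and 13 of 15 rose and 1 fell from aNSC-like to TAP-like cells. Tested against all other genes with camera, the lists passed with adjusted p = 1.1e-06 for glycolysis, 2.0e-08 for ribosomal genes and 0.0018 for neuron differentiation at activation (0.067 for the last without the replicate block), and with adjusted p = 1.6e-94 for mitosis at the second step, whereas lipid biosynthesis did not pass at activation (adjusted p = 0.092) or after it (adjusted p = 0.74). With an estimated correlation between genes, adjusted p = 0.685 for glycolysis, ribosomal genes and mitosis at activation, 0.705 for neuron differentiation and 0.561 for mitosis at the second step. Adjusted over the list alone, 17 glycolysis and 7 lipid genes fell at the second step and the other counts were the same. The study names these lists as the genes of previously described state transitions and examined them on these libraries, so that their directions are not independent evidence.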

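From qNSC-like to aNSC-like cells, genes of DNA replication rose, and genes of BMP response, fatty acid oxidation and immediate-early response fell. The larger aNSC-like cluster was itself led by DNA replication genes, some of them markers used to name it. The rise of S-phase genes is thus not independent of how the class was made. Among the genes with the largest rise, the replication licensing factor gene Cdc6 reached 62.9 ± 6.95 CPM in aNSC-like cells against 0.660 ± 0.0338 CPM in qNSC-like cells (SD, n = 2, log2 fold change 6.56, standard error 0.18, adjusted p = 2.1e-20). The Notch ligand gene Dll3 rose by 6.39 on the log2 scale, the oligodendroglial transcription factor genes Olig1 and Olig2 by 6.17 and 5.73, the glutamatergic progenitor gene Eomes by 6.08, Gpd1 by 5.95, the chromatin assembly gene Chaf1b by 5.91 and Igfbpl1 by 5.48, which with the marker thresholds was at 0.59 and lost its call. These thresholds also moved Eomes to 2.48, Dll3 to 4.52, Gpd1 to 4.62 and Cdc6 to 5.18, and raised Olig2 to 6.93. Among the largest falls were those of Abca8a (-4.61), Cmya5 (-4.39), Clu (-4.24, 223 ± 43.4 against 4199.9 ± 623 CPM), Rgs6 (-4.10), Cntnap2 (-3.94), Rgs5 (-3.91) and Inhba (-3.90). With the marker thresholds the last 6 falls were smaller, with Cmya5 at -2.98, Clu at -2.98, Rgs6 at -3.29, Cntnap2 at -3.30, Rgs5 at -3.09 and Inhba at -2.66, and without the 5% highest doublet scores all 7 were larger, with Abca8a at -5.70, Cmya5 at -5.39, Clu at -5.33, Rgs6 at -4.91, Cntnap2 at -4.70, Rgs5 at -4.66 and Inhba at -4.73. With all libraries, Olig1 was at 5.49, Igfbpl1 at 4.89, Clu at -4.88 and Notch2 at -2.85.
All 32 S-phase genes tested rose (camera adjusted p = 4.1e-51), among them Dtl (5.24), Ung (5.32) and Clspn (5.01), and of 52 G2/M genes 48 rose and 2 fell, among them Top2a (4.07), Mki67 (4.14) and Cks1b (3.30). Of 11 BMP response genes 8 fell and none rose (camera adjusted p = 1.3e-04), among them Id4 (-2.57), Id3 (-2.08) and Hey1 (-1.89). Of 20 genes of fatty acid oxidation 14 fell and 2 rose (3 rose when adjusted over the list alone, camera adjusted p = 0.0042), with Acsl3 at -2.28, Acsl6 at -1.95 and Cpt1a at -1.21. Of 23 immediate-early genes 19 fell (20 adjusted over the list alone) and 2 rose (camera adjusted p = 3.4e-06), with Zfp36 at -2.45, Cebpb at -2.33 and Socs3 at -2.24 but Egr3 at 3.08. Of 13 negative regulators of neurogenesis 10 fell and 2 rose (camera adjusted p = 8.3e-04), with Hes1 at -2.80, Ppp2r2b at -1.70 and Dlx1 at 4.43. The last turned when cells were classed by the marker thresholds, which use Dlx1, and without replicate 1 Dlx1 was at 3.39 and Chaf1b at 6.55. Of 11 Notch pathway genes 4 rose, such as Jag1 (1.95), and 7 fell, such as Notch2 (-2.17), and of 15 glycolytic enzymes 6 rose, such as Ldha (1.58) and Pgk1 (0.94), and 5 fell, such as Aldoa (-1.07) and Ldhb (-1.02), and neither list passed camera (adjusted p = 0.41 and 0.76). With an estimated correlation, adjusted p = 0.685 for the S-phase, G2/M, BMP response, immediate-early and negative regulator lists and 0.705 for fatty acid oxidation. The marker thresholds moved Ung to 3.599, Clspn to 4.40, Top2a to 5.23, Mki67 to 5.31, Cks1b to 3.98, Acsl3 to -1.63, Socs3 to -1.47, Zfp36 to -1.80 and Notch2 to -1.49. Except where both counts are given, adjustment over the list alone gave the same counts.
In all, 9990 of 15033 genes changed, 4954 higher and 5036 lower in aNSC-like cells, and 6350 changed without the replicate block. The classes were clustered on the same UMIs, and with clusters made on a random share of 0.5 of the UMIs and tested on the rest, 9008 genes changed.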

Similar biological processes were highlighted by an overrepresentation analysis performed on genes up- and down-regulated at transitions between these differentiation stages. This analysis highlighted the gradual down-regulation from qNSCs to TAPs of genes involved in pluripotency, gliogenesis, and glycolytic metabolism, as well as the inversely correlated up-regulation of genes involved in ribosome biogenesis and mitosis (fig. S3, C and D).

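From aNSC-like to TAP-like cells, mitotic and neuronal genes rose and glycolytic, Notch and BMP response genes fell. The TAP-like clusters were themselves led by histone and mitotic genes, some of them markers used to name them, and the larger aNSC-like cluster by DNA replication genes. The classes thus differ in cell cycle phase by the way they were made, and the rise of G2/M genes is not independent of this. The kinase gene Plk1, which drives mitotic entry, was at 178 ± 9.14 CPM in TAP-like and 2.10 ± 0.886 CPM in aNSC-like cells (SD, n = 2, log2 fold change 6.32, standard error 0.17, adjusted p = 6.5e-20), and Fam83d (6.34), Pif1 (6.30), Kif14 (5.35) and Aurka (5.17) rose with it. With classes made by the marker thresholds these rises were far smaller, with Plk1 at 1.08, Fam83d at 1.26, Pif1 at 1.14, Kif14 at 0.87 and Aurka at 1.22. Pif1 was at 7.62 when clustered on a share of the UMIs and Fam83d at 5.66 with all libraries. Histone genes and Tuba1c also led the rise, but they belong to families of near-identical copies and their values are uncertain. Among the largest falls was that of the uracil glycosylase gene Ung (-2.28, turned to 0.25 by the marker thresholds), with those of Ntsr2 (-2.18), Olig1 (-2.10), the GABA transporter gene Slc6a11 (-2.01), Slc25a18 (-1.90), Gpr37l1 (-1.80), Adamts1 (-1.75) and Serpine2 (-1.67).
All 36 G2/M genes tested rose (camera adjusted p = 4.3e-176, and adjusted p = 0.561 with an estimated correlation), among them Kif11 (4.89), Ckap2l (4.43) and Cks2 (4.26), which were at 0.95, 0.86 and 0.78 with the marker thresholds, and 20 of 32 S-phase genes rose and 4 fell (21 and 5 adjusted over the list alone, camera adjusted p = 2.4e-04, and adjusted p = 0.618 with an estimated correlation). Of 25 neuron projection genes 18 rose and 1 fell (camera adjusted p = 2.6e-07, and adjusted p = 0.600 with an estimated correlation), with Stmn2 at 4.56, Dcx at 2.82, Tubb3 at 2.38 and Crmp1 at 1.18. Dcx was at 121 ± 106 CPM in TAP-like cells, so that the libraries lay far apart. Stmn2 was at 271 against 9.35 CPM in replicate 1 and 3.48 against 1.47 CPM in replicate 2, with a log2 fold change of 1.15 without replicate 1, and lost its call with DESeq2 and the marker thresholds, as Tubb3 did with all libraries and Aldoc with DESeq2. Of 16 glycolytic enzymes 10 fell and 1 rose (camera adjusted p = 3.1e-04, and adjusted p = 0.563 with an estimated correlation), with Aldoa at -1.63, Aldoc at -1.52, Ldha at -0.96 and Eno1 at -0.86. Without replicate 1, Aldoc was at -2.22, Fam83d at 7.08 and Kif14 at 6.12, and Aldoc was at -0.88 without replicate 2. Of 12 Notch pathway genes 7 fell and none rose (camera adjusted p = 0.0014, and adjusted p = 0.563 with an estimated correlation), with Hes5 at -1.47, Notch3 at -1.75 and Hes1 at -1.27, and of 11 BMP response genes 7 fell and none rose (camera adjusted p = 0.0011, and adjusted p = 0.563 with an estimated correlation), with Id3 at -1.55, Atoh8 at -1.63 and Id2 at -1.17.
The marker thresholds also moved Ntsr2 to -1.21, Adamts1 to -2.59, Serpine2 to -2.82, Dcx to 1.67, Tubb3 to 4.53, Stmn2 to 0.59, Crmp1 to 1.78, Aldoc to -2.50, Hes5 to -0.75, Id3 to -2.65, Id2 to -2.54 and Atoh8 to -2.50, and with all libraries Dcx was at 1.52, Tubb3 at 0.99 and Stmn2 at 1.70. With DESeq2, Stmn2 was at 3.10. Of 13746 genes 2654 were higher and 2414 lower in TAP-like cells. Without TMM the split was 1607 higher and 3667 lower, where the median log2 fold change of all genes shifted by -0.17. Without the replicate block 458 genes were called, 371 of them higher, and the neuronal genes named here, Aldoc, Ldha, Eno1, Notch3, Id2, Id3, Atoh8, Ntsr2, Slc6a11 and Serpine2 lost their call.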

We next assessed the cell lineage progression within our datasets by performing nonsupervised RNA velocity lineage trajectory reconstruction (*16*). In contrast to adult V-SVZ neurogenesis, in which the generation of olfactory neuronal subtypes initiates from qNSCs (*10*), postnatal aNSCs were the major pool from which multiple trajectories emerged projecting toward (i) qNSCs, (ii) Astros and oligodendroglia, and (iii) TAPs and their neuronal progeny (Fig. 1G). Thus, although important similarities are observed in the NSC differentiation stages and metabolic machineries between the postnatal and adult V-SVZ, important differences exist in lineage progression and entry into quiescence between its dorsal and lateral subregions.

### aNSCs are heterogeneous and primed for lineage differentiation

To further understand aNSC molecular states, we performed a subclustering analysis. This revealed four different clusters of aNSCs, which were segregated in a UMAP plot (Fig. 2, A and B), with aNSC3 spatially corresponding to the “starter cell population” identified in the RNA velocity analysis (see asterisk location in Fig. 1G). To determine the main biological differences between aNSC clusters, we performed Gene Ontology (GO) analysis on genes enriched in each cluster (aNSC1, 522 genes; aNSC2, 337 genes; aNSC3, 504 genes; and aNSC4, 525 genes). Genes related to “proliferation” (GO:0006260, GO:0044770, and GO:0006281) were among those most highly associated with aNSC3, while terms related to “development” (GO:0021537, GO:0030900, and GO:0021987), “differentiation” (GO:0010001, GO:0045685, and GO:0048709), and “gliogenesis” (GO:0042063) were enriched in aNSC1, aNSC2, and aNSC4, respectively (Fig. 2C and table S1).

**Fig. 2.**
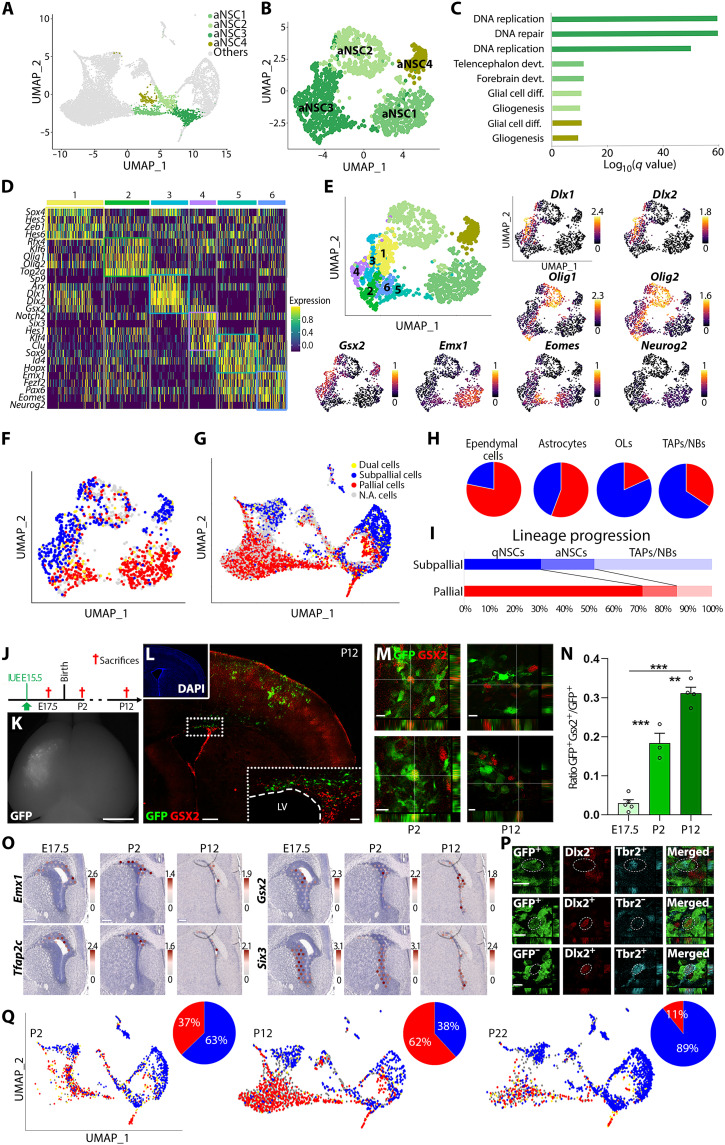
Early priming of pallial and subpallial aNSCs along multiple trajectories. (**A** and **B**) UMAP plots of complete dataset and aNSCs subclusters. (**C**) Bar plot of significantly overrepresented Gene Ontology (GO) terms using genes enriched in aNSCs subclusters. (**D**) Heatmap showing the top five differentially expressed transcription factors (TFs) for each of the six aNSC3 subclusters. (**E**) UMAP plot with identity of aNSC3 subclusters and illustrating feature plots of markers identified in (D). (**F** and **G**) UMAP plots identifying cells expressing pallial (red) or subpallial (blue) transcripts (or both, i.e., dual cells; yellow) within aNSCs (F) or within the entire dataset (G). N.A. cells, not applicable cells. (**H**) Percentage of cells expressing pallial (red) or subpallial (blue) transcripts within NSCs progenies. (**I**) Percentage of qNSCs, aNSCs, and TAPs/NBs in each lineage. (**J** to **N**) Fate map of pallial NSCs by electroporation of a transposon green fluorescent protein (GFP) plasmid at E15.5 (J and K) reveals NSCs of pallial origin acquiring subpallial lineage markers at postnatal stages [here, Gsx2; (L) and (M)], as quantified in (N). DAPI, 4′,6-diamidino-2-phenylindole. (**O**) Spatial transcriptomic (Visium) showing invasion of dorsal V-SVZ territories by subpallial markers (i.e., *Six3* and *Gsx2*) at postnatal times only. (**P**) Postnatal acquisition of subpallial traits by pallial NSCs, and their neuronal progeny is further supported by coexpression of Tbr2 with Dlx2 as well as *GAD67^GFP^* in the dorsal V-SVZ. (**Q**) Analysis of cell proportion at P2, P12, and P22. Scale bars, 2.5 mm (K), 0.5 mm (L), 20 μm (inset, L), 10 μm (M), 250 μm (O), and 10 μm (P). See also tables S1 and S2. **P < 0.01, ***P < 0.001. LV, lateral ventricle.

To gain further insights into this central aNSC3 population (569 cells), we performed additional subclustering at higher resolution, identifying six further clusters. Analysis of the differential expression of key transcription factors (TFs) among these clusters (Fig. 2, D and E, and table S2) indicated that the aNSC3 cluster is composed of a mixture of cells primed for differentiation into different lineages, rather than a homogeneous population of multipotent NSCs. In particular, clusters 1 and 2 expressed TFs associated with oligodendrogenesis (e.g., *Olig1/2*), while clusters 4 and 5 expressed TFs associated with neurogenesis (i.e., *Dlx2* and *Neurog2*, respectively). 

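Within aNSC-like cells (731 in replicate 1 and 267 in replicate 2), transcripts of oligodendroglial and neurogenic transcription factors tended to lie in different cells. The number of cells with UMIs of both genes was divided by the number that independent detection would give. For Eomes and Olig2 this ratio was 0.404 in replicate 1 (95% interval 0.290 to 0.548) and 0.345 in replicate 2 (0.165 to 0.634), intervals being exact Poisson intervals of the number of cells with both. For Eomes and Olig1 it was 0.232 (0.137 to 0.366) and 0.329 (0.150 to 0.625), and for Neurog2 and Olig2 0.366 (0.195 to 0.625) and 0.353 (0.169 to 0.649). Olig1 and Olig2 were seen together more often than by independence, with ratios of 1.38 (1.23 to 1.54) and 1.33 (1.12 to 1.56). Dlx2 and Olig1 had ratios of 0.554 (0.426 to 0.707) and 0.804 (0.484 to 1.26) and Dlx2 and Olig2 of 0.801 (0.665 to 0.957) and 0.878 (0.550 to 1.33), so that in replicate 2 neither pair could be told from independence. Thinned to 5000 UMIs, the ratio for Neurog2 and Olig2 was 0.122 and 0.106, and that for Olig1 and Olig2 1.71 and 1.60. The subclusters of the paper were not rebuilt, and cells were taken over all aNSC-like cells.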

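Pallial and subpallial transcription factor transcripts also parted within aNSC-like cells. Cells with both Emx1 and Gsx2 occurred at 0.589 times the number given by independent detection in replicate 1 (95% interval 0.400 to 0.836) and 0.525 times in replicate 2 (0.262 to 0.940). Within a lineage the ratios lay above 1. For Emx1 with the glutamatergic progenitor gene Eomes they were 1.87 (1.45 to 2.38) and 1.91 (1.26 to 2.77), for Eomes with the proneural gene Neurog2 3.59 (2.61 to 4.82) and 3.10 (1.95 to 4.70), and for Gsx2 with Dlx2, a gene of GABAergic progenitors, 2.08 (1.77 to 2.43) and 2.59 (1.66 to 3.86). Across lineages, Gsx2 with Neurog2 had ratios of 0.437 (0.189 to 0.861) and 0.191 (0.0231 to 0.690). For Emx1 with Dlx2 they were 0.458 (0.293 to 0.681) and 0.735 (0.336 to 1.40), so that only replicate 1 lay below independence. With 5000 UMIs in each cell, Emx1 with Gsx2 stood at 0.628 in replicate 1 and at 0 in replicate 2 (interval 0 to 1.72), where too few such cells were left, and Gsx2 with Dlx2 at 2.21 and 4.27. From the segregation of these factors over its aNSC subclusters, the paper proposes that both lineages coexist in the dorsal V-SVZ.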

TFs defining subpallial and pallial lineages segregated across clusters 3/4 and 5/6, respectively, suggesting the coexistence of both lineages within our dorsal V-SVZ datasets (Fig. 2E).

### Cells of the pallial and subpallial lineages coexist within the dorsal V-SVZ and show different dynamics

Expression of markers for either pallial (*Emx1*, *Neurod1*, *Neurod6*, *Neurog2*, and *Tbr1*; i.e., 3862 cells) or subpallial (*Gsx2*, *Dlx6*, *Dlx5*, *Sp9*, *Dlx2*, and *Gad1*; i.e., 2452 cells) lineages confirmed the coexistence of two lineages not only within aNSCs (Fig. 2F) but also more broadly throughout the entire datasets (Fig. 2G). 

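Cells expressing only pallial or only subpallial genes were found throughout the P12 data. With the paper's gene sets and its threshold of 0.25 on the log-normalized value, 2052 cells of replicate 1 (29.3%) and 1844 of replicate 2 (40.1%) were pallial, together 3896. Subpallial cells numbered 1720 (24.6%, 95% interval 23.6 to 25.6) and 752 (16.4%, 15.3 to 17.5), together 2472. Of the aNSC-like cells with 1 of the lineages, 33.5% were pallial in replicate 1 and 58.3% in replicate 2. A single UMI passes the threshold in all but the deepest cells. Over both libraries, 78 of 11600 cells had UMIs of these genes that all lay at or under it. Of these, 62 were in replicate 2, whose TAP-like clusters had medians of 35540 and 35743 UMIs. With at least 2 UMIs asked for, 17.8% of cells were pallial and 14.1% subpallial, and thinned to 5000 UMIs 20.8 and 16.3%.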

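Transcripts of both gene sets occurred together in 374 cells of replicate 1 (5.34%) and 115 cells of replicate 2 (2.50%). Such dual cells were more frequent among TAP-like and neuroblast-like cells (9.95% in replicate 1 and 4.31% in replicate 2, 8.45% over both) and aNSC-like cells (8.76 and 6.37%) than among qNSC-like cells (3.33 and 2.01%). TAP-like cells also held the most UMIs per cell. With all cells at 5000 UMIs, the dual shares over both libraries were 1.75% of TAP-like and neuroblast-like cells, 1.31% of aNSC-like cells and 0.798% of qNSC-like cells. Dual cells had 4946 ± 1185 detected genes in replicate 1 and 5439.6 ± 1108 in replicate 2 (SD over cells), with a median of 18509.5 and 20250 UMIs, above the medians of all cells. Scrublet called 38 of the 374 dual cells of replicate 1 doublets and none in replicate 2, where it did not work.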

A smaller population of cells expresses both pallial and subpallial markers (“Dual cells”; Fig. 2, F and G), which were not doublets as revealed by their averaged RNA content (fig. S4A), as well as by doublet detection analyses, suggesting lineage transition for a small number of cells. 

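Among the cells with a UMI of Emx1 or Gsx2, the share with Emx1 alone differed between cell classes. It was 96.6% in replicate 1 and 85.0% in replicate 2 for ependymal-like cells (312 cells with either gene), and 86.0 and 73.1% for qNSC-like cells. For astrocyte-like cells it was 76.3% over both libraries (135 cells with either, 95% interval 68.2 to 83.2), with Gsx2 alone in 22.2%. Cells of the unnamed cluster 4 had Emx1 alone in 97.8%. In TAP-like and neuroblast-like cells Gsx2 alone held 59.7% and Emx1 alone 31.9%, but the libraries lay on different sides, with Gsx2 alone in 67.4% in replicate 1 and 40.8% in replicate 2. Oligodendroglial-like cells had Gsx2 alone in 59.1% of 22 cells (95% interval 36.4 to 79.3). With the full pallial and subpallial gene sets, 54.3% of astrocyte-like, 83.9% of ependymal-like and 13.5% of oligodendroglial-like cells of a single lineage were pallial.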

Quantification of the proportion of cells expressing pallial (*Emx1*) and subpallial (*Gsx2*) markers revealed a differential contribution of both lineages to defined cell types, with ECs mainly expressing the pallial marker *Emx1* and Astros having equal proportions, whereas OLs and TAPs/NBs mainly expressing the subpallial marker *Gsx2* (Fig. 2H). Furthermore, comparison of qNSC, aNSC, and TAPs/NB respective proportions between both lineages revealed profound differences. TAPs/NBs were predominant within *Gsx2*^+^ cells (i.e., 47% of the cells, compared to 21% for aNSCs and 31% for qNSCs), while qNSCs were predominant within *Emx1*^+^ cells (i.e., 72% of all cells, with TAPs/NBs representing only 14% of all cells) (Fig. 2I), suggesting different levels of activation/quiescence between cells of the pallial and subpallial lineages. 

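Seen from the lineages, cells with Emx1 and no Gsx2 were mostly qNSC-like, with 60.8% in replicate 1 and 61.5% in replicate 2, while TAP-like and neuroblast-like cells made up 9.51 and 10.7% and aNSC-like cells 5.26% over both (3898 cells of all classes). The unnamed cluster 4 held a further 12.6% and ependymal-like cells 7.34%. With the paper's marker thresholds in place of clusters, qNSC were few in all and held only a small part of Emx1 cells. Cells with Gsx2 and no Emx1 were TAP-like or neuroblast-like in 58.0% in replicate 1 (95% interval 54.9 to 61.1) and 23.5% in replicate 2 (20.2 to 27.0). They were aNSC-like in 20.5 and 8.68%, and qNSC-like in 18.2 and 60.3% (1637 cells over both). The qNSC-like class was thus the largest among Gsx2 cells of replicate 2 and the TAP-like and neuroblast-like class among those of replicate 1. From the different makeup of the lineages, the paper proposes different levels of activation and quiescence in pallial and subpallial cells.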

The presence of both lineages within the postnatal dorsal V-SVZ was further confirmed by electroporation of an integrative green fluorescent protein (GFP) plasmid in embryonic day 15.5 (E15.5) pallial NSCs to follow their fate at embryonic and postnatal times (Fig. 2, J to N). Immunostaining for Gsx2 at E17.5 confirmed the rarity (<3%) of GFP^+^ cells expressing this marker within the embryonic pallium. Notably, an increasing percentage of fate-mapped GFP^+^ cells expressed Gsx2 at P2 and P12, confirming the gradual emergence of a population of pallial cells expressing subpallial markers during postnatal life (Fig. 2N), in agreement with a previous report (*17*). This was further supported by Visium spatial transcriptomics (Fig. 2O). While pallial (*Emx1* and *Tfap2c*) and subpallial markers (*Gsx2* and *Six3*) showed strict spatial segregation at E17.5, subpallial markers progressively invaded dorsal V-SVZ at postnatal stages. In addition, colocalization of Dlx2 and/or *GAD67^GFP^* with Tbr2 confirmed that coexpression was not only restricted to NSCs but also included TAPs/NBs (Fig. 2P) in which the proportion of dual cells culminates (i.e., 8% of the cells; fig. S4, B and C).

To confirm these results and explore the dynamic of pallial and subpallial lineages within the dorsal V-SVZ, we produced two additional datasets early after birth (P2) and at weaning (P22) (fig. S1B). 

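For P2 and P22 there is 1 library each, made like those of P12, with cells of mice pooled by time point. Their file headers name Cell Ranger 5.0.1, a later version than at P12. The P2 library held 66743936 UMIs over 4608 barcodes and the P22 library 65323423 UMIs over 4880 barcodes. The filter of 2000 to 8000 genes left 4027 and 4230 cells, with a median of 14303 and 11996 UMIs and 4024 and 3636.5 detected genes, and the filter of the methods 3787 and 3818 cells. Cells were assigned to the P12 clusters by Seurat's label transfer, so that a cell state absent at P12 takes the name of the nearest P12 cluster. With 1 library per age there is no replicate to set a difference between ages against, and shares are given with their counting intervals and without a test. At P2, 34.6% of cells had a UMI of Xist, transcribed from the inactive X of females, against 0.914 and 1.13% at P12 and 0.165% at P22, so that the P2 library also differs in sex. Among P2 cells with a Y-linked and no Xist UMI the pallial share was 21.9% (18.9 to 25.1), below those of P12.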

Results confirmed the presence of cells of the two lineages at all time points (Fig. 2Q). Pallial cells peaked at P12, because of a pronounced accumulation of cells corresponding to qNSCs (see Fig. 1F), but declined by P22 at the expense of cells of the subpallial lineage. Together, these results highlight the coexistence of cells presenting cardinal features of pallial and subpallial lineages within the postnatal dorsal V-SVZ. Furthermore, our results suggest profound differences in the dynamic of these two lineages, with most pallial cells entering quiescence, while subpallial cells produce a large population of TAPs/NBs.

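Pallial cells made up the largest share of single-lineage cells at P12. Leaving out neuroblast-like and oligodendroglial-like cells, 25.1% of the cells with only pallial or only subpallial transcripts were pallial at P2 (95% interval 22.8 to 27.6), 55.1% (53.5 to 56.8) and 71.1% (69.3 to 72.8) in the P12 replicates, and 9.16% (7.84 to 10.6) at P22. Both P12 libraries lay far above P2 and P22. After thinning, the shares were 18.8% at P2, 48.2 and 71.3% at P12 and 8.10% at P22. With the glutamatergic neuroblast-like cells kept in, a denominator chosen after the values were seen, the share was 36.6% at P2, 62.2% over both P12 libraries and 11.1% at P22. GABAergic neuroblast-like cells were 42.9% of all cells at P2 and 33.3% at P22, and with all cells counted the pallial share was 17.7% at P2 and 6.07% at P22. The qNSC-like clusters 0 and 1 held 20.0 and 20.6% of the cells of P12 replicate 1, 21.7 and 20.4% of replicate 2, and 4.42 and 2.22% at P22. TAP-like cells were 16.9% at P2 and 21.6% at P22, and aNSC-like cells 9.31 and 12.9%. The paper ascribes the P12 peak of pallial cells to an accumulation of qNSCs.

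**Figure D1:**
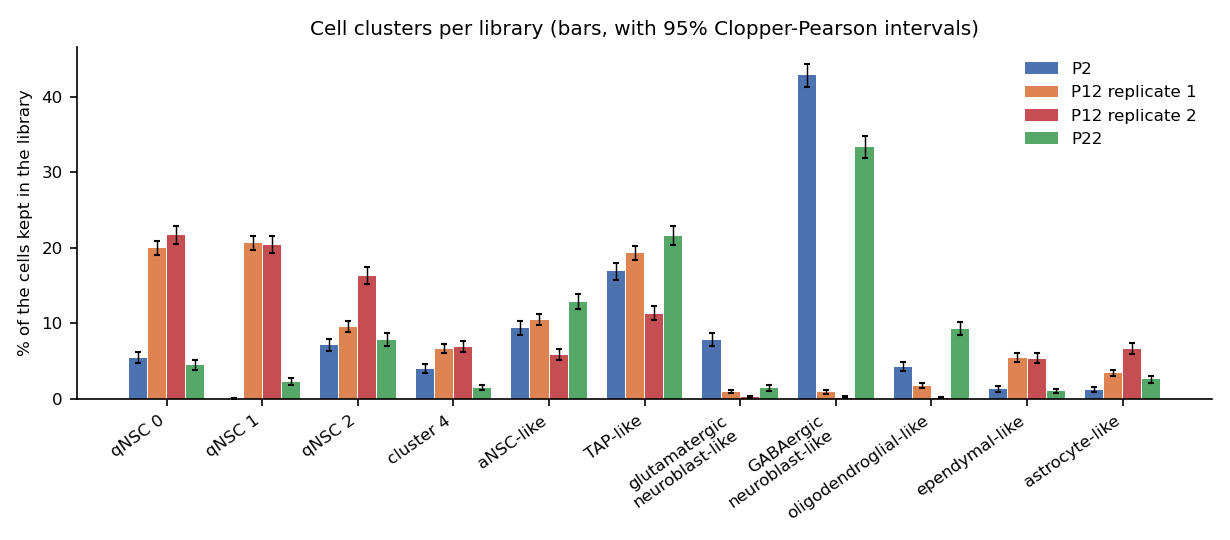
Percent of the cells kept in each library (P2, the 2 P12 replicates and P22, 1 bar each) that fall into the named clusters and classes, with exact 95% intervals for counting error. The qNSC-like clusters 0 and 1 are the tallest bars at P12 and GABAergic neuroblast-like cells at P2 and P22.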

### Pallial NSCs enter quiescence at postnatal stages within the dorsal V-SVZ and are characterized by *Hopx* expression

Both the velocity analysis (Fig. 1G; see also velocity analysis of separated pallial and subpallial lineages in fig. S4, D to F) and the virtual absence of pallial qNSCs in our P2 dataset (Fig. 2Q) suggest their postnatal generation within the dorsal V-SVZ. To confirm this finding, we first integrated our datasets with those of E14.5 and P0 pallial cells (Fig. 3A) (*18*). 

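Of the pallial qNSC-like clusters, cluster 1, led by Thbs4, Col9a1 and Hopx at P12, was assigned to none of the 4027 cells at P2, which allows a share of up to 0.0745%, and to 94 cells at P22. Cluster 0, with its leading genes Rgs5, Cntnap2 and Tfap2c, held 5.39% of the cells at P2 (95% interval 4.71 to 6.13). The subpallial cluster 2 held 7.10% (6.33 to 7.94) at P2, 9.52 and 16.3% at P12 and 7.80% at P22. From velocity and the near lack of pallial qNSCs at P2, the paper proposes that they are generated after birth.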

Differentiated mature cells present in both datasets (i.e., microglial cells, endothelial cells, Astros, and oligodendrocytes) overlapped extensively, validating the robustness of the integration (Fig. 3B). Furthermore, substantial overlaps were observed for aNSCs/TAPs with progenitor/cycling cell populations, as well as for a fraction of TAPs/NBs and cortical neurons, revealing strong transcriptional similarities among both datasets. TAPs/NBs separated in two trajectories corresponding to cortical inhibitory and excitatory neurons, with these cells being rather rare in our datasets because of restriction of the microdissection to the V-SVZ (fig. S4, G and H). In sharp contrast to the extensive overlap observed for all clusters, qNSCs were only observed within our P12 and P22 datasets, supporting their postnatal emergence (Fig. 3B). This was further supported by a ClusterMap analysis, highlighting notable similarities in gene expression between all aforementioned cell types, while on the other hand, qNSCs present in our datasets were entirely segregated from cell types present within the pallium at E14.5 or P0 (Fig. 3C). To confirm the postnatal generation of qNSCs within the dorsal V-SVZ, we used a label-retaining protocol (Fig. 3D). At P20, label-retaining cells expressing bright 5-bromo-2′-deoxyuridine (BrdU) and Sox2, but not the ependymal marker S100β, were never observed following BrdU pulse at E14.5 and were rare following an E17.5 pulse. In contrast, they were frequent following BrdU pulses at postnatal times (i.e., P1, P3 and P5), thereby confirming the postnatal appearance of qNSCs within the dorsal V-SVZ (Fig. 3, E and F). In sharp contrast, we confirmed the presence of qNSCs within the lateral V-SVZ, following BrdU injection at embryonic but not at postnatal time points (Fig. 3E), in agreement with previous studies (*3*, *4*). We finally confirmed that label-retaining cells located within the dorsal V-SVZ coexpressed Sox2, as well as Hopx or Gsx2, and were not positive for the cell cycle maker Mcm2 (Fig. 3G).

**Fig. 3.**
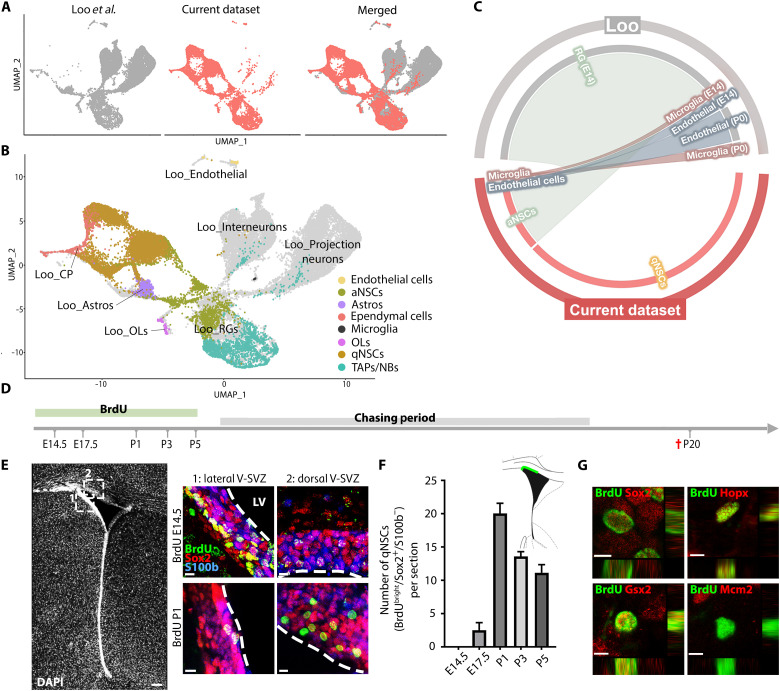
Pallial and subpallial qNSCs are produced postnatally within the dorsal V-SVZ. (**A**) Integration of current P12 dataset (pink) with previously published dataset of E14.5 and P0 pallium (GSE123335; gray). (**B**) Annotated UMAP depicting the identity of both dataset cell types. Only clusters from the current dataset are colored. See legend for cluster identity (CP, choroid rlexus; RG, radial glia). (**C**) Circos plot representing transcriptional correlation between selected cell types of both datasets. Clusters showing transcriptional correlation are relied by line that intensity reflects degree of similarity. (**D**) Scheme illustrating the timeline of the label retaining protocol. BrdU was injected at a selected embryonic or postnatal time, and animals were euthanized at P20. qNSCs are defined on the basis of bright BrdU/Sox2 expression and S100β exclusion. (**E**) Overview showing the location of lateral (1) and dorsal (2) V-SVZ photomicrographs. qNSCs are observed within the lateral V-SVZ only when BrdU is injected at embryonic times (here, E14.5). In contrast, qNSCs are observed within the dorsal V-SVZ when BrdU is injected at postnatal times (here, P1). (**F**) qNSC quantifications showing BrdU^+^/Sox2^+^/S100β^−^ cells per sections into the dorsal V-SVZ following BrdU injection at embryonic or postnatal time points. (**G**) Illustration showing that label-retaining cells into the dorsal V-SVZ coexpressed Sox2 and Hopx or Gsx2 but do not express the cell cycle maker Mcm2. Scale bars, 100 μm (overview, E), 10 μm (insets, E), and 5 μm (G). LV, lateral ventricle.

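Pallial qNSC-like cells (clusters 0 and 1, 2843 cells in replicate 1 and 1937 in replicate 2) were compared with subpallial ones (cluster 2, 667 and 749 cells). Among the genes with the largest excess in pallial cells were the channel subunit gene Cacng5 (log2 fold change 3.36), the adhesion genes Pcdh15 (2.92), Cntnap2 (2.81) and Dscaml1 (2.37), C1ql3 (2.62), the growth factor gene Igf1 (2.37), Fxyd6 (2.37) and the noncoding RNA Kcnq1ot1 (2.37). Among the largest excesses in subpallial cells were those of Crym, a thyroid hormone-binding protein gene (-6.67), of the noncoding RNA Meg3 (-4.21), Flrt2 (-3.20), Grin2c (-2.58), Slc12a2 (-2.24), Lrrc9 (-2.05) and Aifm3 (-2.03). Some of these genes helped to form the clusters, as all but the 105 genes left out of the clustering could. Of 14314 genes, 2246 were higher and 2408 lower in pallial cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Clusters made on a random share of 0.5 of the UMIs and tested on the rest gave 3272 genes, and the test without the replicate block 232 (112 higher), where Cntnap2 and Igf1 lost their call, Igf1 also with DESeq2. Without replicate 1, Igf1 was at 4.08 and Cntnap2 at 3.77, and without replicate 2 they were at 1.42 and 2.06 and C1ql3 at 3.41. With qNSC-like cells split by the paper's gates, Cacng5 was at 2.58, Pcdh15 at 2.28, Cntnap2 at 2.16, Kcnq1ot1 at 1.69, Crym at -3.09 and Meg3 at -3.40, and at resolution 0.8 Igf1 was at 3.25.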

To identify the transcriptional specificities of pallial and subpallial qNSCs, we next performed differential gene expression analysis between qNSC1 (pallial) and qNSC2 (subpallial) clusters (qNSC3 representing an intermediate cluster toward qNSC1 production as shown by the velocity analysis; Fig. 4A and fig. S5A). 

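Hopx, which encodes a homeodomain protein without DNA binding of its own, was at 642 ± 20.8 CPM in pallial and 174 ± 12.3 CPM in subpallial qNSC-like cells (SD, n = 2, log2 fold change 1.89, standard error 0.063, adjusted p = 1.9e-17, chromosome 5, 77086988 to 77115121). All members of the Id family, which encode inhibitors of basic helix-loop-helix factors and are BMP targets, were higher in pallial cells. Id3 stood at 1703 ± 12.3 against 403 ± 88.0 CPM (log2 fold change 2.10, standard error 0.081, adjusted p = 2.6e-16) and Id1 (chromosome 2, 152736251 to 152737410) at 334 ± 8.85 against 114 ± 15.7 CPM (log2 fold change 1.57, standard error 0.062, adjusted p = 4.4e-16). For Id2 the log2 fold change was 0.81 (standard error 0.058, adjusted p = 3.9e-11) and for Id4 0.63 (standard error 0.062, adjusted p = 1.4e-08). The pallial gene Emx1, one of the genes used to tell the lineages apart, stood at 76.6 ± 6.62 against 5.73 ± 0.683 CPM. With qNSC-like cells split by the paper's gene sets in place of clusters, the pallial factors Tfap2c, Fezf2, Dmrta2 and Zic5, which are markers used for naming here, were also called higher in pallial cells. Without the replicate block, Hopx, Id1 and Id3 kept their call and Id2 and Id4 lost it.

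**Figure D2:**
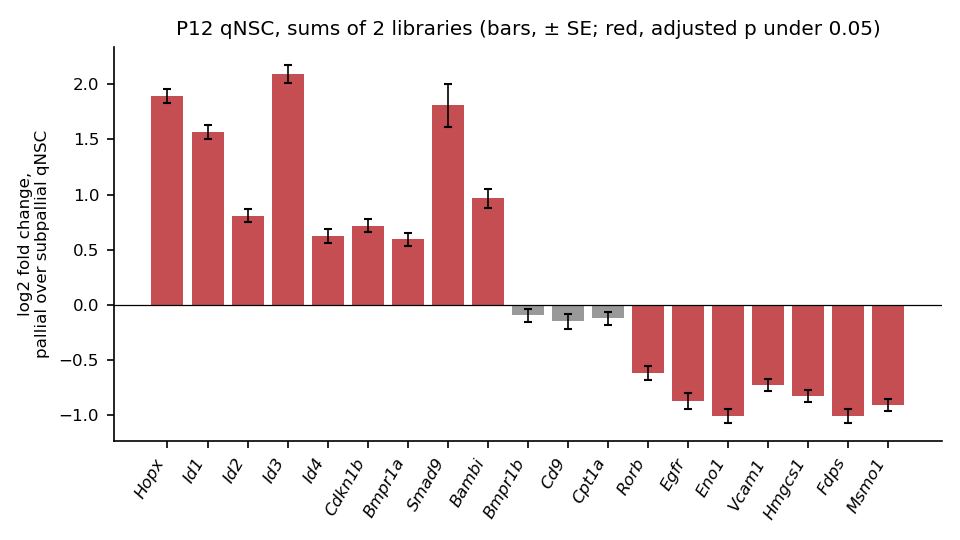
Log2 fold change of pallial over subpallial qNSC-like cells at P12 for the genes shown, with 1 standard error derived from the edgeR test. Genes in red passed an adjusted p of 0.05 and genes in grey (Bmpr1b, Cd9, Cpt1a) did not.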

Focusing on TFs (Fig. 4B), we confirmed that qNSC1 expresses higher pallial identity markers such as *Emx1*, as well as the transcriptional regulator *Hopx* and the *Id* protein family (Fig. 4C and fig. S5B), which expression within the dorsal V-SVZ was confirmed by spatial transcriptomics (i.e., *Hopx*; Fig. 4D) and by immunostaining (i.e., Id1; fig. S6E). This correlated with an overall reduced transcriptional activity, as reflected by a reduction of 12% in the number of transcripts detected in qNSC1, when compared to qNSC2 (i.e., 3762 versus 4276 detected genes, respectively; fig. S5C). In contrast, qNSC2 showed exclusive expression of subpallial markers including *Gsx2*, as well as higher expression of *Rorb*, *Eno1*, and *Six3*, which has previously been associated with progenitor proliferation (Fig. 4C and fig. S5B) (*19*). 

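Pallial qNSC-like cells had fewer detected genes per cell than subpallial ones in both libraries. In replicate 1 the number was 3550.0 ± 596 (SD over cells) in pallial and 4018 ± 681 in subpallial cells, and in replicate 2 4142 ± 642 and 4619 ± 608. Pallial cells also had fewer UMIs, with a median of 9477 against 11857 in replicate 1 and 12007 against 15067 in replicate 2. Thinned to 5000 UMIs per cell, which left out 31 and 15 pallial and 6 and 2 subpallial cells, the numbers were 2336 against 2343 in replicate 1 and 2407 against 2395 in replicate 2, so that the direction turned in replicate 2. The paper reads the lower number of genes as an overall reduced transcriptional activity of pallial qNSCs. The thinned numbers cannot test this reading, since thinning takes out any difference in UMIs per cell.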

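Eno1, which encodes the glycolytic enzyme enolase 1, was at 87.4 ± 2.23 CPM in pallial and 176 ± 20.7 CPM in subpallial qNSC-like cells (SD, n = 2, log2 fold change -1.01, standard error 0.063, adjusted p = 2.7e-12), and the nuclear receptor gene Rorb was also lower in pallial cells (log2 fold change -0.62, standard error 0.060, adjusted p = 8.5e-09). Rorb lost its call without the replicate block and Eno1 kept it. Gsx2 and Six3, transcription factor genes used here to name the subpallial cluster, had log2 fold changes of -5.42 and -6.41 and were left out of the counts. With qNSC-like cells split by the paper's gene sets, Six3 was called as well.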

The enriched expression of *Hopx* in pallial qNSCs (qNSC1) is of particular interest given its involvement in integrating TGFβ signaling in other systems (*20*), together with its previously reported expression in the postnatal dorsal V-SVZ (*21*) and in adult qNSCs (*22*). 

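Beside pallial qNSC-like cells, other glial classes expressed Hopx. Ependymal-like cells held Hopx at 603 and 489.6 CPM in replicates 1 and 2, and astrocyte-like cells at 411 and 512 CPM, against 615 and 677 CPM in pallial and 179 and 166 CPM in subpallial qNSC-like cells over all UMIs of the class. Hopx stood at 69.3 and 89.3 CPM in aNSC-like and 27.6 and 38.1 CPM in TAP-like cells.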

We took advantage of *Hopx^CreERT2^* mice to fate map pallial qNSCs at postnatal stages. Following tamoxifen injection at P1, we confirmed the presence of a large TdTom^+^ population of cells within the V-SVZ at P3 that persisted until P21 (Fig. 4, E and F), although their number decreased and became gradually restricted to the rostral-most region of the V-SVZ. At this age, TdTom^+^ cells residing within the V-SVZ were frequently negative for the ependymal marker Foxj1 and for the NB marker Dcx (Fig. 4H), but positive for the progenitor’s marker Sox2 and more rarely to Gsx2 (Fig. 4I). Furthermore, BrdU injection, as well as immunodetection of proliferation markers (Mcm2), confirmed that most fate-mapped cells quickly exited the cell cycle and remained quiescent (Fig. 4, G and I) until P21. TdTom^+^ cells residing within the V-SVZ or adjacent parenchyma showed a notably different morphology and expressed distinct markers (Fig. 4, J to L). Those residing within the V-SVZ showed a radial morphology and expressed glial fibrillary acidic protein (GFAP), but not the ependymal/astrocytic markers S100β and Aldh1l1. In sharp contrast, those residing within the parenchyma showed a typical astrocytic morphology and, accordingly, expressed S100β and Aldh1l1. To further underline the different identities of these two cell populations, we calculated an "astrocytic" area under the curve (AUC) score (*23*) on the basis of expression of the previously published best astrocyte marker genes (*24*). This score was higher for Astros present in our dataset, while it was statistically lower for both qNSC1 and qNSC2 (Fig. 4M and table S7). 

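The astrocyte score, the area under the recovery curve of the astrocyte genes of Table S7 within the top 5% of ranked genes of each cell, was lowest in pallial qNSC-like cells. In replicate 1 it was 0.459 ± 0.0968 in pallial qNSC-like cells, 0.532 ± 0.104 in subpallial ones and 0.556 ± 0.126 in astrocyte-like cells (mean ± SD over cells). In replicate 2 it was 0.465 ± 0.0968, 0.571 ± 0.0886 and 0.569 ± 0.127. Astrocyte-like cells lay above pallial qNSC-like cells in both libraries, by 0.0974 and 0.104. Against subpallial qNSC-like cells the difference was 0.0245 in replicate 1 and -0.00152 in replicate 2. With 2 libraries no test over libraries of a score was run, and the SD over cells is not an error of the mean.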

Last, we performed activated caspase 3 staining, which revealed that only rare TdTom^+^ cells were undergoing apoptosis at P22 (Fig. 4N). Together, these results support the persistence of a large population of pallial qNSCs within the dorsal V-SVZ, which do not acquire an astrocytic phenotype but keep characteristics of NSCs.

**Fig. 4.**
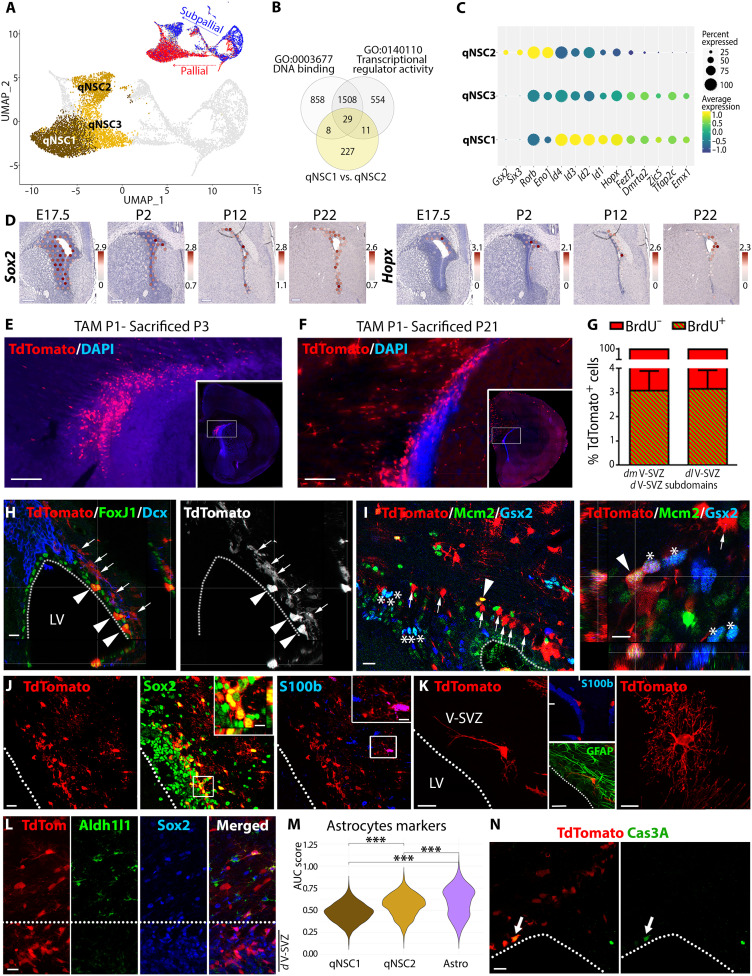
Pallial and subpallial qNSCs are distinguished by Hopx expression. (**A**) UMAP plots highlighting the three qNSC subclusters and the pallial and subpallial trajectories. (**B**) Venn diagram representing differentially expressed genes (DEGs) between qNSC1 and qNSC2 subclusters and identifying TFs/transcription regulators (TFs/TRs) among them. (**C**) Dot plot analysis revealing that some TFs/TRs are enriched or exclusive to a specific cluster. (**D**) Spatial transcriptomics showing expression of *Sox2* and *Hopx* transcripts in the V-SVZ from E17.5 to P22. (**E** and **F**) Fate mapping of Hopx-expressing cells following tamoxifen injection at P1 and euthanasia at P3 (E) or P21 (F). Boxes in overviews indicate the location of the higher-magnification images. (**G**) BrdU injection 2 hours after tamoxifen injection only labels 3% of TdTom^+^ cells at P3 and P21, suggesting quiescence. Subsequent immunohiscochemistry (IHC) was done at P21. (**H**) A small population of TdTom^+^ cells are ECs (Foxj1^+^, green, arrowheads), while others are Foxj1^−^ and do not express the NB marker DCX (arrows). (**I**) Minimal overlap of TdTom^+^ and Gsx2^+^ cells within the dorsal V-SVZ. While Gsx2^+^ and TdTom^+^/Gsx2^+^ cells are frequently Mcm2^+^ (asterisks and arrowheads, respectively), TdTom^+^ cells rarely express this marker (arrows). (**J** and **K**) Most of TdTom^+^ cells within the dorsal V-SVZ express the NSC marker Sox2 (J), show NSCs morphologies (K), and do not express the ependymal/astrocytic marker S100β, while parenchymal TdTom^+^ cells arbor an astrocytic morphology. (**L**) TdTom^+^ cells express Sox2 but not the astrocytic marker Aldh1l1 within the dorsal V-SVZ, unlike in the parenchyma. (**M**) AUC score using best astrocytic markers defined in (*23*). (**N**) Activated caspase 3 (Cas3A) staining reveals rare apoptotic TdTom^+^ cells (arrow) at P21. Scale bars, 250 μm (D) and 10 μm (insets, J). ***P < 0.001.

### Pallial and subpallial NSCs are defined by distinct levels of quiescence and TGFβ signaling

We next used our transcriptomic datasets to characterize the transcriptional profile of *Hopx* expressing qNSCs. 

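Hopx-high qNSC-like cells (log-normalized Hopx above 2.5) carried pallial transcripts and Hopx-low cells (below 0.4) a mixture. The classes held 450 and 382 high cells and 542 and 444 low cells in replicates 1 and 2, together 29.3% of qNSC-like cells. Hopx-high cells were 15.7 and 19.6% of pallial and 0.750 and 0.267% of subpallial qNSC-like cells, so that 98.9 and 99.5% of them lay in the pallial clusters. Of Hopx-low cells 50.0% in replicate 1 and 33.6% in replicate 2 lay there. The classes are ends of a range. Within 0.25 of the upper threshold lay 905 of 6196 qNSC-like cells (14.6%), and 977 of 986 Hopx-low cells had no Hopx UMI at all. Hopx-high over Hopx-low cells, large log2 fold changes were those of the cytochrome gene Cyp1b1 (3.33), the transcription factor gene Zic2 (3.27), the amino acid transporter gene Slc38a1 (2.80, 514 ± 132 against 73.8 ± 20.5 CPM, SD, n = 2), Slc14a2 (2.40), Clmn (2.14), the thrombospondin gene Thbs4 (2.11) and Pgm5 (2.09). Emx1 was at 90.7 ± 7.04 CPM in Hopx-high and 22.4 ± 6.31 CPM in Hopx-low cells (log2 fold change 2.03, standard error 0.12, adjusted p = 2.4e-17), and Zic5 (1.92), Tfap2c (1.53), Dmrta2 (1.48) and Fezf2 (0.91) were higher with it, of which the last 3 lost their call within pallial qNSC-like cells and the last 2 also without the replicate block. Within pallial qNSC-like cells, Emx1 was at 0.70, Zic5 at 0.87, Tfap2c at 0.14, Dmrta2 at 0.25, Fezf2 at 0.07, Cyp1b1 at 2.25, Zic2 at 1.93 and Pgm5 at 0.99, and thinned to 5000 UMIs, Emx1 was at 1.43, Tfap2c at 0.90, Dmrta2 at 0.81, Cyp1b1 at 2.72, Zic2 at 2.17 and Pgm5 at 1.47. Slc14a2 lost its call with DESeq2 and without the replicate block, and was at 4.18 without replicate 1 and 1.37 without replicate 2. Zic2 was at 3.94 without replicate 1. Of 12403 genes, 1131 were higher and 1020 lower in Hopx-high cells. Within pallial qNSC-like cells 1047 genes passed, thinned to 5000 UMIs 1034, with DESeq2 471, and without the replicate block 112.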

Identification of differentially expressed genes (DEGs) among *Hopx^High^* (mostly pallial/qNSC1 cells)– and *Hopx^Low^* (mostly subpallial/qNSC2 cells; fig. S5D)–expressing cells (731 cells, *Hopx^High^* = *Hopx* > 2.5; 651 cells, *Hopx^Low^* = *Hopx* < 0.4) resulted in the resolving of key ontological categories. *Hopx^High^*-expressed genes were involved in “negative regulation of DNA binding transcription factor activity” (GO:0043433), “negative regulation of cell development” (GO:0010721), and “TGFβ signaling pathway” (GO:0007179). 

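BMP target genes were higher in Hopx-high cells. Of 11 BMP response genes 8 were higher and none lower (10 higher when adjusted over the list alone, camera adjusted p = 6.3e-30, and adjusted p = 0.564 with an estimated correlation). Id3 stood at 2371 ± 152 against 508 ± 83.2 CPM (SD, n = 2, log2 fold change 2.23, standard error 0.085, adjusted p = 1.6e-24), Id1 at 428 ± 16.7 against 156 ± 10.5 CPM (1.45), Id2 at 882 ± 85.0 against 394 ± 53.2 CPM (1.17) and Bambi, a decoy receptor gene, at 60.2 ± 0.650 against 19.0 ± 4.39 CPM (1.67). Of 47 genes of the TGFβ hallmark 13 were higher and 3 lower, the same adjusted over the list alone (camera adjusted p = 2.7e-05, and adjusted p = 0.564 with an estimated correlation), with Pmepa1, a feedback inhibitor of TGFβ signaling, among the lower ones (-1.19). The receptor gene Bmpr1a was higher (0.68, standard error 0.079, adjusted p = 4.6e-09) but lost its call without the replicate block. Of 15 negative regulators of neurogenesis 4 were higher and 2 lower (5 and 3 adjusted over the list alone, camera adjusted p = 3.6e-06, and adjusted p = 0.564 with an estimated correlation). Within pallial qNSC-like cells Id3 was at 1.62, and thinned Bambi was at 0.79. The Id genes are members of more than 1 of these lists.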

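Among the genes with the largest excess in Hopx-low qNSC-like cells were Crym (log2 fold change -7.79), Urah (-3.40), Meg3 (-3.02), Ramp1 (-2.56), the glypican gene Gpc5 (-2.51) and the ion cotransporter gene Slc12a2 (-2.11). Crym, Urah and Meg3 are also among the 10 genes that lead the subpallial cluster. Rorb was higher in Hopx-low cells (-0.67, standard error 0.072, adjusted p = 5.9e-10), as were Eno1 (-0.56) and Egfr (-0.80). Within pallial qNSC-like cells alone, Meg3, Eno1 and Egfr turned, to log2 fold changes of 1.30, 0.17 and 0.14, and Slc12a2 lost its call at -0.46, with Ramp1 at -1.86. Thinned, Crym was at -5.82 and Ramp1 at -1.72, and with DESeq2 Crym was at -8.44. Without the replicate block Rorb, Ramp1, Meg3, Eno1 and Egfr lost theirs, as did Eno1 with DESeq2 and Egfr thinned to 5000 UMIs. Meg3 was at -4.17 and Ramp1 at -3.69 without replicate 1, and without replicate 2 they were at -2.31 and -1.76 and Crym at -6.09. From the gene categories of Hopx-low cells, the paper proposes that they are primed for activation.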

In sharp contrast, *Hopx^Low^* cells expressed genes involved in “stem cell differentiation” (GO:0048863), “cell maturation” (GO:0048469), and various metabolic pathways, suggesting primed activation (Fig. 5A and table S3). This primed activation was further supported by a higher number of detected genes when compared to *Hopx^High^* cells (fig. S5E) and by a Gene Set Enrichment Analysis (GSEA) showing that, while no gene sets were associated with *Hopx^High^* cells, gene sets important for NSCs activation were associated with *Hopx^Low^* cells. In particular, those included “mitochondrial biogenesis,” “lipid metabolism,” and “fatty acid metabolism,” all defining early stages of NSC activation (Fig. 5B and table S4). In addition, markers of deep G_0_ phase (cell cycle inhibitor p27, *Cdkn1b*) were enriched in qNSC1 compared to qNSC2 (fig. S5F), further supporting the state of deep quiescence of those cells (*25*). In contrast, markers of shallow quiescence (e.g., *Cd9*) were enriched in qNSC2, paralleled by the enriched expression of markers of activation (*Six3* and *Egfr*; fig. S5, B and G), as well as of *Vcam1*, a protein acting as an environmental sensor to regulate V-SVZ lineage progression (*26*), and *Cpt1a*, previously shown to regulate NSC activity, through the activation of fatty acid metabolism (*27*). 

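Hopx-low cells had more detected genes per cell than Hopx-high cells, with 3707 ± 659.9 against 3551 ± 556 in replicate 1 and 4419.7 ± 670.3 against 4107 ± 626 in replicate 2 (SD over cells). Their median UMIs were also higher, with 10172.5 against 9515 and 14041.5 against 11964. At 5000 UMIs per cell the numbers were 2349 against 2326 and 2404 against 2399.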

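Most cholesterol synthesis genes were lower in Hopx-high than in Hopx-low cells. Of 22 genes of cholesterol synthesis 20 were lower in Hopx-high cells and none higher, the same adjusted over the list alone (camera adjusted p = 6.4e-24, and adjusted p = 0.564 with an estimated correlation). Hmgcs1, an early enzyme of the pathway, was at 311 ± 29.6 CPM in Hopx-high and 597 ± 27.1 CPM in Hopx-low cells (SD, n = 2, log2 fold change -0.94, standard error 0.072, adjusted p = 4.2e-14) and Msmo1 at 181 ± 15.1 against 355 ± 5.66 CPM (-0.97). Insig1, which restrains the pathway, had -0.89 and lost its call without the replicate block. Of 20 genes of fatty acid oxidation 6 were lower and none higher (7 lower adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.600 with an estimated correlation), with Acaa2 at -0.49 and Hadha at -0.31, neither of which kept its call without the block or within pallial qNSC-like cells, and Hadha also lost it with DESeq2, with a shared spread and when thinned. Of 77 mitochondrial ribosomal protein genes, a list made from gene names and chosen after the data were seen, 5 were lower and none higher (2 lower adjusted over the list alone, camera adjusted p = 0.0096, and adjusted p = 0.564 with an estimated correlation).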

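Cdkn1b, which encodes the cyclin-dependent kinase inhibitor p27, was at 301 ± 11.5 CPM in pallial and 183 ± 6.60 CPM in subpallial qNSC-like cells (SD, n = 2, log2 fold change 0.72, standard error 0.058, adjusted p = 3.0e-10). It was also higher in Hopx-high than in Hopx-low cells, at 293 ± 4.28 against 217 ± 5.41 CPM (log2 fold change 0.44, standard error 0.073, adjusted p = 9.9e-06). Both calls were lost without the replicate block, and the second also within pallial qNSC-like cells and with a shared spread.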

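The activation marker Egfr was lower in pallial than in subpallial qNSC-like cells, at 31.8 ± 8.52 against 58.3 ± 17.2 CPM (SD, n = 2, log2 fold change -0.88, standard error 0.072, adjusted p = 4.0e-10), as was the adhesion molecule gene Vcam1, at 114 ± 8.15 against 188 ± 15.5 CPM (-0.73, standard error 0.055, adjusted p = 8.1e-11). Both lost their call without the replicate block. Cd9, a tetraspanin gene used as a marker of shallow quiescence, stood at 962 ± 282 CPM in pallial and 1051 ± 161 CPM in subpallial cells and did not pass (log2 fold change -0.15, standard error 0.068, adjusted p = 0.097). Nor did Cpt1a, which encodes the enzyme that commits fatty acids to oxidation, at 70.0 ± 15.6 against 76.2 ± 14.5 CPM (-0.12, standard error 0.062, adjusted p = 0.14). At resolution 0.8, a pallial cluster of 1516 cells drew only 70.5% of them from the pallial class used here. Both genes passed at this resolution as lower in pallial cells, and Cpt1a also with clusters made on a share of 0.5 of the UMIs. Between Hopx-high and Hopx-low cells neither passed, with log2 fold changes of -0.12 (standard error 0.077, adjusted p = 0.32) and -0.13 (standard error 0.095, adjusted p = 0.40), and Cd9 turned to 0.05 without replicate 2 and Cpt1a to 0.11 thinned to 5000 UMIs.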

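The deep quiescence score of Table S7, computed as the astrocyte score, was higher in pallial than in subpallial qNSC-like cells. It was 0.389 ± 0.0734 against 0.352 ± 0.0662 in replicate 1 and 0.393 ± 0.0739 against 0.359 ± 0.0715 in replicate 2 (SD over cells), differences of 0.0376 and 0.0340. In thinned cells the differences were 0.0411 and 0.0364. Astrocyte-like cells scored 0.374 ± 0.0603 and 0.337 ± 0.0743. Of the 11 genes of the score that were tested, 5 were higher in pallial cells and none lower.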

Last, we confirmed deeper quiescence of qNSC1 compared to qNSC2 by calculating a "deep quiescence" AUC score" (*23*) based on markers defined in (*25*) (fig. S5H and table S7).

**Fig. 5.**
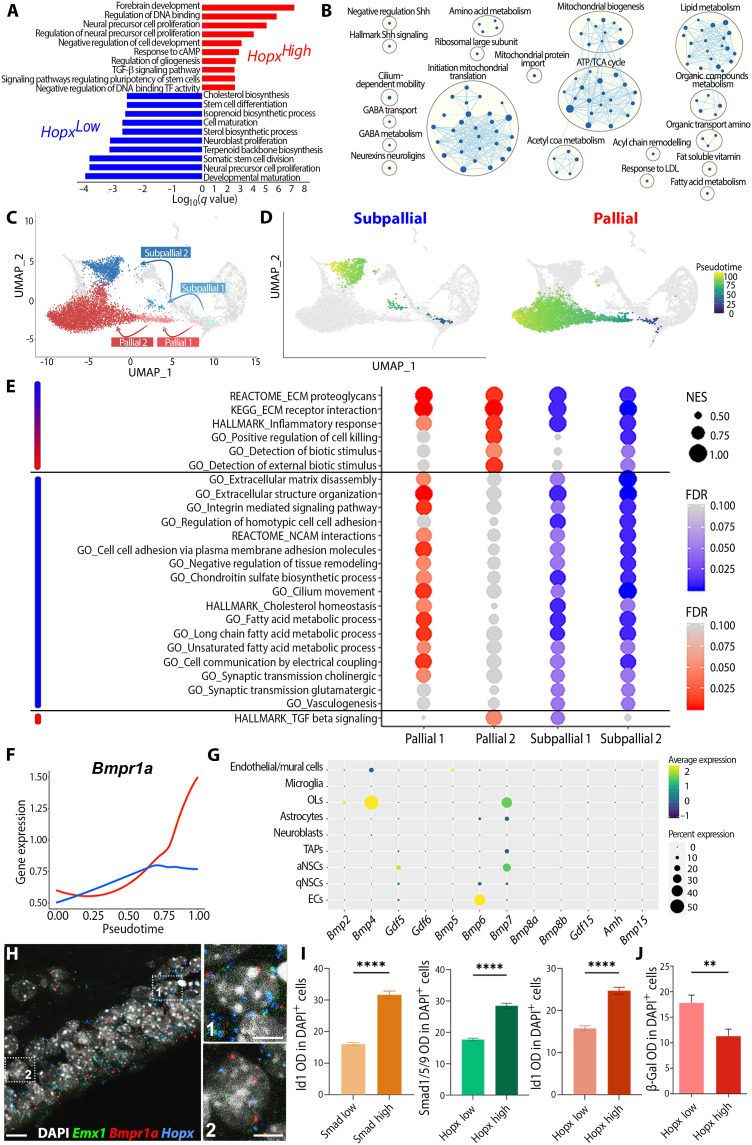
Hopx and TGFβ/BMP signaling define pallial qNSCs quiescence/senescence. (**A**) Bar plot of significantly overrepresented GO terms identified by overrepresentation analysis using genes enriched in *Hopx^High^* (red) or *Hopx^Low^* (blue) cells among qNSCs. See also table S3. (**B**) Hierarchical network of GO terms identified by GSEA using genes enriched in *Hopx^Low^* (blue) cells among qNSCs. Genes enriched in *Hopx^High^* cells did not result in any network. See also table S4. (**C**) UMAP plot illustrating the pallial (red) and subpallial (blue) trajectories, and transition stages resulting in the production of qNSCs. (**D**) Pseudotime highlighting trajectories resulting in the production of qNSCs showing a pallial and subpallial transcriptional signature. (**E**) Identification of key cellular state transitions along both trajectories, and selected GO terms associated with the observed transcriptional changes. Associated GO terms can be grouped in three categories, i.e., showing similar dynamics (top, blue and red), enriched in the “subpallial” trajectory (middle, blue) or in the “pallial” trajectory (bottom, red). See also table S5. (**F**) Pseudotime analysis of *Bmpr1a* expression in both trajectories. (**G**) Dot plot showing the expression of TGFβ family type I receptor ligand transcripts per cell type. (**H**) Expression of *Emx1* (green), *Bmpr1a* (red), and *Hopx* (blue) in the dorsal V-SVZ at P12 using RNAscope. Insets show examples of triple-positive cells. (**I**) Histograms showing higher IHC signal of Id1 in Smad1/5/9^high^-expressing cells and higher expression of Smad1/5/9 and Id1 in Hopx^High^ cells. (**J**) Histogram showing in contrast that β-galactosidase (β-Gal) expression is reduced in Hopx^High^ cells. Scale bars, 10 μm (H) and 5 μm (H, insets). NES, normalized enrichment score; FDR, false discovery rate; OD, optical density.

Pallial (*Hopx^High^*) and subpallial (*Hopx^Low^*) qNSCs emerged through distinct aNSC populations. aNSC1 and aNSC4 appeared to bridge aNSC3 with pallial and subpallial qNSCs, respectively (Fig. 5, C and D; see also Fig. 2A and velocity analysis of pallial and subpallial lineages in fig. S4, D to H). To gain insight on molecular changes defining these two trajectories, we extracted DEGs at each transition stage and performed a GSEA to identify gene sets on the basis of three criteria: (i) similar expression within both trajectories, (ii) predominance in the subpallial trajectory, and (iii) predominance in the pallial trajectory (Fig. 5E and table S5). 

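Genes of extracellular matrix and its receptors went both ways between pallial and subpallial qNSC-like cells. Of 37 such genes 11 were higher and 10 lower in pallial cells, the same adjusted over the list alone (camera adjusted p = 0.011, and adjusted p = 0.504 with an estimated correlation). Thbs4 was at 739 ± 64.1 CPM in pallial and 293 ± 8.15 CPM in subpallial cells (SD, n = 2, log2 fold change 1.34, standard error 0.060, adjusted p = 5.5e-15), and the integrin gene Itga1 (2.18) and the tenascin genes Tnr (1.75) and Tnc (1.17) were higher as well, the tenascins only with the replicate block. Hopx-high cells had 15 of 31 genes higher and 3 lower than Hopx-low cells (5 lower adjusted over the list alone, camera adjusted p = 5.5e-05, and adjusted p = 0.564 with an estimated correlation). Trajectories from aNSCs were not rebuilt, so that these are the endpoints.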

Only a limited number of gene sets showed a similar induction within both trajectories, among which GOs related to extracellular matrix (ECM) receptor interaction (KEGG:M7098), as well as detection of biotic stimuli (GO:0009595 and GO:0098581), reflecting the increased anchorage of qNSCs within the niche and interaction with their microenvironment (*22*). Similarly, gene sets related to inflammation (Hallmark:M5932) and regulation of cell killing (GO:0031343) were equally up-regulated, implying that at least a fraction of qNSCs may undergo cell death. Genes showing specific up-regulation within the subpallial trajectory were more numerous and often associated with biological functions important for NSCs homeostasis. For example, these included multiple gene sets related to cell adhesion (i.e., « GO:0034110 regulation of homotypic cell-cell adhesion » and « GO:0098742 cell-cell adhesion via plasma-membrane adhesion molecules ») (*22*), cilium biology (GO:0003341 cilium movement) (*28*), fatty acid metabolism (« GO:0006631 fatty acid metabolic process », « GO:0001676 long-chain fatty acid metabolic process », and « GO:0033559 unsaturated fatty acid metabolic process ») (*15*), synaptic transmission (« GO:0007271 synaptic transmission, cholinergic » and « GO:0035249 synaptic transmission, glutamatergic »), and vasculogenesis (GO:0001570 vasculogenesis) (*29*). 

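Between the endpoints of the trajectories, genes of fatty acid oxidation and cholesterol synthesis and markers of ependymal cells were lower in pallial than in subpallial qNSC-like cells. Of 20 genes of fatty acid oxidation 15 were lower and none higher, the same adjusted over the list alone (camera adjusted p = 2.6e-05, and adjusted p = 0.504 with an estimated correlation), with Echs1 at -0.53, Decr1 at -0.50, Acaa2 at -0.49 and Eci1 at -0.49. Of 22 genes of cholesterol synthesis 21 were lower and none higher, the same adjusted over the list alone (camera adjusted p = 8.6e-23, and adjusted p = 0.504 with an estimated correlation), with Fdps at -1.01, Msmo1 at -0.91, Hmgcs1 at -0.83 and Cyp51 at -0.79. Of 24 ependymal markers 20 were lower and none higher, the same adjusted over the list alone (camera adjusted p = 1.7e-17, and adjusted p = 0.504 with an estimated correlation). Of 16 glycolytic enzymes 10 were lower and 2 higher, the same adjusted over the list alone (camera adjusted p = 4.2e-04, and adjusted p = 0.528 with an estimated correlation), with Pgk1 at -0.60, Aldoa at -0.49 and Ldhb at -0.47. Without the replicate block, Msmo1 and Hmgcs1 kept their call and the other genes named here lost it.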

In sharp contrast, only a few gene sets were specifically enriched in the pallial trajectory. The most noticeable was the “hallmark of TGFβ signaling” (Hallmark:M5896), which was down-regulated in subpallial cells, while constantly increasing within the pallial lineage (Fig. 5E). 

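Of 49 genes of the TGFβ hallmark, 17 were higher and 6 lower in pallial than in subpallial qNSC-like cells (18 and 7 adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.504 with an estimated correlation). Without the replicate block the list did not pass (adjusted p = 0.075). The hallmark as a whole was not left out of the clustering, so that some of its genes may have helped to form these clusters. The narrower list of BMP response genes was more uniform, with 9 of 11 higher and none lower, the same adjusted over the list alone (camera adjusted p = 5.8e-17, and adjusted p = 0.504 with an estimated correlation), and it shares Id1, Id2, Id3, Smad6 and Smad7 with the hallmark. Its member Bambi was higher in pallial cells (log2 fold change 0.97), while Pmepa1 of the hallmark, which limits TGFβ signaling, was lower (-0.65). Both lost their call without the block, and Pmepa1 also with all libraries in the fit. Of 14 negative regulators of neurogenesis 7 were higher and 1 lower, the same adjusted over the list alone (camera adjusted p = 3.0e-08, and adjusted p = 0.504 with an estimated correlation). From the TGFβ gene set along its trajectories, the paper states that this signaling decreased in subpallial cells and kept increasing in the pallial lineage.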

Because of the convergence of both analysis in identifying TGFβ signaling in pallial qNSCs (i.e., see Fig. 5, A and E), we next explored the temporal pattern of TGFβ receptors’ expression by pseudotime inference (fig. S6, A and B). Our analysis revealed that type I receptor transcripts *Bmpr1a* and *Bmpr1b* showed the highest expression when compared to type II receptors. 

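Bmpr1a (chromosome 14, 34410734 to 34503341), a type I BMP receptor gene, was the most expressed receptor gene of the family in pallial qNSC-like cells, with 163 and 249 CPM in replicates 1 and 2. The type II receptor gene Bmpr2 followed with 117 and 161 CPM, above the type I gene Bmpr1b with 82.5 and 119.9 CPM. In subpallial qNSC-like cells Bmpr1a stood at 117 and 151, Bmpr1b at 91.6 and 121 and Bmpr2 at 82.9 and 139.7 CPM. The other receptor genes were lower in pallial cells, with Acvr1 at 12.7 and 13.3, Acvr2b at 26.6 and 18.6, Acvr2a at 13.9 and 20.9 and Acvr1b at 9.67 and 16.3 CPM. The TGFβ receptor genes proper stood at 23.0 and 29.7 (Tgfbr1) and 2.54 and 3.44 (Tgfbr2) CPM there, against 793 and 668 CPM of Tgfbr1 in microglia-like and 153 and 252 CPM of Tgfbr2 in endothelial-like cells. Of 9 receptor genes tested between pallial and subpallial qNSC-like cells 3 were higher in pallial cells and 1 lower, the same adjusted over the list alone, and the list did not pass camera (adjusted p = 0.26, median log2 fold change -0.02, mean 0.45).

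**Figure D3:**
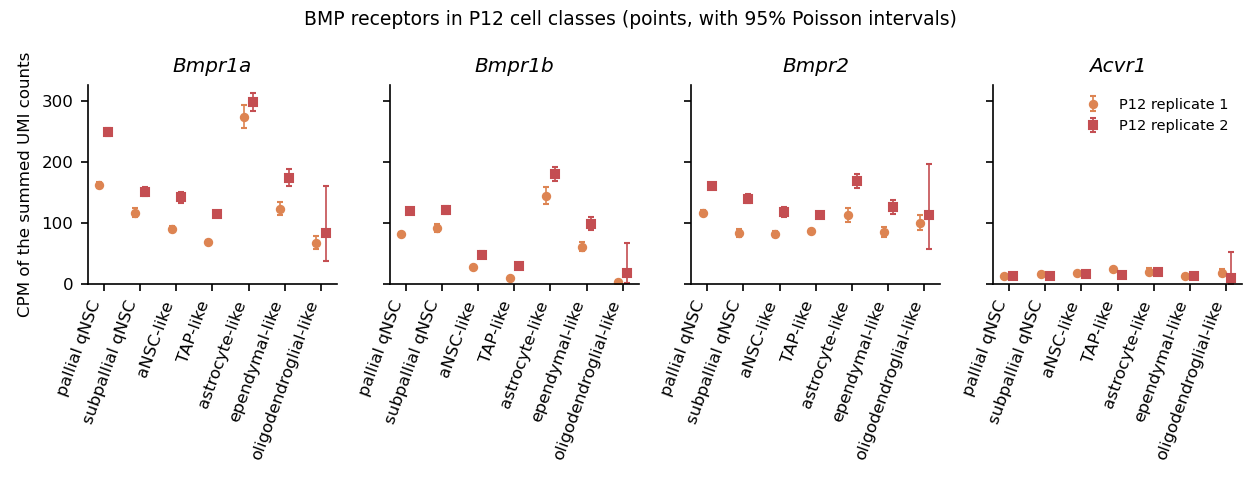
CPM of Bmpr1a, Bmpr1b, Bmpr2 and Acvr1 in 7 cell classes at P12, with 1 value for each replicate and exact 95% Poisson intervals. Astrocyte-like cells have the highest Bmpr1a values.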

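Bmpr1a was higher in pallial than in subpallial qNSC-like cells, at 204 ± 53.6 against 134 ± 21.9 CPM (SD, n = 2, log2 fold change 0.59, standard error 0.060, adjusted p = 1.6e-08). Each library showed this direction, replicate 2 had higher levels in both classes, and the call was lost without the replicate block. Bmpr1b did not pass (-0.10, standard error 0.058, adjusted p = 0.23), Bmpr2 was higher in pallial cells by a smaller amount (0.32, standard error 0.065, adjusted p = 4.4e-04, lost without the block and with a shared spread), and Tgfbr2 was higher (3.85, and 3.23 without replicate 1) at 2.97 ± 0.526 against 0.192 ± 0.0947 CPM, with log2 fold changes from 2.49 with all libraries to 7.61 thinned. Bmpr1a stood at 89.9 and 142 CPM in aNSC-like and 68.9 and 115 CPM in TAP-like cells in replicates 1 and 2, below both qNSC-like classes, and at 274 and 297 CPM in astrocyte-like cells. The paper proposes Bmpr1a as the receptor that integrates TGFβ signaling in the pallial lineage, from its rise along the pallial trajectory.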

Among those, we identified *Bmpr1a* as a likely receptor in integrating TGFβ signaling in the pallial lineage, as illustrated by its increasing expression within the pallial qNSCs trajectory, when compared to the subpallial one (Fig. 5F). A comprehensive analysis of TGFβ type I receptor ligands identified *Bmp4*, *Gdf5*, *Bmp6*, and *Bmp7* as putative ligands expressed by OLs, ECs, and qNSCs themselves (Fig. 5G). 

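The ligand genes differed in their levels among the P12 classes. Bmp4 was at 148 CPM in oligodendroglial-like cells of replicate 1 (389 UMIs), while replicate 2 held 4 such cells with 1 Bmp4 UMI, and at 17.6 and 19.5 CPM in endothelial-like cells. Bmp6 was highest in ependymal-like cells, at 48.1 and 61.3 CPM in replicates 1 and 2, followed by subpallial (21.1 and 29.6 CPM) and pallial (6.91 and 8.96 CPM) qNSC-like cells. Gdf5 was at 32.9 and 37.5 CPM in the unnamed cluster 4, 6.62 and 11.3 CPM in pallial and 2.82 and 4.51 CPM in subpallial qNSC-like cells and 4.47 and 8.30 CPM in ependymal-like cells. Bmp7 was at 32.7 and 33.4 CPM in aNSC-like cells, 19.6 and 12.6 CPM in cluster 4, 29.7 CPM in oligodendroglial-like cells of replicate 1 and 5.34 and 4.69 CPM in pallial qNSC-like cells.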

We confirmed coexpression of *Bmpr1a*, *Emx1*, and *Hopx* within cells of the dorsal V-SVZ at P12, using RNAscope (Fig. 5H and fig. S6C). Furthermore, a pseudotime analysis confirmed the up-regulation of *Bmpr1a* downstream effectors and targets *Smad9* and *Id1/2/3* within the pallial lineage (fig. S6D). 

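Smad9, which encodes a signal transducer of BMP receptors, was higher in pallial qNSC-like cells at a low level, with 10.8 ± 2.44 against 3.04 ± 1.30 CPM in subpallial ones (SD, n = 2, log2 fold change 1.81, standard error 0.19, adjusted p = 4.3e-08), and higher in Hopx-high than in Hopx-low cells (1.502, standard error 0.27, adjusted p = 2.8e-05). Both calls were lost without the replicate block, and the second also with DESeq2 and within pallial qNSC-like cells (0.56). Astrocyte-like cells held Smad9 at 13.4 and 15.4 CPM and Id1 at 873 and 515 CPM in replicates 1 and 2, above the 333 and 338 CPM of Id1 over all UMIs of pallial qNSC-like cells.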

Last, we performed immunostaining for Smad1/5/9, as well as for its downstream target Id1 (Fig. 5I and fig. S6E) to confirm the activation of Bmpr1a signaling within the dorsal V-SVZ. Analysis revealed higher levels of expression of these markers in cells expressing high levels of Hopx (Hopx^High^; Fig. 5I). The opposite was observed for BAT-gal signal within the Wnt/β-catenin pathway reporter mice (Fig. 5J), suggesting that Hopx expression promotes Bmpr1a signaling within pallial qNSCs while concomitantly repressing canonical Wnt signaling, as previously observed in other tissues (*20*).

Together, these results highlight the emergence of two qNSCs populations within the postnatal dorsal V-SVZ. Notably, a large cohort expressing pallial genes and persistent TGFβ signaling enters deep quiescence, whereas conversely, a smaller pool expressing subpallial genes remains primed for activation.

### Postnatal induction of deep pallial quiescence is paralleled by a rapid blockade of glutamatergic progenitor/nascent neuron production and differentiation

To investigate the neuronal output of dorsal NSCs, we isolated cells of the neuronal trajectory (i.e., aNSC3 subclusters 4 and 5 from Fig. 2E, as well as TAPs). Following removal of *Olig1/2*-positive cells, we obtained 1029 cells with a majority (66%) expressing *Pax6* and *Rlbp1*, markers of dorsally born nascent neurons (*14*), while almost none (3 of 1029) expressed markers of ventrally born nascent neurons (*Runx1t1* and *Vax1*). 

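Cells of the neuronal trajectory, taken as TAP-like and neuroblast-like cells without an Olig1 or Olig2 UMI, numbered 892 in replicate 1 and 242 in replicate 2. More of them carried the markers that the paper takes for dorsally born neurons than those it takes for ventrally born ones. Pax6 had a UMI in 97.5% of them and Rlbp1 in 58.1%, and both together in 55.7% of replicate 1 (95% interval 52.4 to 59.0) and 63.2% of replicate 2 (56.8 to 69.3). Runx1t1 and Vax1 were found together in 4 of 1134 cells, with Vax1 in 11 and Runx1t1 in 8.29% of cells. These cells are deep, and thinned to 5000 UMIs Pax6 and Rlbp1 were seen together in 16.5%.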

New clustering of these cells followed by lineage identification (see Materials and Methods for details) resulted in the generation of an UMAP plot distinguishing GLU and GABA cells (fig. S7A). Both lineages were subdivided into four subclusters corresponding to distinct steps of their differentiation, which we named GLU1 to GLU4 and GABA1 to GABA4 (Fig. 6A and fig. S7B). Transcriptional integration of these cells with a dataset produced from the postnatal OB (*30*) resulted in a clear overlap of cycling cells, as well as two opposing trajectories toward neuronal populations generated postnatally by the dorsal V-SVZ. The first trajectory corresponded to the GLU lineage in close proximity with periglomerular GLUergic neurons, whose generation persists during postnatal development, albeit at a waned pace (*8*, *9*), whereas the second trajectory corresponded to the GABA lineage projecting toward granular cells and periglomerular CR^+^/TH^+^ interneurons (Fig. 6B). Upon closer inspection of cell cycle marker expression, all GABA subclusters corresponded to cycling cells, suggesting sustained amplification, whereas some GLU cells had exited cell cycle (i.e., GLU4) to become postmitotic (Fig. 6C and fig. S7C).

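Most GABA cells of P12 had transcripts of cycling cells, and fewer GLU cells of replicate 1 did. GLU cells were those with only pallial and GABA cells those with only subpallial transcripts. Mki67, a gene expressed in cycling cells, had a UMI in 91.9% of 632 GABA cells of replicate 1 and 90.2% of 61 of replicate 2, and in 69.8% of 139 GLU cells of replicate 1 (95% interval 61.4 to 77.3) and 96.0% of 125 of replicate 2 (90.9 to 98.7). The difference between the lineages was thus seen in replicate 1 only. Astrocyte-like cells, which should seldom cycle, had a Mki67 UMI in 7.17 and 3.97% (median 12744 and 16128 UMIs, against 20112 and 30031 in GLU and 23002.5 and 36508 in GABA cells). TAP-like cells are in part defined by Mki67, and 85 GLU cells of replicate 1 and 116 of replicate 2 were TAP-like, the rest neuroblast-like. Seurat placed 33.1 and 4.00% of GLU and 8.70 and 8.197% of GABA cells in G1. From the cell cycle markers, the paper proposes sustained amplification of GABA cells and cell cycle exit of some GLU cells.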

**Fig. 6.**
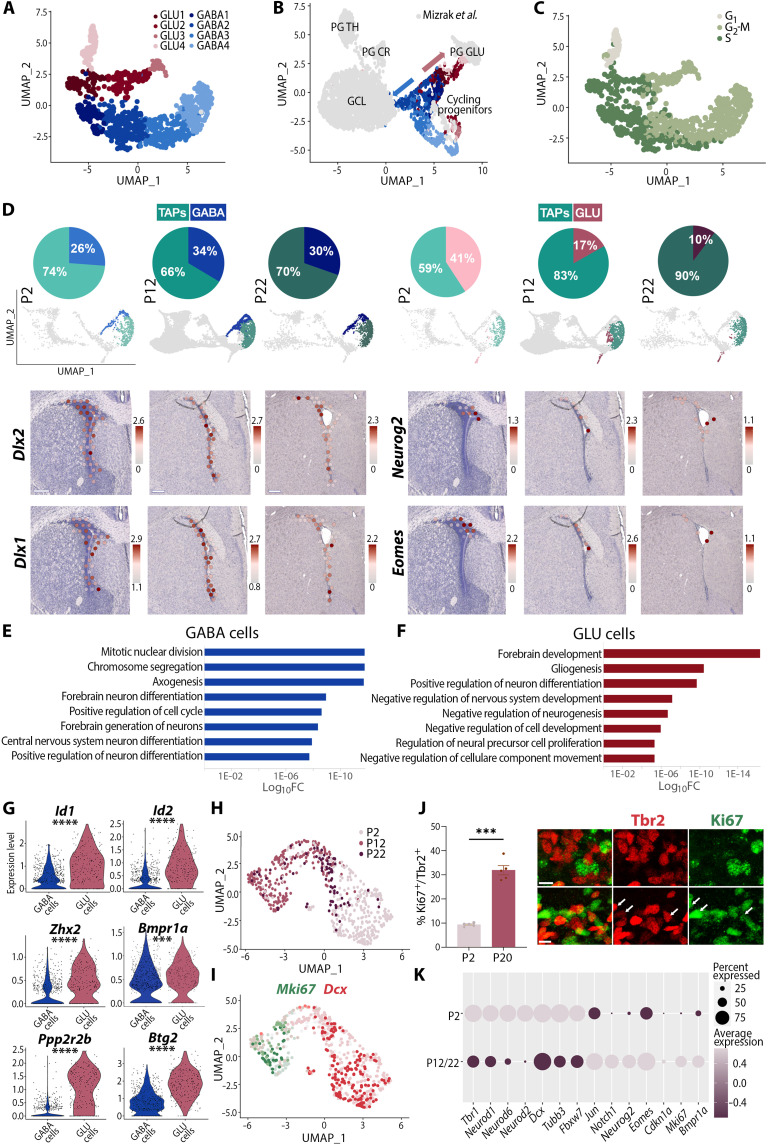
Gradual blockade of pallial lineage neuronal differentiation within the postnatal dorsal V-SVZ. (**A**) UMAP plot with identity of GLU (red gradient) and GABA (blue gradient) TAPs subclusters at P12. (**B**) Annotated UMAP plot showing integration of current P12 dataset (colored) with previously published dataset of postnatally born OB neurons (GSE134918; gray). Two trajectories (arrows) contribute to GABAergic and GLUergic OB neurogenesis. (**C**) Feature plot indicating cycle phase of GLU and GABA cells. (**D**) Pies (and related UMAPs) showing the declining and stable proportion of GLU and GABA cells, respectively, among TAPs at P2, P12, and P22. *Dlx2*, *Dlx1*, *Neurog2*, and *Eomes* expressions revealed by spatial transcriptomics within the V-SVZ at corresponding time points. (**E** and **F**) Bar plots of the selected overrepresented GO terms for genes enriched in GABA cells (E) or GLU cells (F). See also table S6. (**G**) Violin plots illustrating selected genes from representative GO terms overrepresented in GLU cells at P12. (**H** to **I**) UMAP plot of GLU cells at P2, P12, and P22 (H) and feature plot for *Mki67* and *Dcx* (I) illustrating that cell cycle exit and neuronal differentiation decline after P2. (**J**) Histogram and representative images showing that the proportion of cycling Tbr2^+^ cells is lower at P2, than at P20, confirming gradual cell cycle exit blockade. (**K**) Dot plot illustration showing enrichment of representative transcripts enriched in GLU cells at early (P2) or late (P12/P22) time points. Scale color refers to P2 and P22 cells as represented in (H). Scale bars, 250 μm (D) and 10 μm (J). ***P < 0.001, ****P < 0.0001.

We next compared the proportion of GABA and GLU cells among TAPs at P2, P12, and P22. While GABA cells remained stable in line with the persistent GABAergic neurogenesis, the proportion of GLU cells rapidly declined (Fig. 6D). This was further illustrated by Visium spatial transcriptomics. 

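GLU cells were a smaller share of the neuronal trajectory at P22 than at P2, and the P12 libraries lay far apart. Of 2229 TAP-like and neuroblast-like cells without Olig1 or Olig2 at P2, 9.96% were GLU (95% interval 8.75 to 11.3) and 82.5% GABA. At P12 GLU cells made up 15.6% (13.3 to 18.1) in replicate 1 and 51.7% (45.2 to 58.1) in replicate 2, and GABA cells 70.9 and 25.2%. At P22 2.15% of 1816 cells were GLU (1.53 to 2.92) and 94.0% GABA. Among TAP-like cells alone, GLU cells were 3.25% at P2, 11.0 and 51.1% at P12 and 1.08% at P22. Among TAP-like and glutamatergic neuroblast-like cells they were 32.7% at P2, 16.7 and 53.0% at P12 and 6.45% at P22, and GABA cells 50.9% at P2 and 84.5% at P22. These 2 denominators were chosen after the values were seen. The fall from P12 to P22 was seen with each of the 3 denominators, while P2 lay below or above P12 replicate 1 depending on the denominator. Thinned to 5000 UMIs, the GLU share of the whole trajectory was 11.6% at P2, 11.4 and 28.5% at P12 and 2.46% at P22.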

While GLU progenitors’ marker expressions (*Neurog2* and *Eomes*) rapidly decreased within the dorsal V-SVZ, expression of GABA progenitors’ markers (*Dlx2* and *Dlx1*) persisted until P22. To investigate the transcriptional correlates of these different dynamics, we identified DEGs between cycling GABA and GLU cells. 

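GLU cells of P12 (139 in replicate 1 and 125 in replicate 2) were compared with GABA cells (632 and 61). Among the genes with the largest excess in GLU cells, Eomes was at 497 ± 80.7 CPM against 16.4 ± 4.52 CPM in GABA cells (SD, n = 2, log2 fold change 4.90, standard error 0.17, adjusted p = 9.0e-06), and the somatostatin receptor gene Sstr2 (7.11), Nrn1 (5.92), Adamts18 (5.46), the netrin receptor gene Unc5d (4.67), Kif26b (4.62) and the proneural gene Neurod4 (4.40) were higher with it. The vesicular glutamate transporter gene Slc17a6 was at 60.8 ± 15.4 CPM in GLU cells and had no UMI in GABA cells of either library, and lost its call with DESeq2. Among the largest excesses in GABA cells were those of genes of the GABAergic lineage, the noncoding RNA Dlx6os1 (-7.09), Sp8 (-5.64), Dlx1 (-5.57, 17.2 ± 12.7 against 769 ± 398 CPM), Helt (-4.95) and Bcl11b (-4.57), and of Stmn2 (-4.35), Meg3 (-4.25) and Tiam2 (-3.76). The replicates lay far apart for several of these genes. Without replicate 1, Dlx6os1 was at -4.68, Sp8 at -3.12, Helt at -6.41, Stmn2 at -3.17, Tiam2 at -2.20, Bcl11b at -3.97, Sstr2 at 3.58, Adamts18 at 4.04 and Unc5d at 4.00, and without replicate 2, Dlx6os1 was at -8.86, Sp8 at -6.60, Helt at -3.47, Stmn2 at -5.17 and Tiam2 at -5.00. Over all alternatives, Sstr2 ranged from 3.58 to 8.197, Nrn1 from 5.21 to 6.76, Adamts18 from 4.04 to 6.36, Unc5d from 3.94 to 5.36, Neurod4 from 4.00 to 5.02, Dlx6os1 from -11.68 to -4.68, Sp8 from -7.30 to -3.12, Helt from -6.41 to -3.47, Bcl11b from -5.54 to -3.33, Stmn2 from -5.98 to -3.17, Meg3 from -4.96 to -1.35 and Tiam2 from -5.00 to -2.20. Eomes was at 5.76 with all libraries. Of 11327 genes 287 were higher and 140 lower in GLU cells, against 284 and 93 without TMM, 592 and 447 without the filter on low counts, 588 and 494 with all libraries, 590 and 393 with a shared spread, 158 and 77 with DESeq2 and 187 and 92 without the 5% highest doublet scores. Among cells with a Mki67 or Top2a UMI 89 genes passed, Nrn1, Adamts18, Eomes, Unc5d, Kif26b and Neurod4 with them, while Dlx6os1, Sp8, Helt, Stmn2, Meg3 and Tiam2 did not. Without the replicate block 16 genes passed, and Sstr2 and all of the GABA genes named here but Meg3 lost their call. Meg3 lost it in TAP-like cells alone and Tiam2 with DESeq2.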

An overrepresentation analysis revealed key biological processes as differentially regulated between GABA and GLU cells (Fig. 6, E and F). 

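Mitotic genes lay lower in GLU than in GABA cells as a list, without any single gene of it passing. In replicate 1, 38.8% of GLU cells were neuroblast-like and the rest TAP-like, against 8.70% of GABA cells, and in replicate 2 7.20 against 9.84%. The 52 G2/M genes had a median log2 fold change of -0.45, with none called, also when adjusted over the list alone (camera, lower in GLU cells, adjusted p = 2.2e-10, and adjusted p = 0.773 with an estimated correlation). The spindle gene Nusap1 had a log2 fold change of -0.80 (standard error 0.20, adjusted p = 0.08), Ube2c -0.995 (standard error 0.27, adjusted p = 0.099), Cdk1 -0.55 (standard error 0.16, adjusted p = 0.13) and Top2a -0.45 (standard error 0.14, adjusted p = 0.14). All of them passed with all libraries in the fit and without the filter on low counts. Of 24 neuron projection genes 2 were higher and 5 lower in GLU cells (5 and 8 adjusted over the list alone, camera adjusted p = 0.025, and adjusted p = 0.750 with an estimated correlation, and adjusted p = 0.058 without the replicate block). Map1b (-3.05, and -2.46 without replicate 1) and Tubb3 (-1.94) were lower in GLU cells and Sema3c (4.29) higher. All 3 lost their call without the replicate block, and Map1b and Tubb3 also in cycling cells. Among TAP-like cells alone Sema3c was at 3.36 and Tubb3 at -2.84, and with the Eomes or Neurog2 definition Tubb3 was at -2.81.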

GO categories associated with mitosis [e.g., “mitotic sister chromatid segregation” (GO:0000070), “chromosome segregation” (GO:0007059), “positive regulation of cell cycle” (GO:0045787), “forebrain neuron differentiation” (GO:0021879), and “regulation of axonogenesis” (GO:0050770)] appeared within the top enriched categories in GABA cells (Fig. 6E and table S6). In contrast, several GO categories related to “negative regulation of cell development,” “negative regulation of neurogenesis,” and “negative regulation of nervous system development” were enriched in GLU cells (Fig. 6F and table S6). These results are in line with the sustained expression of transcriptional repressors (i.e., *Id1*, *Id2*, and *Zhx2*), as well as with the higher expression of antiproliferation and negative regulator of cell growth genes (i.e., *Btg2* and *Ppp2r2b*, respectively) in GLU cells (Fig. 6G and fig. S7D).

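Of 15 negative regulators of neurogenesis, 5 were higher and 2 lower in GLU than in GABA cells (7 and 3 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.35, and adjusted p = 0.921 with an estimated correlation). Of 7 BMP response genes 3 were higher and 1 lower, the same adjusted over the list alone (camera adjusted p = 0.0039, and adjusted p = 0.750 with an estimated correlation), with Id3 at a log2 fold change of 1.33 and Id4 at -0.91, both of which lost their call in cycling cells, without the replicate block and without the 5% highest doublet scores. Id3 also lost it without called doublets, with all libraries and with the Eomes or Neurog2 definition (0.55), and Id4 was at -1.78 with all libraries. Of 21 immediate-early genes 3 were higher and none lower (8 and 2 adjusted over the list alone, camera adjusted p = 6.9e-04, and adjusted p = 0.773 with an estimated correlation), among them Cebpd (1.29) and Jun (0.70), which lost their call in cycling cells, with DESeq2 and without the block, Cebpd also when thinned and Jun with all libraries (0.0549) and a shared spread.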

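Id2 was at 193 ± 95.3 CPM in GLU and 45.2 ± 7.14 CPM in GABA cells (SD, n = 2, log2 fold change 2.06, standard error 0.20, adjusted p = 0.0011) and Id1 at 231 ± 18.4 against 99.0 ± 31.5 CPM (1.27, standard error 0.17, adjusted p = 0.0048). The antiproliferative gene Btg2 was at 542 ± 3.74 against 255 ± 66.0 CPM (1.12, standard error 0.16, adjusted p = 0.0073) and Ppp2r2b, which encodes a regulatory subunit of protein phosphatase 2A, at 264 ± 126 against 50.7 ± 17.1 CPM (2.40, standard error 0.35, adjusted p = 0.0081). Zhx2, which encodes a transcriptional repressor, was at 70.0 ± 1.11 against 39.6 ± 19.5 CPM and did not pass (0.94, standard error 0.25, adjusted p = 0.09), though it passed under other settings such as GLU cells defined by Eomes or Neurog2. Bmpr1a was at 89.4 ± 24.7 CPM in GLU and 83.3 ± 25.0 CPM in GABA cells (0.11, standard error 0.15, adjusted p = 0.80). Id1, Btg2 and Ppp2r2b lost their call in cells with a Mki67 or Top2a UMI, and these and Id2 without the replicate block. Ppp2r2b also lost it with DESeq2, and was at 1.46 without replicate 1 and 3.19 without replicate 2, 3.54 with all libraries and 3.63 thinned.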

Last, we subclustered GLU cells from the P2, P12, and P22 datasets to generate a new UMAP. While postmitotic cells expressing *Dcx* but not *Mki67* transcripts were prevalent at P2, their proportion gradually decreased at later time points (Fig. 6, H and I), suggesting a rapid blockade of GLU cell differentiation. This was confirmed by quantification of cycling (i.e., Ki67^+^) cells among Tbr2-expressing (i.e., *Eomes*) GLU cells, which revealed a large increase in their proportion at P20, when compared to P2 (Fig. 6J). 

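GLU cells with Dcx, a gene of immature neurons, and without Mki67 were most frequent at P2 and P22. They made up 88.7% of 222 GLU cells at P2 (95% interval 83.8 to 92.6), 30.2% (22.7 to 38.6) and 4.00% (1.31 to 9.09) in the P12 replicates, and 82.1% of 39 cells at P22 (66.5 to 92.5). With 5000 UMIs per cell these shares were 82.0% at P2, 32.1 and 5.71% at P12 and 65.4% at P22. A Mki67 UMI was found in 9.91% of GLU cells at P2 and 17.9% at P22, with a background in astrocyte-like cells of 4.44 and 4.67%. No background is given for Dcx, whose free RNA was not tested for, so that a Dcx UMI need not mean expression. GLU cells were TAP-like in 5.86% at P2, 61.2 and 92.8% at P12 and 15.4% at P22, so that different clusters hold them at different ages. From its P2, P12 and P22 cells, the paper proposes a rapid blockade of GLU cell differentiation.

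**Figure D4:**
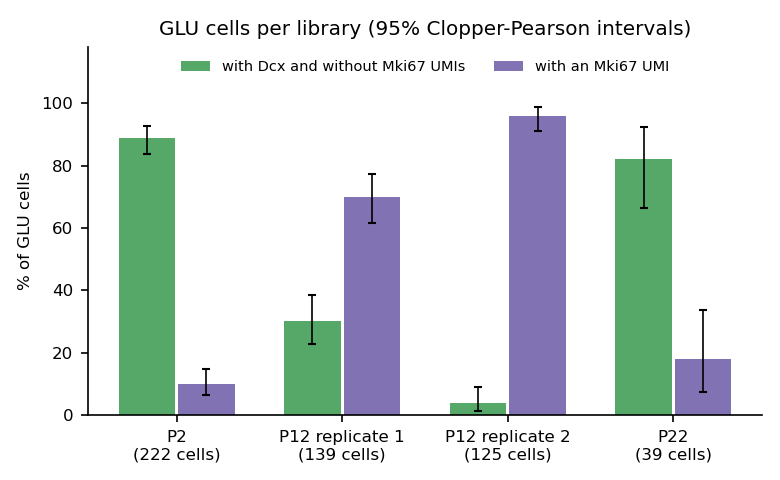
Percent of GLU cells with Dcx and no Mki67 UMI, and with a Mki67 UMI, in the P2, P12 and P22 libraries (222, 139, 125 and 39 cells), with exact 95% intervals. The P12 replicates have the lowest Dcx bars and the highest Mki67 bars.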

Last, to gain insight into the transcriptional correlates of this blockade, we compared the expression of early and late GLU lineage markers at P2 versus P12/P22 (Fig. 6K). This analysis confirmed the enrichment of postmitotic GLU lineage markers at P2 (*Tbr1*, *Neurod1*, *Neurod2*, and *Neurod6*) in line with the higher expression of immature neuronal markers *Tubb3* and *Dcx*. In contrast, early GLU lineage markers *Eomes* and *Neurog2* were enriched at P12/P22, in agreement with a higher expression of the proliferative markers *Cdkn1a* and *Mki67*. 

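Markers of postmitotic glutamatergic neurons were at higher levels in GLU cells at P2 than at P12, with P22 between or near P2. Neurod2 stood at 639.9 CPM at P2, 6.23 and 2.35 CPM at P12 and 54.5 CPM at P22 (log2 fold change of P2 over the later libraries 5.38, standard error 1.24, adjusted p = 0.18). Tbr1 stood at 252 CPM at P2, 87.9 and 27.7 CPM at P12 and 196 CPM at P22, Neurod1 at 399 CPM at P2, 77.1 and 53.3 CPM at P12 and 318 CPM at P22 and Neurod6 at 592 CPM at P2, 32.9 and 31.4 CPM at P12 and 99.7 CPM at P22, and these 3, which help to define GLU cells, were not tested. Of the immature neuron genes, Tubb3 stood at 1788 CPM at P2, 182 and 28.0 CPM at P12 and 1226 CPM at P22 (log2 fold change 1.92, standard error 1.42, adjusted p = 0.51) and Dcx at 538 CPM at P2, 247 and 145 CPM at P12 and 397 CPM at P22 (1.04, standard error 0.53, adjusted p = 0.37). Neurod2 passed without the filter on low counts, when thinned and without each of the later libraries, Tubb3 and Dcx without P22. The edgeR fit compared the single P2 library with the 3 later ones, and assumed that P2 would vary as they do. The spread of the later libraries includes any difference between P12 and P22, so that a gene that did not pass cannot be read as unchanged. Of 12065 genes, only Xist passed, which follows the sex of the mice, against 1946 genes at an unadjusted p under 0.05 and 250 with DESeq2. Without the P22 library, of 39 GLU cells, 3613 genes passed, without P12 replicate 1 67 and without P12 replicate 2 338. Without TMM, the median log2 fold change of all genes shifted by -0.15. Of 25 neuron projection genes none passed over all genes, with Gap43 at a log2 fold change of 3.16, Cntn2 at 5.11, Robo1 at 3.75 and Epha5 at 2.25. These 4 passed with DESeq2, without the filter on low counts, and without P12 replicate 2 or P22.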

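Mki67 and the G2/M genes named here stood highest at P12 in GLU cells, and Eomes, Neurog2 and Gmnn at P22. Mki67 stood at 65.6 CPM at P2, 738 and 1349 CPM at P12 and 107 CPM at P22 (log2 fold change of P2 over the later libraries -3.48, standard error 1.34, adjusted p = 0.28) and the cell cycle inhibitor gene Cdkn1a at 13.6 CPM at P2, 43.6 and 35.6 CPM at P12 and 30.1 CPM at P22 (-1.45, standard error 0.47, adjusted p = 0.25). Eomes stood at 231 CPM at P2, 549 and 436 CPM at P12 and 566 CPM at P22 (-1.16, standard error 0.40, adjusted p = 0.26), and Neurog2, which helps to define GLU cells, at 86.2 CPM at P2, 237 and 138 CPM at P12 and 365 CPM at P22. None of the 42 S-phase genes passed over all genes, with Gmnn at -2.50 and Cdc6 at -2.41. Of 52 G2/M genes none passed either, with Anln at -3.02, Ckap2 at -2.68 and Smc4 at -2.42. By the edgeR test as set out above, none of the tested single genes named here passed. Mki67, Gmnn, Cdc6, Anln, Ckap2 and Smc4 did with DESeq2, without the filter on low counts and without P12 replicate 2, Gmnn also when thinned, and these genes, Cdkn1a and Eomes did without P22.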

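In GLU cells, Fbxw7, which encodes a ubiquitin ligase subunit that marks Jun and Notch1 proteins for degradation, stood at 383 CPM at P2, 80.2 and 62.5 CPM at P12 and 132 CPM at P22 (log2 fold change of P2 over the later libraries 2.10, standard error 0.45, adjusted p = 0.17). Jun stood at 446 CPM at P2, 2184 and 2181 CPM at P12 and 826 CPM at P22 (-1.96, standard error 0.66, adjusted p = 0.25) and Notch1 at 20.9 CPM at P2, 224 and 325 CPM at P12 and 58.3 CPM at P22 (-3.30, standard error 0.99, adjusted p = 0.24). None of these passed by the edgeR test as set out above. Fbxw7 and Notch1 did with DESeq2 and without P12 replicate 2, all 3 without the filter on low counts and without P22. Of 11 Notch pathway genes none passed over all genes, with Lfng at -3.77, Dll1 at -2.10 and Nrarp at -1.64. Of 22 immediate-early genes none passed over all genes, with Zfp36 at -3.02, Egr1 at -2.65 and Cyr61 at -2.37. Zfp36, Egr1 and Cyr61 passed with DESeq2, these and Lfng without the filter on low counts, and all 6 genes of these lists named here without P22. From the levels of Fbxw7, Jun and Notch1, the paper proposes that these genes take part in the depletion of GLU cells.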

*Fbxw7* was down-regulated at this later time point, which, together with the enriched expression of *Jun* and *Notch1*, may participate in the gradual depletion of GLU cells from the dorsal V-SVZ (*31*). 

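In GLU cells Bmpr1a stood at 34.1 CPM at P2, 71.3 and 106 CPM at P12 and 33.9 CPM at P22 (log2 fold change of P2 over the later libraries -1.09, standard error 0.63, adjusted p = 0.42). It did not pass with all 4 libraries and did without P22, whose level was close to that of P2.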

Last, *Bmpr1a* appeared to be enriched at P12/P22 in a large fraction of GLU cells.

Together, our findings indicate that a rapid blockade of GLUergic neurogenesis parallels the induction of deep quiescence within pallial NSCs, while GABAergic neurogenesis persists in the postnatal dorsal V-SVZ. Furthermore, persistent high expression of *Bmpr1a* suggests a role for TGFβ/BMP signaling in silencing pallial germinal activity by synchronizing quiescence induction and blockade of neuronal differentiation.

### Manipulation of Bmpr1a signaling modulates dorsal V-SVZ germinal activity

To investigate the role of Bmpr1a in shaping postnatal dorsal V-VSZ germinal activity, we performed electroporation of constitutively active, as well as an inactivated, form of Bmpr1a [CA Bmpr1a and ∆ Bmpr1a, respectively (*32*)] within the pallium at late embryonic times (E16.5), a time point corresponding to the neurogenic-to-gliogenic switch. Analysis of the dorsal V-SVZ at P3 revealed profound alterations of the pattern of GFP^+^ cell distribution. While overexpression of CA Bmpr1a resulted in cells keeping a radial glia morphology and remaining in contact with the ventricular lumen, overexpression of ∆ Bmpr1a led to their disappearance (Fig. 7, A and C). In these mice, most GFP^+^ cells were located away from the ventricular surface within the V-SVZ and showed a round morphology, typical of progenitors. These distributions and morphologies were in agreement with a decrease of the number of progenitors expressing Tbr2, Olig2, or Ki67 following CA Bmpr1a electroporation, while their number was consistently increased following ∆ Bmpr1a overexpression (Fig. 7, B and C). Together, these findings confirm an instructive role of TGFβ/BMP signaling on dorsal V-SVZ germinal activity through activation of the Bmpr1a receptor. Hopx gain of function (GoF) resulted in a phenocopy of the results obtained following *CA Bmpr1a* electroporation, supporting a crucial role for Hopx in modulating Bmpr1a signaling to induce the observed effects (fig. S8, A to F).

**Fig. 7.**
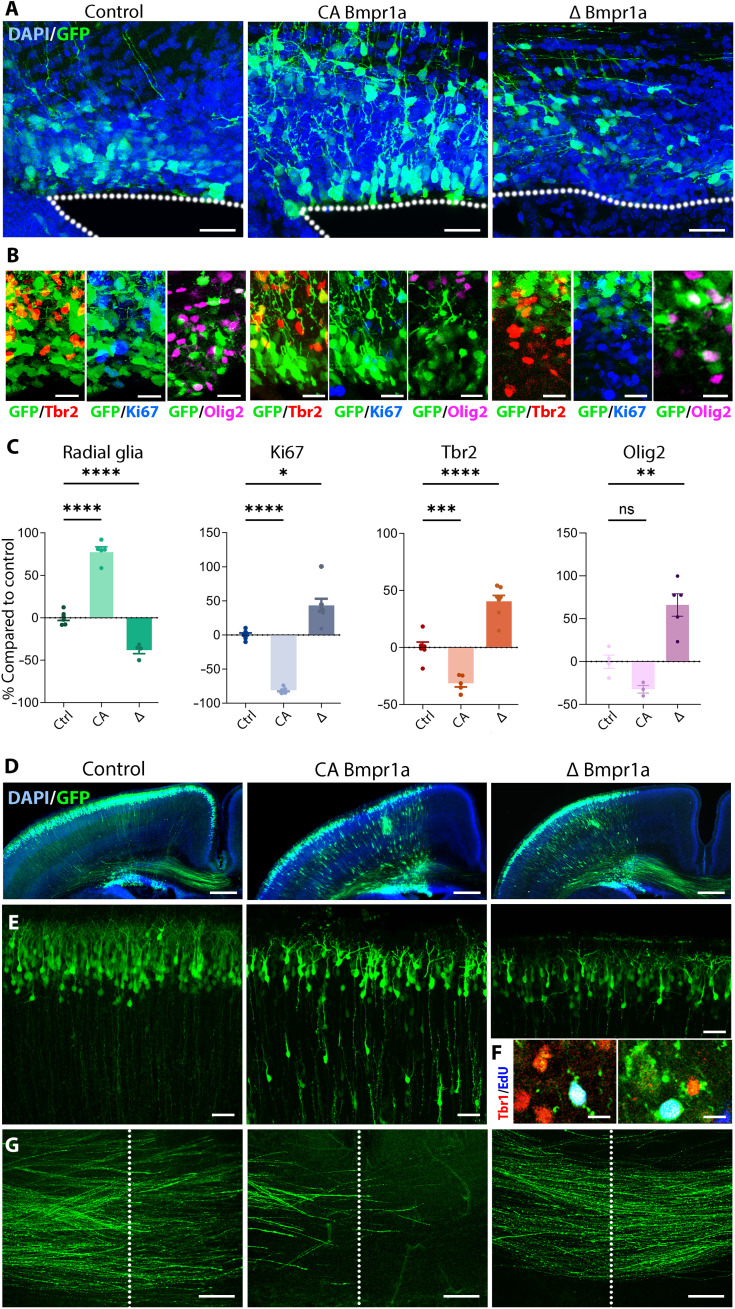
Bmpr1a manipulations modulate postnatal dorsal V-SVZ germinal activity. (**A**) Representative images of the dorsal V-SVZ at P3, electroporated with GFP (control), constitutively active (CA) Bmpr1a, and dominant negative (∆) Bmpr1a plasmids at E16.5. The location of the ventricular lumen is indicated by dotted lines. (**B**) IHC for the pallial progenitor (Tbr2, red), proliferative (Ki67, blue), and oligodendroglia (Olig2, magenta) markers in the three experimental groups. (**C**) Graphs showing the percentage of GFP^+^ electroporated cells showing RG morphology (Ctrl = 6, CA = 5, and ∆ = 4), expression of Ki67 (Ctrl = 6, CA = 5, and ∆ = 7), Tbr2 (Ctrl = 6, CA = 5, and ∆ = 7), or Olig2 (Ctrl = 4, CA = 3, and ∆ = 5). Control values were normalized to 100% to better illustrate the consistent decrease and increase following CA Bmpr1a and ∆ Bmpr1a electroporations, respectively. One-way analysis of variance (ANOVA) was performed. Error bars indicate the SEM. (**D**) Representative overviews of the electroporated animal in the three experimental groups. (**E**) Higher magnification of GFP-positive cells within the P3 cortex. (**F**) EdU injection at P2 reveals the presence of Tbr1^+^/GFP^+^ newborn neurons within the cortex following ∆ Bmpr1a overexpression. (**G**) Axons of GFP-positive cells within the P3 corpus callosum. The midline is indicated by dotted lines. Scale bars, 20 μm (A), 10 μm (B and F), 500 μm (D), and 50 μm (E and G). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant.

These effects were not only restricted to the V-SVZ but also affected neuron migration and maturation. Electroporation of CA Bmpr1a resulted in many neurons failing to migrate to the uppermost layers of the cortex (Fig. 7, D and E). A small number of GFP^+^ bipolar cells were also observed within the cortical plate following ∆ Bmpr1a overexpression (visible on Fig. 7D). 5-Ethynyl-2′-deoxyuridine (EdU) administration at P2 confirms that some of these cells were generated at postnatal times and expressed the neuronal marker Tbr1, suggesting an extension of the period of cortical neurogenesis in those animals (Fig. 7F). Last, the maturation of the upper layer neurons was also affected, as reflected by marked differences in their axons. While these later had reached the midline by P3 in control mice, CA Bmpr1a electroporation resulted in a profound decrease of axonal growth (Fig. 7G). This contrasted with neurons produced following ∆ Bmpr1a overexpression, which axons extended farther than in control mice, well into the contralateral hemisphere. Thus, in agreement with an enriched expression of *Bmpr1a* within cells of the pallial lineage, our findings reveal that Bmpr1a signaling affects V-SVZ proliferation as well as the production and maturation of newborn neurons and therefore play a key role in the closure of the period of cortical neurogenesis.

## DISCUSSION

While the closure of GLUergic neurogenesis was believed to mainly rely on a neurogenic-to-gliogenic switch, a recent clonal study revealed that a large number of RGs do not undergo this transition (*5*). Here, we used scRNA-seq and histological analysis of the V-SVZ to investigate at the cellular-level changes occurring in its dorsal-most domain at early postnatal ages. Identification and direct comparison of pallial and subpallial cell lineages within this germinal region reveal transcriptional hallmarks associated with pallial NSC entrance into deep quiescence and a dysregulation of their differentiation potential, which both converge onto a rapid closure of GLUergic neurogenesis following birth. Furthermore, our results highlight a key role for TGFβ/BMP signaling receptor Bmpr1a in silencing pallial germinal activity after birth (fig. S9).

A large population of aNSCs is observed within our dataset, illustrating the sustained germinal activity observed within this region at early postnatal time points (*1*). We could observe an early fate priming of these cells, as illustrated by their clear segregation in clusters expressing TFs known to instruct neurogenesis, astrogenesis, and oligodendrogenesis. Furthermore, our results support the coexistence of both unipotent and bipotent NSCs, as reflected by the coexpression of neurogenic and oligodendrogenic TFs (e.g., *Eomes* and *Olig2*) in some aNSCs and TAPs. These observations are in line with the early priming of adult NSCs (*10*), as well as with recent clonal fate mapping studies within the postnatal V-SVZ (*34*). Thus, while at the population level, NSCs appear to act in a rather homogeneous manner; analysis at the single-cell level reveals an unsuspected level of heterogeneity.

RNA velocity reveals several trajectories emerging from aNSCs, the most noticeable driving them toward quiescence. Thus, although major transcriptional differences between the dorsal and lateral V-SVZ have been shown by previous studies (*7*, *35*), our work highlights important differences in NSC dynamics, particularly in the timing of quiescence induction. While original studies have pointed at an embryonic origin of adult NSCs [i.e., “set-aside” model (*3*, *4*)], our results indicate that this rule does not apply to the dorsal V-SVZ. Both our transcriptomic and histologic analyses reveal an entrance into quiescence at perinatal ages. These conclusions are in line with fate mapping of embryonically born qNSCs in the H2B-GFP mouse following E9.5 induction, which revealed that GFP-retaining cells are observed within the lateral but not the dorsal-most regions of the juvenile V-SVZ (*4*). Similarly, our results confirm that BrdU injection at E14.5 results in the detection of numerous positive cells within the lateral and ventral V-SVZ, while no cells are observed within the dorsal V-SVZ (*3*). Thus, while a population of qNSCs appears to diverge from embryonically active ones within the ganglionic eminence and to persist at postnatal ages in the lateral and ventral V-SVZ; those from the dorsal V-SVZ enter quiescence around birth, in line with a “continuous model” recently proposed within the hippocampus (*36*). Knowing the importance of the tight regulation of qNSCs/aNSCs balance in maintaining germinal activity, it is tempting to speculate that this temporal difference results in distinct states of germinal activity sustainability within the V-SVZ. Thus, while NSCs derived from the subpallium remain germinaly active in producing various OB interneurons throughout life, NSCs derived from the pallium declines rapidly in their capacity to produce GLUergic periglomerular cells (*8*, *9*), and then CR^+^ interneurons (*37*), possibly through their rapid exhaustion or induction of irreversible quiescence.

NSCs expressing pallial or subpallial markers coexist within the postnatal V-SVZ dorsal domain, allowing their direct comparison. Distinct levels of quiescence characterize these two-cell populations. Parallel comparison of pallial and subpallial quiescence trajectories reveals the synchronized and persistent expression in subpallial qNSCs of genes involved in biological functions known to be important for germinal activity maintenance. For instance, genes involved in ECM reorganization and regulation of cell adhesion are observed within subpallial qNSCs, in agreement with the importance of NSC interactions with their microenvironment in regulating quiescence/activation balance (*22*, *38*). This is illustrated by the marked enrichment of *Vcam1* that was shown to act in adult NSCs induction and maintenance (*26*, *39*). Although also observed at the early stages of the pallial qNSCs trajectory, these gene sets appear to gradually vanish from pallial qNSCs, suggesting their gradual loss of anchorage within the ECM and progressive isolation from both the vasculature and cerebrospinal fluid (CSF). This is supported by our observation that most pallial qNSCs (Hopx-derived Sox2^+^/BrdU^−^; see below) can be seen at P21 at some distance from the ventricular lumen and in rostral V-SVZ regions, where the ventricle has collapsed. It is likely that there is a spatial component to this deep quiescence induction, which remains to be fully explored. Hopx expression shows a mediolateral gradient of expression in the dorsal V-SVZ, which is opposing expression of proliferative or neuronal markers (*21*). Furthermore, our spatial transcriptomic data indicate that subpallial markers (i.e., *Gsx2* and/or *Dlx2*) appear to be largely restricted to the lateral-most aspect of the postnatal dorsal V-SVZ, where Shh signaling has been shown to occur following birth (*40*). Deeper quiescence is further supported by multiple observations, including a reduced level of *P27* (*Cdkn1b*) and *Egfr* expression, which defines acquisition of a primed GO state (*25*) and entrance in proliferation (*41*), respectively. It remains to be determined whether this deep quiescence is reversible, such as, for example, following early life injuries to produce new cortical neurons. Such plasticity of fate has been observed within the cerebellum, where Hopx^+^ progenitors produce both inhibitory and excitatory cerebellar neurons, in addition to their main gliogenic output, following neonatal X-irradiation (*42*).

Our results highlight *Hopx* as a marker of pallial qNSCs. *Hopx* was identified as a quiescent stem cell marker in intestines (*43*) and hematopoietic stem cells (*44*) in mice, as well as in dentate gyrus NSCs (*36*), a region where postnatal GLUergic neurogenesis persists. The restricted *Hopx* expression within pallial NSCs allowed us to fate map those cells at early postnatal stages (P1). At this early stage, a large proportion of *Hopx*^+^ cells are nonproliferative as revealed by the absence of BrdU incorporation. Furthermore, at least a portion of those cells persist within the dorsal V-SVZ for at least 3 weeks after birth (our observations) and probably later [see, for example, (*14*)]. *Hopx* transcript remains detectable within adult qNSCs, where it shows a >33-fold enrichment when compared to aNSCs (*22*). Fate mapping of *Hopx*-expressing cells at 2 months results in no neurons being labeled in the OB (*45*), further supporting deep, irreversible quiescence. It is unclear whether *Hopx* contributes directly to the induction of deep quiescence. A comparative GSEA analysis of *Hopx^High^* and *Hopx^Low^* qNSCs fails to reveal significant gene set induction in *Hopx^High^* cells, while its low expression correlates with priming for activation, as reflected by induction of ribosomal and mitochondrial biogenesis transcripts. Thus, while *Hopx* knockout disrupts stemness and quiescence of hematopoietic stem cells in mice (*44*), its role is likely to be more complex within the postnatal V-SVZ. Previous experiments aimed at investigating the consequences of Hopx GoF and LoF (loss of function) within the postnatal V-SVZ failed to demonstrate a marked effect on germinal activity, although induction of quiescence was not investigated (*21*).

The molecular mechanisms underlying Hopx^+^ NSCs quiescence appear to be at least partially related to regulation of BMP versus Wnt signaling. Hopx has been shown to modulate primitive hematopoiesis by inhibition of Wnt signaling (*46*), and modulation of BMP/Wnt signaling by Hopx has been shown to occur in the developing heart (*20*), as well as during endothelial development and primary hematopoiesis (*46*). Our measurements of BMP/Wnt signaling by immunodetection of Smad1/5/9 and β-galactosidase in the BAT-gal mice support a similar integration of the two pathways by Hopx within the postnatal dorsal V-SVZ. Our transcriptional results suggest a persistent activation of BMP signaling in pallial qNSCs. Furthermore, the transcriptional profile of pallial qNSC resembles those of NSCs exposed to BMP4 in vitro, which, in the absence of fibroblast growth factor 2, result in induction of deep quiescence (*25*, *47*). BMPs belong to the superfamily of TGFβ cytokines and exert a plethora of effects in the nervous system, ranging from dorsoventral patterning to induction of the neurogenesis-to-gliogenesis switch (*48*). Thus, BMP signaling may play a pleiotropic role in pallial lineage germinal activity closure by acting in both astrogenesis in concert with JAK-STAT (Janus kinase–signal transducer and activator of transcription) signaling (*49*) and induction of deep quiescence for cells of the pallial lineage. Our observation that stemness transcripts are retained, while astrocytic marker expression (i.e., Aldl1h1 and S100β) remains absent at P21 in the Hopx progeny within the V-SVZ, suggests that BMP signals do not drive terminal Astro differentiation but rather impose quiescence in at least a fraction of pallial NSCs (*25*). Thus, although Hopx expression has been associated with parenchymal astrogenesis in both mice (*21*) and monkeys (*50*), the fate of Hopx^+^ cells within the V-SVZ appears to be distinct as supported by a reduced score of qNSCs when compared to Astros, when using astrocytic enriched transcripts (*24*). This is in line with a role of TGFβ/BMP signaling in regulating the temporal identity and potency of NSCs in other regions of the CNS, such as the hindbrain (*51*) and the retina (*52*). Identification of TGFβ family members and receptors within the dorsal V-SVZ niche suggests that BMP4 and BMP5 are involved, which are secreted by oligodendrocyte precursor cells/newly formed OLs and NSCs themselves, respectively (*7*). Furthermore, enrichment for *Bmpr1a* expression is observed in pallial qNSCs. Bmpr1a is responsible for triggering the canonical BMP pathway by phosphorylating the SMAD1/5/9 proteins, which translocation is associated with the up-regulation of target genes, such as Id1-4 (*47*), all of which show higher expression in pallial qNSCs, as shown here at the transcriptional and protein level, and are known to block the action of prodifferentiation basic helix-loop-helix TFs (*33*). This elevated expression of several inhibitors of transcription correlates with a mild reduction in their transcriptional activity, possibly by the recruitment of class I histone deacetylases as observed in other tissues (*53*). This is in line with our GoF and LoF experiments, which demonstrate that manipulating *Bmpr1a* results in profound changes in the germinal activity of the dorsal V-SVZ. While activation of Bmpr1a results in a persistence of RG cells at postnatal times, its inactivation has the opposite effect by releasing proliferating and GLUergic (i.e., Tbr2^+^) progenitors’ production. These results are in line with previous work showing a role of Lrp2 in regulating BMP signaling within the V-SVZ to allow sustained neurogenesis (*12*, *54*).

Although the entrance of pallial NSCs in a state of deep quiescence may solely explain the silencing of pallial germinal activity early after birth, other mechanisms appear to participate in the rapid decline of postnatal GLUergic neurogenesis. For instance, it was recently proposed that some pallial progenitors acquire subpallial traits at postnatal time points (*17*, *55*), which correlates with the demonstration of a subpopulation of OB GABAergic neurons deriving from Emx1 progenitors at postnatal ages (*37*) under the influence of Shh signaling, which activity rises in the dorsal V-SVZ at postnatal stages (*40*). These findings are in line with our observation of a substantial number of dual cells, coexpressing markers of both the pallial and subpallial lineages, within our dataset, as well as by our fate mapping of E15.5 pallial NSCs. Our results, however, show that this “reprogramming” of pallial NSCs is largely incomplete, with a subpopulation of TAPs presenting a clear GLUergic neuronal identity observable by scRNA-seq until at least P22, in line with our previous histological and fate mapping studies (*6*, *56*, *57*). Their transcriptional comparison with surrounding GABAergic TAPs reveals a reduced proliferative capacity, as well as a failure of expression of genes necessary for tangential migration toward the OB. Furthermore, their transcriptional analysis at distinct postnatal time (i.e., P2 to P22) supports their rapid failure to undergo efficient differentiation in line with their persistent expression of Id proteins and *Bmpr1a*. These observations are in line with observations made following *Bmpr1a* GoF and LoF. Thus, while activation of Bmpr1a at late embryonic time points results in many neurons failing to migrate and mature, its inactivation results in a more rapid development of interhemispheric axonal projection, as well as in a prolongation of the period of cortical neurogenesis as supported by the observation of EdU^+^/Tbr1^+^ neurons produced at postnatal stages.

Together, our results represent the first characterization of the postnatal dorsal V-SVZ by scRNA-seq. By allowing a direct comparison of pallial and subpallial cell lineages, our work elucidates events that ultimately result in the rapid closure of the period of glutamategic neurogenesis while GABAergic neurogenesis persists throughout life. In particular, the high *Bmpr1a* expression within cells of the pallial lineage appears to play a key role in synchronizing quiescence induction and silencing of neuronal differentiation to rapidly silence pallial germinal activity after birth.

## MATERIALS AND METHODS

The code for the analysis of scRNA-seq data is available at https://github.com/OlivierRaineteauSBRI/scRNASeq.

### Animals and ethics

Mice used in this study were OF1 wild-type (Charles River Laboratories, France), *Hopx^CreERT2^* (*43*), and *Gad1^tm1Tama^* (also called *GAD67^GFP^*) (*58*) transgenic mice, as well as Wnt/β-catenin pathway reporter mice [BAT-gal (*59*)]. In *Hopx^CreERT2^* animals, subcutaneous tamoxifen (Sigma-Aldrich) administration (1 mg per pup) was performed at P1 (i.e., 24 hours following birth). All animal experiments were performed in accordance with European requirements 2010/63/UE that had been approved by the Animal Care and Use Committee CELYNE (APAFIS, nos.187 and 188). Mice were group-housed, with food and water ad libitum, under 12-hour light–12-hour dark cycle conditions.

### Tissue preparation for scRNA-seq

#### Single-cell isolation

The dorsal V-SVZ from P12 mice of two independent experiments, as well as of P2 and P22 mice, were dissected. Two mice were microdissected and pooled by time points. We aimed at selecting only male mice; however, post hoc analysis based on *Xist* detection indicated that a female was included in the P2 time point. Nonetheless, a careful comparison for cell type composition and gene expression levels indicated no change between male and female isolated cells. During all stages of the dissociation protocol, the tissue was kept in artificial CSF solution containing 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 17 mM glucose, 1.25 mM CaCl_2_, and 1 MgCl_2_. The small dissected tissues were incubated in papain during 20 min at 37°C. Following enzymatic digestion, cells were centrifuged for 5 min, and the pellet was resuspended with deoxyribonuclease/ovomucoid inhibitor according to the manufacturer’s protocol (Worthington). Cells were then centrifuged and resuspended on ice in Leibovitz L-15 medium supplemented with 0.1% of bovine serum albumin. The cell suspension was finally filtered through a 70-μm cell strainer to remove aggregated cells.

#### Fluorescence-activated cell sorting

Viable cells (DAPI^−^ and Hi Draq5^+^) were then sorted using a BD FACSAria sorter. A total of 30,000 cells were collected per replicate in ice-cold phosphate-buffered saline.

### Single-cell RNA sequencing

Cell suspension (300 cells/μl) was added to the 10x Genomics Chromium Single-Cell Controller (10x Genomics) to achieve 7000 encapsulated cells per replicate. The next steps for cDNA synthesis and library preparation were done following the manufacturer’s instructions (chemistry V3). Libraries have been sequenced independently using the Novaseq 6000 platform (Illumina) to target 100,000 reads per cell. Cell Ranger version 3.0.1 was used to align reads on the mouse reference genome GRCm38 mm10 and to produce the count matrix.

### Analysis of scRNA-seq data

#### Quality control and filtering

We filtered 11,298 cells (P12 dataset), 4037 cells (P2 dataset), and 4254 cells (P22 dataset) on the basis of two quality control criteria: the number of genes per cell and the fraction of counts for mitochondrial genes per cell. Cells with <2500 genes or >7500 genes and with >10% mitochondrial gene fraction were removed.

#### Clustering analysis

We first focused our analysis on the P12 replicates. Filtering and data analysis were performed using the R package Seurat (version 3.1) (*60*). First, genes expressed in less than three cells were removed in each dataset. Gene expression was normalized using the standard Seurat workflow, and the 2000 most variable genes were identified. Then, the two batches were integrated using the integration function of Seurat, and anchor genes were scaled without any type of regression and used for principal components analysis (PCA) at 50 dimensions. We then performed preliminary clustering with permissive parameters to identify and remove low-quality clusters. We only removed one cluster of 19 cells that expressed fewer genes compared to the average. The remaining cells were subjected to second-level clustering (20 PCs; resolution = 0.5), yielding 15 final clusters (full_identity), and merged into 9 clusters (simplified_identity). The clusters were visualized in two dimensions using the RunUMAP() function (minimum distance = 0.3; n_neighbors = 30 L; UMAP.method = ‘UMAP-learn’; metric = ‘correlation’). We then performed differential expression analysis and annotated clusters as detailed below. Identification of cell clusters within the P2 and P22 datasets was achieved on the basis of P12 cell types using the MapQuery() function. For quantitative analysis of P2, P12, and P22 datasets (e.g., Fig. 2Q), NBs and OLs were excluded to avoid possible influences from the microdissection that may result in the inclusion of some root mean square or overlying corpus callosum.

#### Subclustering

For subclustering of aNSCs, corresponding to 1514 cells, a resolution of 0.5 was used, leading to the appearance of four subclusters. For subclustering of aNSC3, representing 569 cells, a resolution of 2 was used. Last, for subclustering of the neuronal trajectories, corresponding to 1029 cells, a resolution of 0.75 was used.

#### Transcriptional criteria for cell type identification

We defined the various cell types based on marker combinations (normalized logged counts): qNSCs (*Slc1a3* > 1, *Prom1* > 0.6, *Egfr* < 0.1, and *Foxj1* < 0.1), aNSCs (*Egfr* > 1, *Ascl1* > 1, *Dlx1* < 0.01, and *Dlx2* < 0.01), TAPs (*Egfr* > 1, *Ascl1* > 1, *Dlx1* > 0.01, *Dlx2* > 0.01, *Sp8* < 0.5, *Gad1* < 0.5, and *Gad2* < 0.5), NBs (*Dcx* > 1, *Cd24a* > 0.5, and *Nrxn3* > 0.5), OLs (*Pdgfra* > 0.5 and *Sox10* > 0.5), and Astros (*S100b* > 0.5 and *Aqp4* > 2). Pallial cells were defined as follows: (*Emx1* > 0.25|*Neurod1* > 0.25|*Neurod6* > 0.25|*Neurog2* > 0.25|*Tbr1* > 0.25) and (*Gsx2* < 0.25, *Dlx6* < 0.25, *Dlx5* < 0.25, *Sp9* < 0.25, *Dlx2* < 0.25, and *Gad1* < 0.25). Subpallial cells were defined as follows: (*Gsx2* > 0.25|*Dlx6* > 0.25|*Dlx5* > 0.25|*Sp9* > 0.25|*Dlx2* > 0.25|*Gad1* > 0.25) and (*Emx1* < 0.25, *Neurod1* < 0.25, *Neurod6* < 0.25, *Neurog2* < 0.25, and *Tbr1* < 0.25).

#### RNA velocity

We predicted the direction of transcriptional changes using the RNA velocity framework, which estimates the gene expression dynamics from exonic and intronic expression. We first annotated spliced, unspliced, and ambiguous reads using the run10x command (velocyto.py). RNA velocities were then predicted using the R package scVelo (*16*) on the basis of the 2000 most variable genes, 30 PCs, and 30 neighbors. Estimated RNA velocities are represented on the UMAP with streamlines (scv.pl.velocity_embedding_stream). The direction of the arrows indicates the estimated future state of the current cells. Long arrows correspond to large gene expression changes. We determined RNA velocity using stochastic and dynamical models.

#### Data visualization

To display the gene expression, the preprocessed unique molecular identifier (UMI) matrix was normalized with the function library.size.normalization of the R package Magic (*61*). The dropout corrected data were displayed on the Seurat feature plots with the viridis scale colors. Otherwise, the gray-red scaled feature plots illustrate the original noncorrected UMI matrix.

#### Pseudotime

Both pallial and subpallial quiescent cell lineages were isolated, and the R package slingshot was used to calculate the pseudotime values using the cluster aNSC3 as the root of the trajectory (Fig. 5D).

#### Differential expression analysis

To identify enriched genes, we performed a nonparametric Wilcoxon rank sum test using the FindMarkers() function from Seurat. *P* value adjustment is performed using Bonferroni correction based on the total number of genes in the datasets. Genes with a *P* value of <0.05, at least 0.25 average fold change (log scale), and at least 25% cluster-specific detection (percentage of cells expressing a particular gene in a cluster) were defined as enriched genes for each cluster.

#### Cell cycle assignment

For each cell, we computed a score based on its expression of G_2_-M and S phase markers; cells that express neither of these markers are likely not cycling or are in G_0_-G_1_ phase. The scoring strategy is described in (*62*). We used Seurat’s implementation of this strategy in the CellCycleScoring() function.

#### Identification of DEGs

Identification of DEGs was based on the following criteria: min.pct = 0.1, logfc.threshold = 0.25.

#### Identification of TFs and transcriptional regulators

DEGs were compared to gene sets “DNA Binding” (GO:0003677) and “Transcriptional activity” (GO:0140110).

#### Gene set enrichment

Overrepresentation analyses were performed using the R package “Cluster Profiler” (*63*). DEGs were extracted using the following criteria: Logfc.threshold = 0.25, min.pct = 0.1.

GSEA analyses (*64*) were performed using the GSEA software v4.1.0 [Built 27] from the board institute [GSEA (gsea-msigdb.org)] using the following curated gene set databases: Hallmark “hall.v7.3.symbols.gmt,” Kyoto Encyclopedia of Genes and Genomes (KEGG) “c2.cp.kegg.v7.3.symbols.gmt,” Reactome “c2.cp.reactome.v7.3. symbols.gmt,” and GO “c5.go.bp.v7.3.symbols.gmt.” Obtained results were exported in Cytoscape 3.8.1 for visualization and analysis (www.cytoscape.org).

#### Combined gene expression score

We used the R package AUCell to calculate a composite area under the curve (AUC) “astrocytic" AUC score” (Fig. 4M) using the following genes: *Fam107a*, *Cbs*, *Mlc1*, *Ntsr2*, *Clu*, *Ppp1r3g*, *Gm11627*, *Mfge8*, *Cldn10*, and *S1pr1* (*24*). For calculation of a “deep quiescence" AUC score (fig. S5H), the following genes were used: *Notch2*, *Foxg1*, *Prom1*, *Id1*, *Foxo3*, *Sox2*, *Sox9*, *Pdgfra*, *Nr2e1*, *Ascl1*, and *Nfix* (*25*).

#### ClusterMap analysis

A correlative analysis was performed using the R package “ClusterMap.” It provides a way for automatically and unbiasedly matching subgroups based on a list of marker genes detected in the analysis. ClusterMap can generate circular graphs, called circos plots, between several datasets. It identifies the similarity of clusters, based on transcriptional similarities, and represents them as an arc linking one or more clusters together. First, the gene list for each subcluster in each sample is used to match the subcluster between samples. The file containing the gene list can be the direct output of the Seurat package’s “FindAllMarkers” function. The arcs in the circos plot indicate the subgroups’ relationships. The width of the gray or pink sectors represents the proportion of cells in each sample. Last, the degree of similarity between the matched groups is shown by the transparency of the hue of the arcs. Similarity is a measure of the percentage of overlapping genes between groups (*65*).

#### Integration of multiple datasets

Integration was done by identification of cells that are in the same biological state (anchors) using the function FindIntegrationAnchors() of the Seurat R package. The function IntegrateData() was then applied with the previous anchor set to perform dataset integration using the rpca (Reciprocal PCA) approach. The following datasets were used for integration: GSE123335 dataset corresponding to embryonic (E14.5) and neonatal (P0) pallium and overlying cortex (*18*), as well as GSE134918 dataset corresponding to P56 and P70 V-SVZ and OB (*30*).

#### Label-retaining protocol

A single injection of BrdU (50 mg/kg, intraperitoneally) was made in pregnant mice at E14.5, E17.5, or in newborn mice (P1, P3, or P5). Mice were euthanized at P20.

### Histology and immunostainings

Mice were euthanized by an intraperitoneal overdose of pentobarbital followed by perfusion with Ringer’s lactate solution and 4% paraformaldehyde (PFA) dissolved in 0.1 M phosphate buffer (PB; pH 7.4). Brains were removed and postfixed for 12 to 48 hours at 4°C in 4% PFA and sectioned in 50-μm-thick coronal serial sections. When necessary, antigen retrieval was performed for 20 min in citrate buffer (pH 6) at 80°C, then cooled for 20 min at room temperature, and washed in 0.1 M PB. Immunostainings were performed as previously described (*6*, *21*). For double staining in which primary antibodies were produced in the same animal (i.e., Smad 1/5/9 and Id1), a more complex protocol was used (*66*), as previously reported (*67*).

Blocking was done in Tris-NaCl-blocking (TNB) buffer (0.1 M PB, 0.05% casein, 0.25% bovine serum albumin, and 0.25% TopBlock) with 0.4% Triton X-100 (TNB-Tx). Sections were incubated overnight at 4°C with gentle shaking the following primary antibodies in TNB-Tx. The following primary antibodies were used for immunohistochemical procedures: rabbit anti-Hopx (1:400; Santa Cruz Biotechnology, sc-30216), guinea pig anti-Dlx2 (1:5000; gift of K. Yoshikawa), mouse anti-Hopx (1:400; Santa Cruz Biotechnology, sc-398703), goat anti-DCX (1:500; Santa Cruz Biotechnology, sc-8066), mouse anti-GFAP (1:500; Millipore, MAB3402), goat anti-Mcm2 (1:300; Santa Cruz Biotechnology, sc-9839), mouse anti-Sox2 (1:1000; R&D Systems), guinea pig anti-S100β (1:2000; synaptic system), rat anti-Tbr2 (1:1000; Invitrogen, 14-48-75-82), rabbit anti-Tbr2 (1:1500; Millipore, AB2283), rabbit anti-Gsx2 (1:2000; Millipore, ABN162), rabbit anti-S100β (1:5000; Swant), rat anti-BrdU (1:1000; Abcam, ab6326), mouse anti-BrdU (G3G4) (1:1000; DSHB, 7/5118), rabbit anti-Tbr1 (1:500; Abcam, AB31940), chicken anti-GFP (1/1000; AVES), rabbit anti-Smad1/5/9 (1/250; Cell Signaling Technology, 13820S), rabbit anti-Id1 (1/500; biotech, BCH-1#37), rabbit anti-Aldh1l1 (1/500; Abcam, ab28897), chicken anti–β-galactosidase (1/2000; Abcam, ab9361), rabbit anti-activated caspase 3A (Cas3A; 1/1000; Millipore, Ab3623), rabbit anti–red fluorescent protein (1/500; MBL, PM005), and goat anti-mCherry (1/200; Sicgen, AB0081). Following extensive washing in 0.1 M PB with 0.4% Triton X-100 (PB-Tx), sections were incubated with appropriate secondary antibodies conjugated with Alexa Fluor 488, 555, or 647 (1:500; Life Technologies) for 2 hours at room temperature. Sections were washed and counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (1:5000; Life Technologies, D1306) and then mounted with Fluoromount-G (Clinisciences, 0100-01).

### RNAscope

A mouse brain (P12) was paraffined and serially sectioned using a Leica microtome at 5-μm thickness on TOMO slides. Sections were incubated at 60°C for 1 hour and then deparaffinized for 10 min with RNAscope hydrogen peroxide at room temperature and washed in distilled water. Samples were then treated with 1× target retrieval reagent for 15 min at 99°C. Next, samples were rinsed in distilled water for 15 s followed by a bath of ethanol 100% for 3 min at room temperature. Last, samples were surrounded by a hydrophobic barrier (Dako pen) and were allowed to dry overnight at room temperature. The day after, samples were covered with RNAscope Protease Plus for 30 min at 40°C and washed in distilled water. Hybridization of probes and amplification solutions was performed using the RNAscope Multiplex Fluorescent Reagent Kit V2 (catalog no. 323100) according to the manufacturer’s instructions. Probe combinations used were the following: Mm-Emx1 (#312261), Mm-Gsx2-C2 (#554261-C2), Mm-Hopx-C3 (#405161-C3), Mm-Emx1 (#312261), Mm-Bmpr1a-C2 (#312421-C2), and Mm-Hopx-C3 (#405161-C3). Samples were incubated with the probes mixed or with positive and negative control probes for 2 hours at 40°C. Samples were then washed with 1× buffer for 2 min at room temperature and incubated with RNAscope Multiplex FL V2 Amplification buffers (AMP1 to AMP3) for 30 min at 40°C and then washed in 1× buffer. This was followed by incubation with RNAscope Multiplex FL V2 HRP-C1 for 15 min at 40°C and then Opal 520 for 30 min at 40°C at 1:1500. Samples were incubated with a horseradish peroxidase (HRP) blocker RNAscope Multiplex FL V2 for 15 min at 40°C. The same procedure was done with Opal 570 and 690 for C2 and C3 probes. Last, samples were counterstained with DAPI for 30 s at room temperature and coverslipped in Fluoromount-G medium (Clinisciences, 0100-01). Parameters for image acquisition were defined using negative and positive controls and kept unchanged for acquisition of all images.

### Visium spatial transcriptomics

#### Mouse brain section preparation for Visium analysis

Tissue sections were prepared according to the standard Visium tissue preparation guide (10x Genomics, CG000408). Slices were mounted on Visium Gene Expression Slides (10x Genomics, 2000233) from the Visium Spatial for FFPE Gene Expression Kit (10x Genomics, PN-1000185, mouse transcriptome). Brains of one mouse at E17.5, P2, P12, and P22 perfused with PFA 4% and postfixed for 48 hours were used. Sections were selected to match to the microdissection area used for the scRNA-seq.

#### Tissue staining, imaging, and Visium library preparation

Tissue slices were processed according to the standard Deparaffinization and H&E Staining and Decrosslinking protocol (10x Genomics, CG000409). Briefly, slices were deparaffinized and stained with hematoxylin, followed by bluing and eosin staining. Slices were covered with mounting medium (85% glycerol) and coverslipped before imaging. Slides were imaged using the Pannoramic SCAN slide scanner (3D Histech) controlled by the Pannoramic Scanner Software. Straight after imaging, coverslips were removed and samples were directly processed according to the standard Visium Spatial Gene Expression protocol (10x Genomics, CG000407) using the Visium Spatial Gene Expression Slide and Reagent Kit (10x Genomics, PN-1000185). Decross-linking was then performed, and probes were immediately hybridized, ligated, released, and collected for library construction following manufacturer’s recommendations (10x Genomics, CG000409). Tissue-covered spots were quantified, and libraries were pooled according to their concentration and spot occupation on slides. Library pool was sequenced using NovaSeq 6000 (Illumina) using the recommended parameters: read 1, 28 cycles; i7 index, 10 cycles; i5 index, 10 cycles; and read 2, 50 cycles.

#### Visium spatial transcriptomics data analysis

Space Ranger version 1.3.0 was used to align reads on the mouse reference genome GRCm38 mm10 and to produce the count matrix. We achieved more than 8000 median genes per spot for each time points. Data analysis was done using Seurat (*60*) for count correction and using the SCTransform() function and SCUtility (*68*) for visualizing the gene expression per spot. We cropped the images of each section with the CropImages() function around the ventricle and selected the V-SVZ corresponding spots. The FeatureOverlay() was finally used to export a png image for all detected genes.

### Electroporations

The following plasmids were used in this study: pCX-GFP (gift of X. Morin, ENS, Paris, France), pPB-CAG-EmGFP (VB161220-1119syh; VectorBuilder Inc., Cyagen Bioscience, Santa Clara, CA, USA), pCMV-Hopx (Open Biosystems, MMM1013-202767606), pCMV-hyPBase (gift of L. Lόpez-Mascaraque, Instituto Cajal, Madrid, Spain), and pcDNA3-CAG-dnALK3 and pcDNA3-CAG-caALK3 [gift of K. Miyazono, University of Tokyo, Japan, corresponding to a dominant-negative form of Bmpr1a that lacks its intracellular domain (i.e., ∆ Bmpr1a) and a constitutively active form (i.e., CA Bmpr1a), respectively]. Plasmids were purified using the EndoFree Plasmid Kit according to the manufacturer’s protocol (QIAGEN, 12362). Plasmids were resuspended to a final concentration of 5 μg/μl. For postnatal fate mapping of pallial RG cells, coelectroporation of pPB-CAG-EmGFP and pCMV-hyPBase plasmids was done at E15.5. For Bmpr1a and Hopx manipulation, electroporation was directed toward the embryonic pallium at late embryogenesis time, i.e., E16.5, as previously described (*69*). EdU (50 mg/kg) was injected 24 hours before euthanasia (i.e. P2).

### Figures

Figures were assembled using Adobe Photoshop. Venn diagrams were done using the “Multiple List Comparator” available online (https://molbiotools.com/listcompare.php).

# Supplementary material for: Single-cell analysis of the postnatal dorsal V-SVZ reveals a role for Bmpr1a signaling in silencing pallial germinal activity
**Source:** Sci Adv. 2023 May 5;9(18):eabq7553. doi: 10.1126/sciadv.abq7553
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for tables S1 to S7

Supplementary Materials for  
**Single-cell analysis of the postnatal dorsal V-SVZ reveals a role for Bmpr1a  
signaling in silencing pallial germinal activity**

Guillaume Marcy *et al.*

*Sci. Adv.* **9**, eabq7553 (2023)  
DOI: 10.1126/sciadv.abq7553

**The PDF file includes:**

Figs. S1 to S9  
Legends for tables S1 to S7

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S7

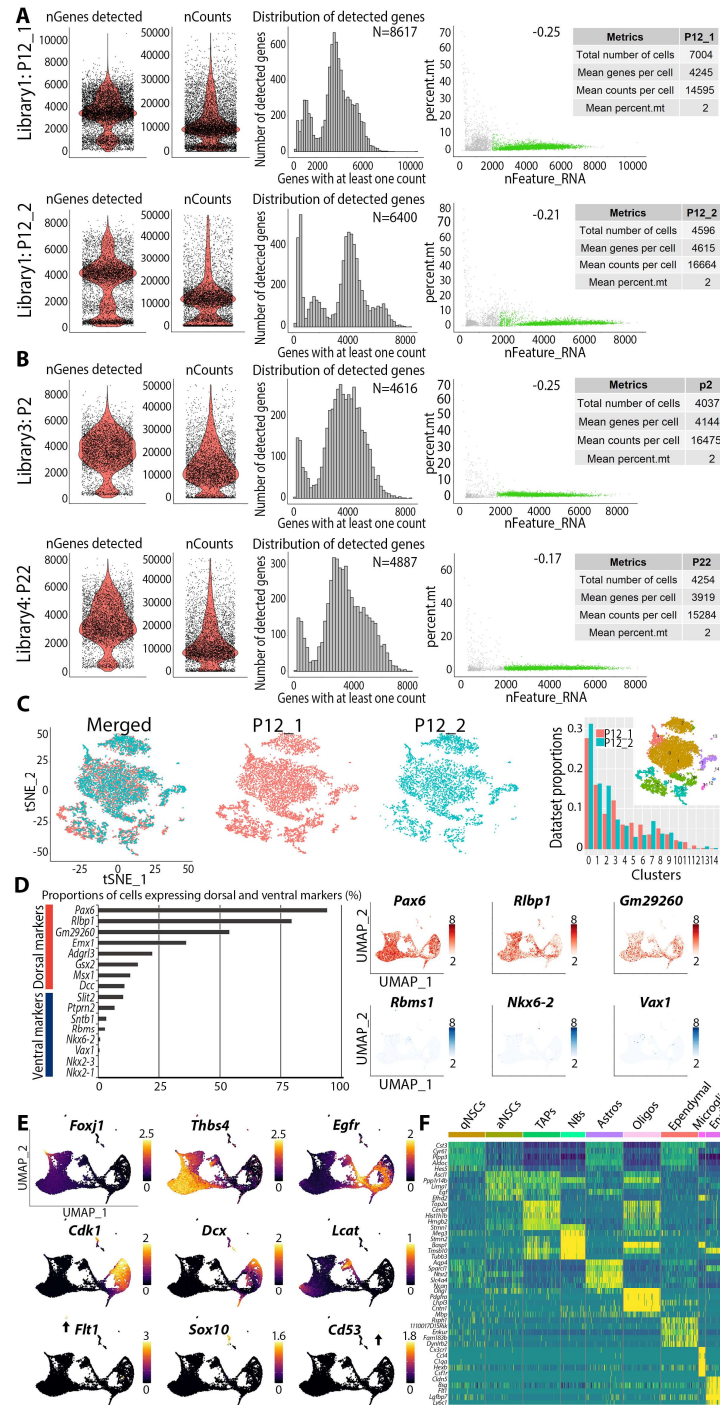

**Fig. S1. Data Metrics and Markers, related to Fig. 1.**

(A) Summary of metrics of the P12 replicates. Cells to be analyzed are selected based on the following criteria: percent.mt<10% and number of genes expressed >2000 & <8000. (B) Summary of metrics of the P2 and P22 additional datasets. Cells to be analyzed are selected based on the following criteria: percent.mt<10% and number of genes expressed >2000 & <8000. (C) The dimensionality reduction technique tSNE shows the great overlap of the P12 replicates. Their homogenous contribution to the 15 clusters are shown in percentage. (D) Percentage of cells expressing dorsal and ventral V-SVZ markers, and feature plots of most selected genes illustrating the precision of the microdissection approach. (E) Markers of the

main cell types observed in the dataset are shown as feature plots. **(F)** Heatmap depicting expression of top five markers distinguishing cell types.

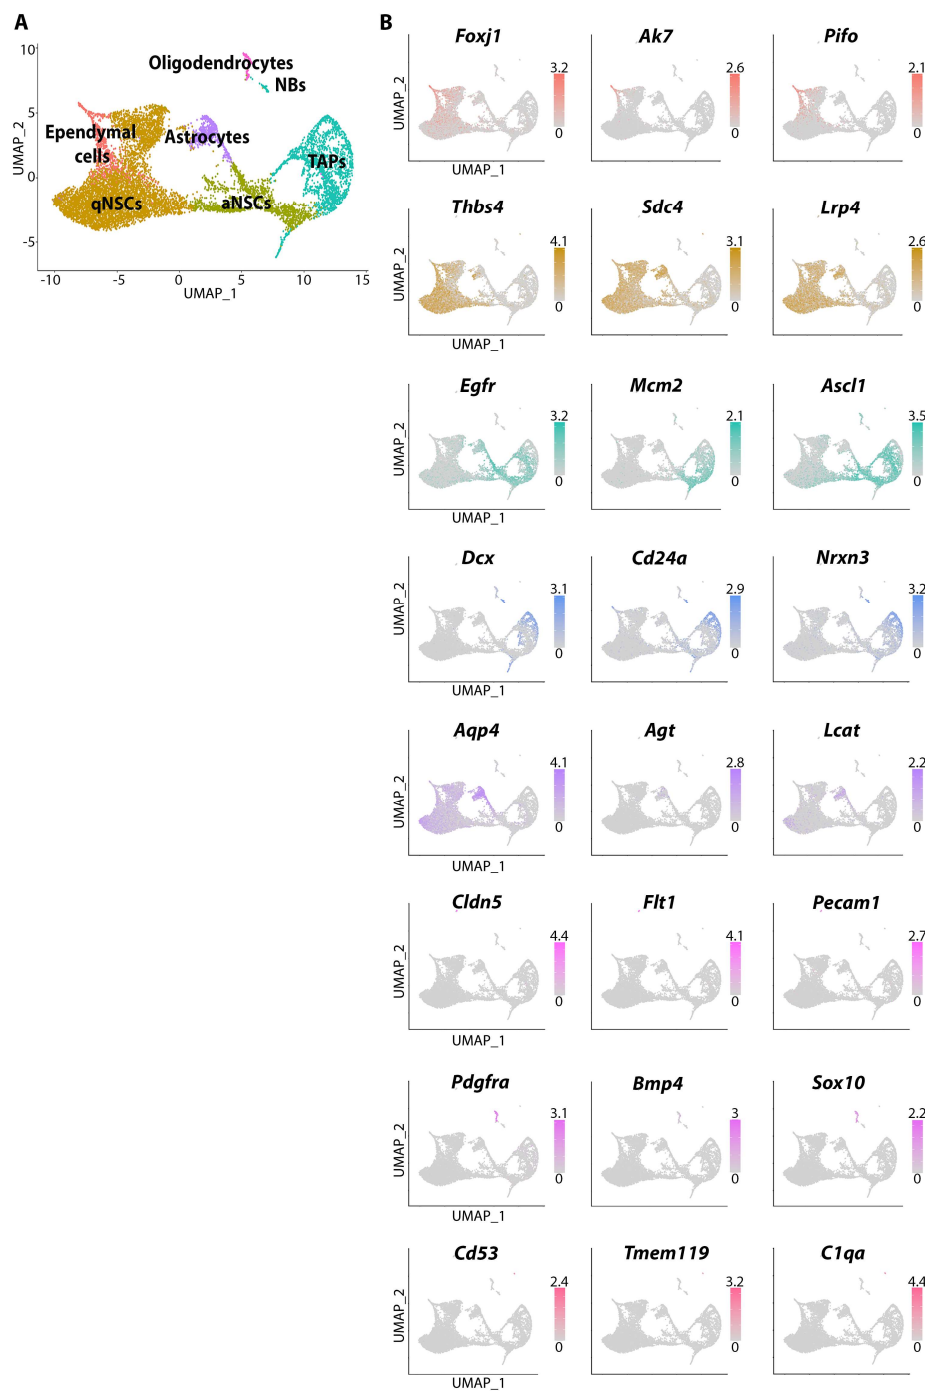

**Fig. S2. Markers defining cell types of the dorsal V-SVZ, related to Fig. 1.**  
**(A)** UMAP with simplified identity annotations. **(B)** Feature plots of markers used to define cell types. Note the overlap of aNSCs markers with TAPs.

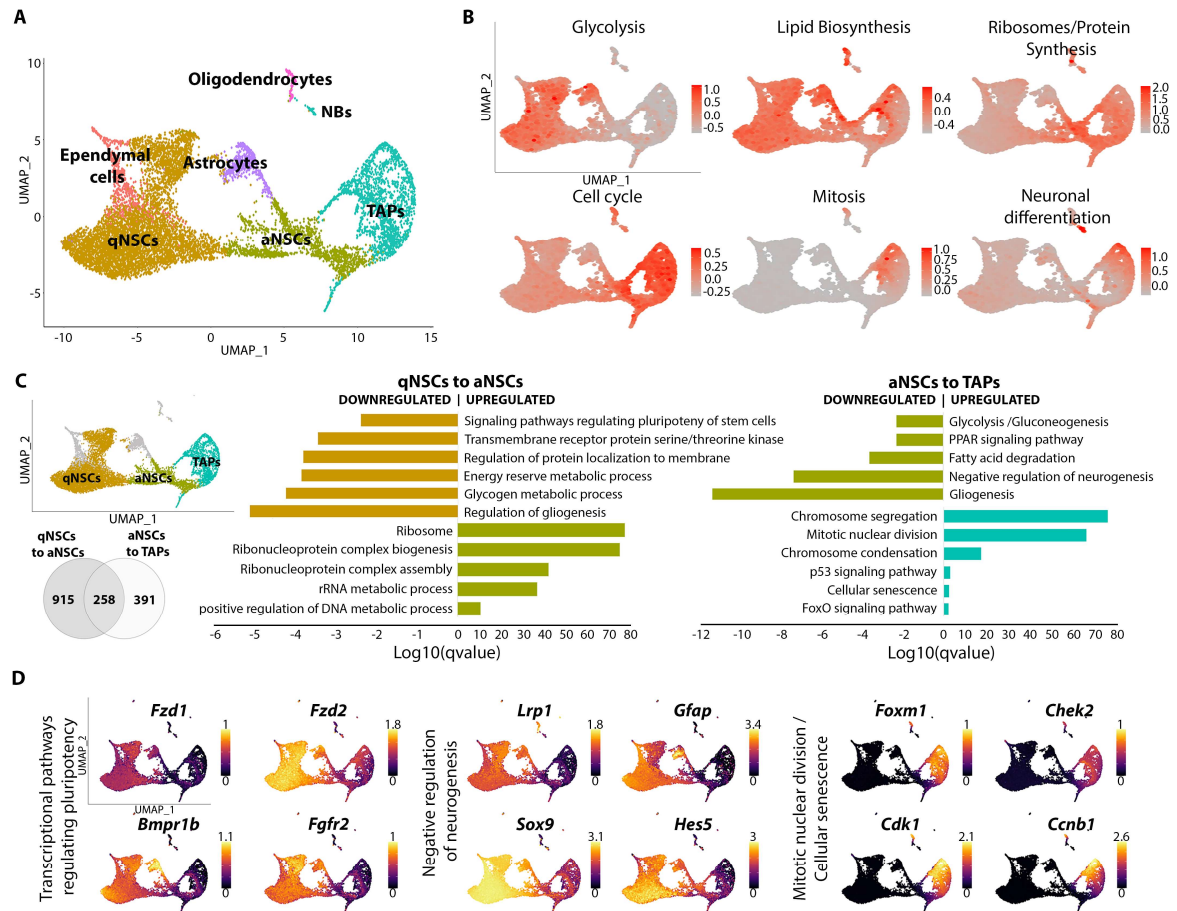

**Fig. S3. A core set of "generic genes" defines distinct cellular states, related to Fig. 1.** (A) UMAP with simplified identity annotations. (B) Percentage of expression of top 20 genes associated with previously described markers reflecting state transitions along the neurogenic lineage (10). Dormancy is associated with high glycolytic and lipid metabolisms. Lipogenesis has recently emerged as a key metabolic pathway in hippocampal NSC maintenance (15). (C) Gene ontology and pathway analyses on "generic genes" allowing transition between qNSCs, aNSCs and TAPs. (D) Select genes from regulated gene sets illustrating the dynamics of gene expression during differentiation progression. Note the persistent downregulation of genes involved in gliogenesis as well as glycolytic metabolism to allow differentiation progression.

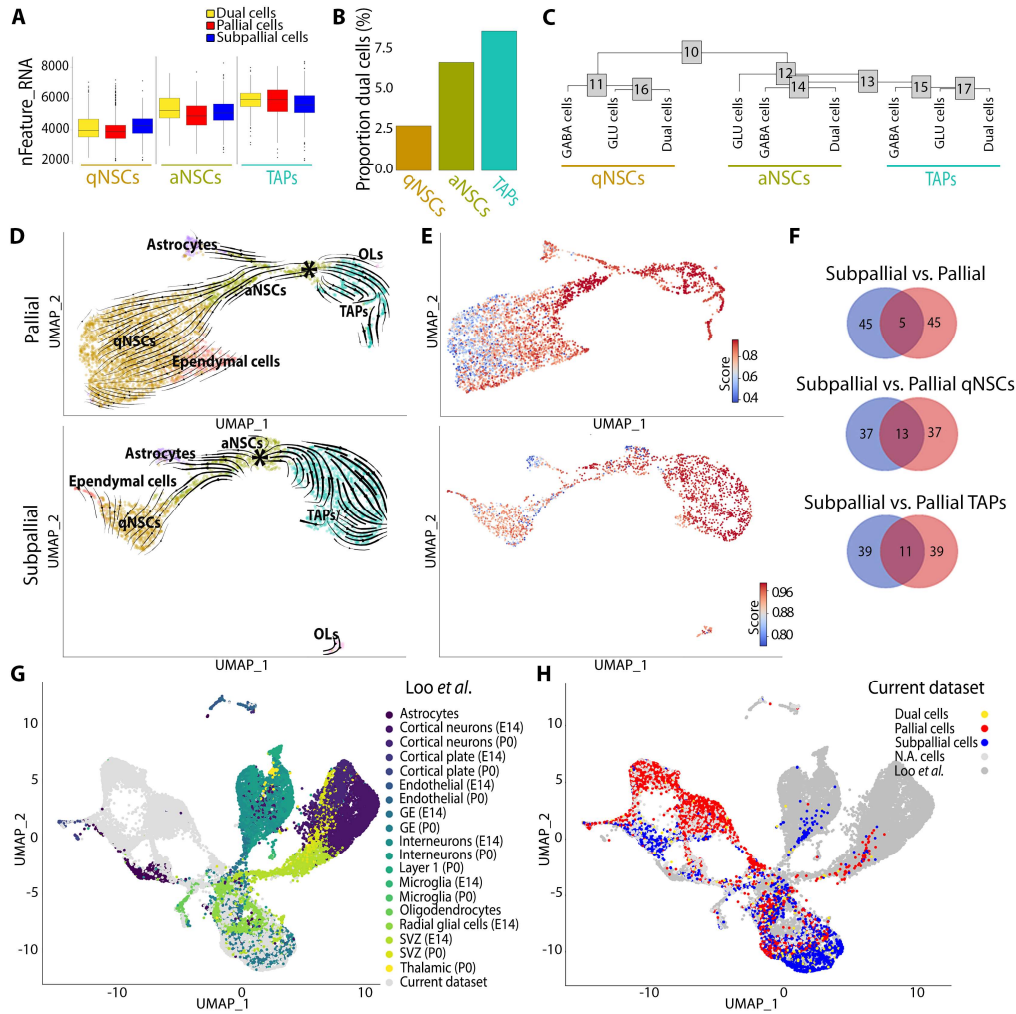

**Fig. S4. Pallial and subpallial lineages coexist within the dorsal V-SVZ, related to Fig. 2 & 3.**

(A to C) Dual cells are not doublets as confirmed by a similar average number of detected genes compared to pallial cells and subpallial cells (A). Dual cells proportions within V-SVZ cell types (B). Hierarchical tree shows gradual identity switch of dual cells from a pallial to a subpallial identity (C). (D to E) RNA velocity analysis (stochastic model – scVelo) highlights the trajectories cells of the pallial (top) and subpallial (bottom) lineages (D), with high confidence values (E). NBs not included. (F) Ven diagram illustrating the minimal overlap of top 50 genes contributing to the velocity calculated in both lineages, qNSCs or TAPs. (G and H) UMAP plots of integrated datasets presented in Fig. 3A, with identities of Loo datasets (G), and of pallial and subpallial cells from current P12 dataset (H).

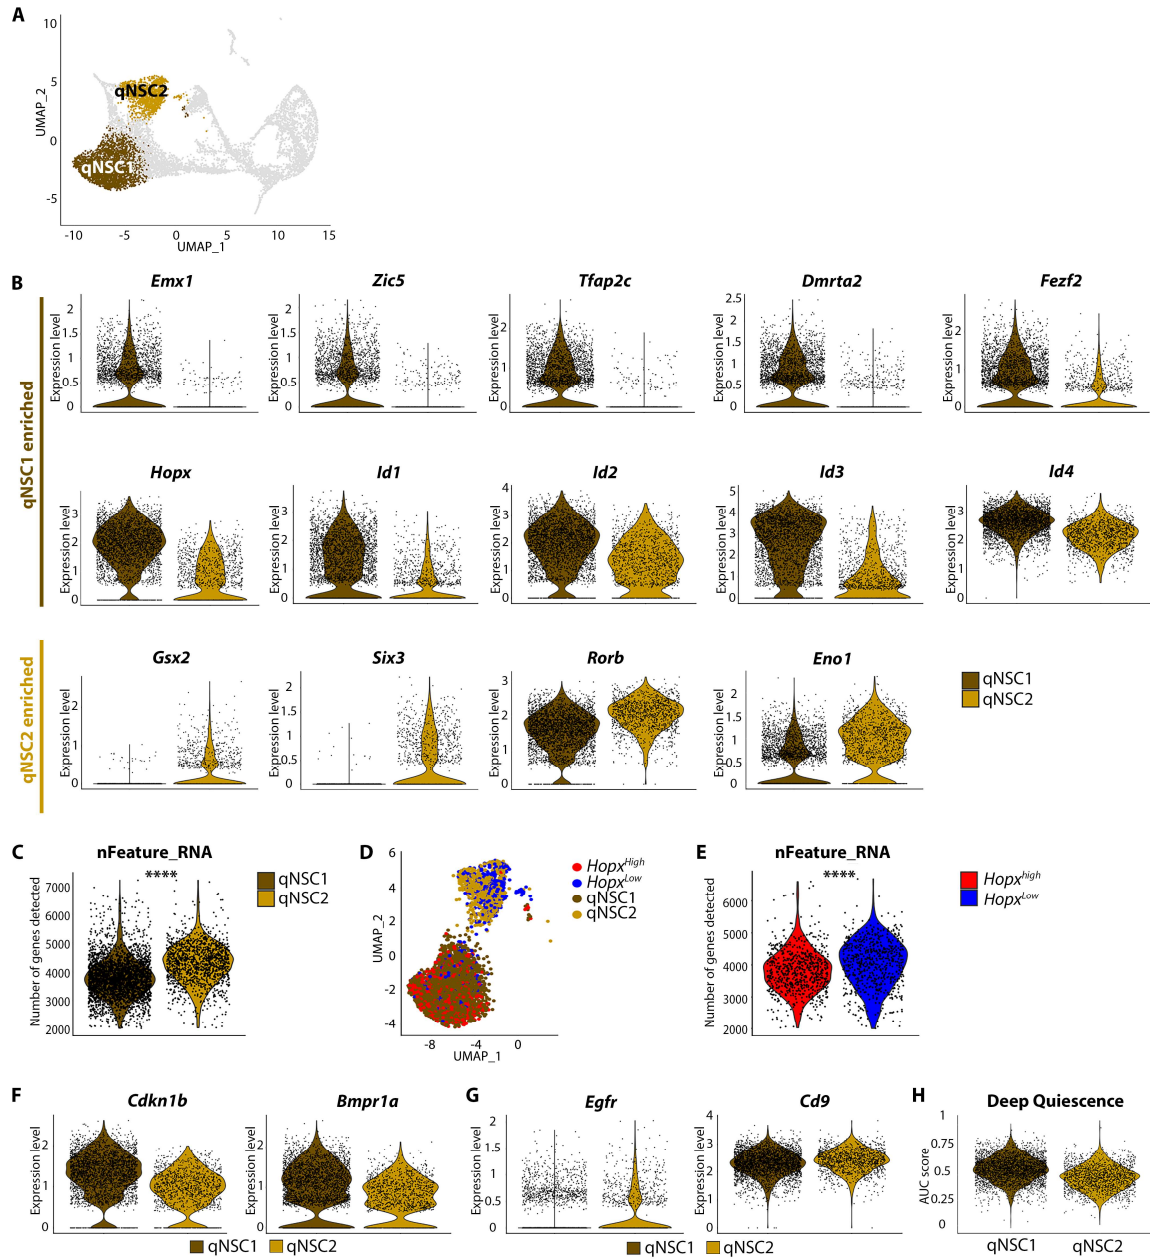

**Fig. S5. Pallial and subpallial qNSCs differ in their transcriptional profile and transcript content, related to Fig. 4.**

(A) UMAP plot highlighting qNSC1 and qNSC2 subclusters. (B) Violin plots illustrating expression of transcription factors/transcriptional regulators enriched in qNSC1 and qNSC2. (C) Violin plots illustrating the lower transcript content of qNSC1 when compared qNSC2. (D) UMAP plot showing enrichment of *Hopx*<sup>Hight</sup> cells in qNSC1, while *Hopx*<sup>Low</sup> cells are mainly associated to qNSC2. (E) Violin plot showing accordingly higher transcript content in *Hopx*<sup>Low</sup> cells when compared to *Hopx*<sup>Hight</sup> cells. (F to H) Violin plots illustrating the enrichment of genes associated to deep quiescence (F) or primed quiescence (G), and calculation of a “deep quiescence” AUC score (H) using markers defined by (25).

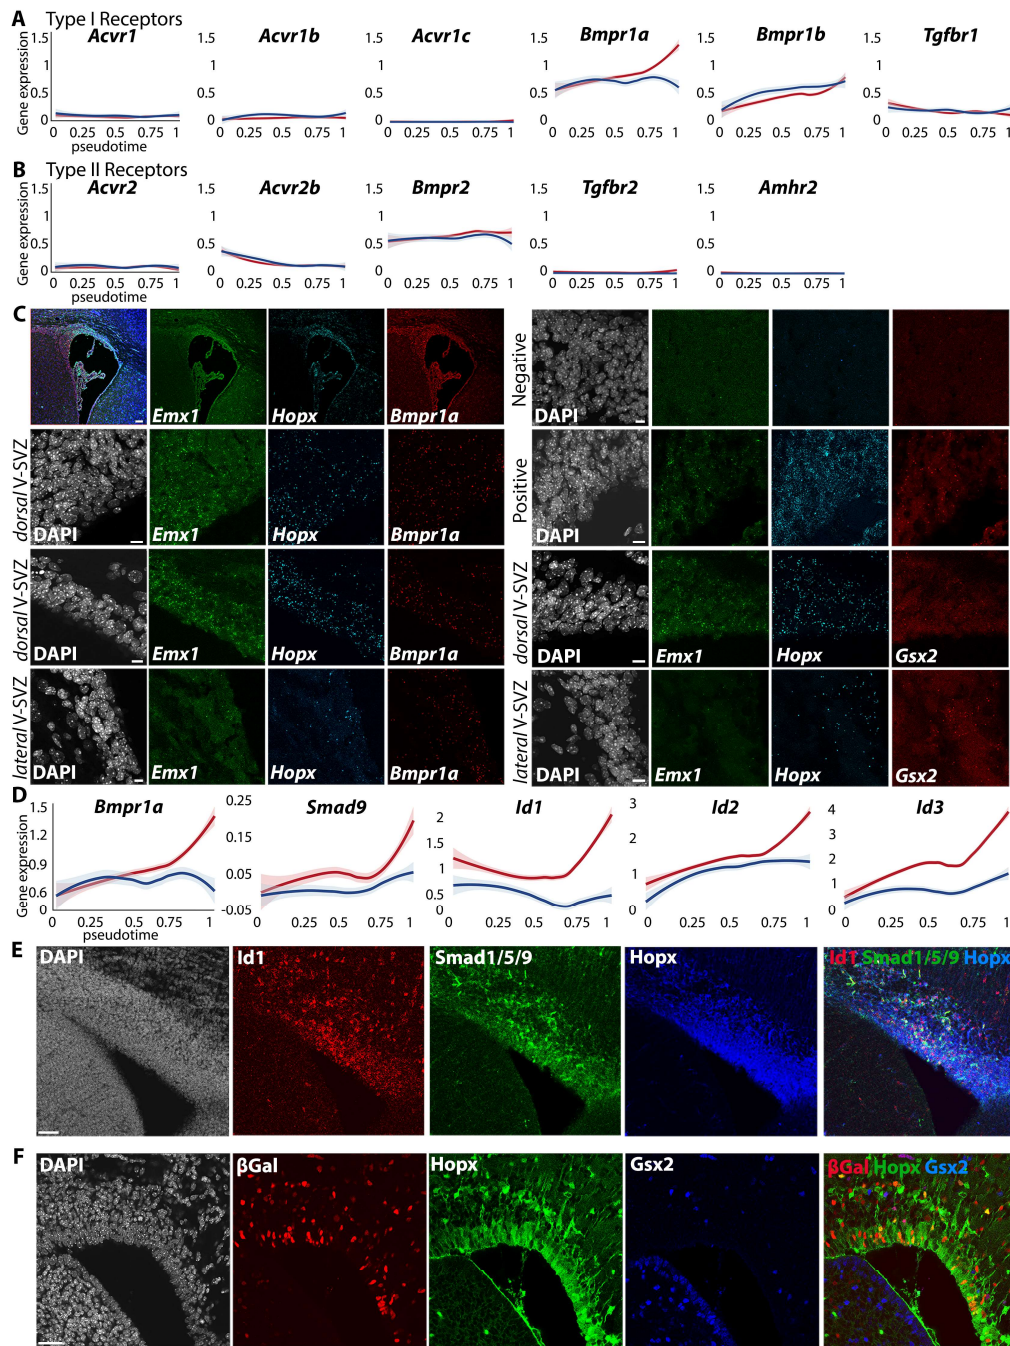

**Fig. S6. The dorsal V-SVZ shows high TGFb/Wnt signaling activity and contains pallial qNSCs showing high *Bmpr1a* receptor expression and signaling, related to Fig. 5.**

(A and B) Pseudotime analysis of type I receptors (A) and type II receptors (B) expression in the pallial and subpallial trajectories. (C) Expression of *Emx1* (green), *Bmpr1a* (red), *Gsx2* (red) and *Hopx* (blue) RNA in the dorsal and lateral V-SVZ with positive and negative controls of the experiment, shown by RNAScope. (D) Pseudotime analysis of *Bmpr1a* and downstream effector (*Smad9*) and target genes (*Id1/2/3*) expression in the pallial and subpallial quiescence trajectories. (E) IHC for BMP-signaling effector *Smad1/5/9*, its downstream target *Id1* and the qNSC pallial marker *Hopx*. (F) IHC for the canonical Wnt pathway reporter BAT-gal, the qNSC pallial marker *Hopx* and the subpallial marker *Gsx2*. Note the dorsal activity of both

BMP and Wnt canonical signaling within the postnatal V-SVZ. Scale bars: 50 $\mu$ m (overview, C); 10 $\mu$ m (C); 50 $\mu$ m (E & F).

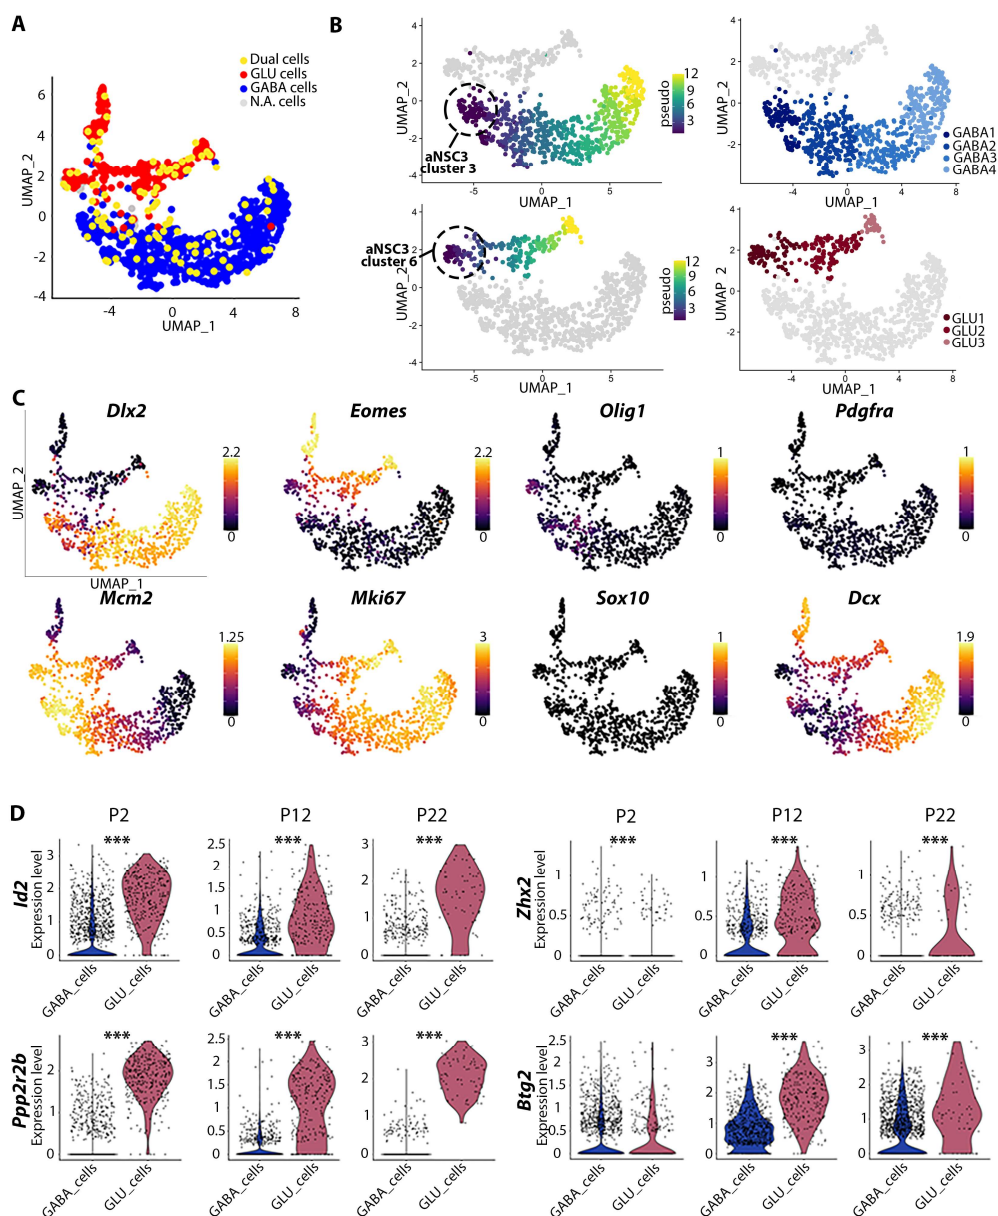

**Fig. S7. characterization of GLU and GABA cells within the neuronal trajectory, *related to Fig. 5.***

**(A)** UMAP plots highlighting distribution of GLU, GABA and Dual cells within the neuronal trajectory. **(B)** Pseudotime analysis within cycling GLU and GABA cells, and related subclusters. **(C)** Feature plots illustrating expression of various cell types or cell status markers. **(D)** Violin plots illustrating selected genes from representative GO terms over-represented in GLU cells at P2, P12 and P22.

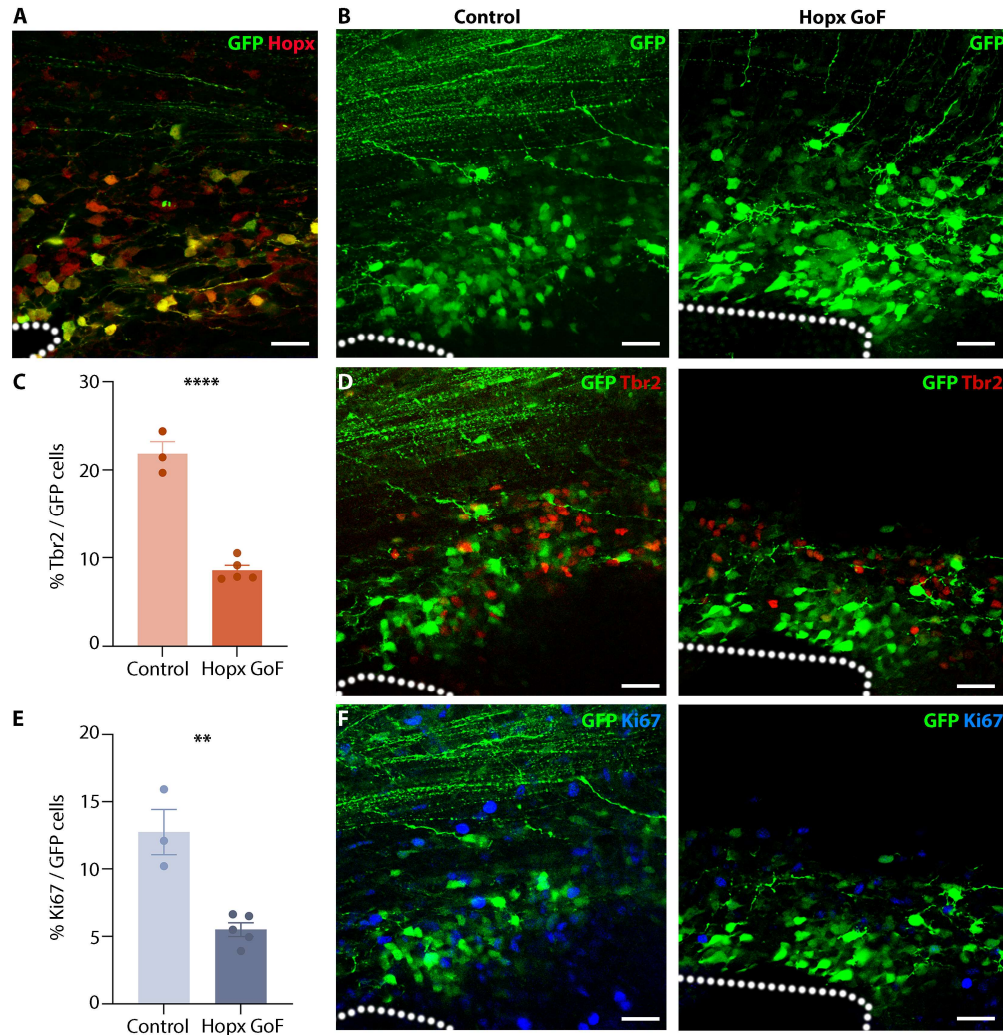

**Fig. S8. Hopx gain-of-function reproduces the phenotype observed following CA Bmpr1a overexpression, related to Fig. 7.**

(A) Representative images of the *dorsal* V-SVZ at P3, electroporated with Hopx plasmid at E16.5. Note the intense Hopx expression in most electroporated (GFP+) cells, while surrounding GFP- cells express lower Hopx levels. The location of the ventricular lumen is indicated by a dotted line. (B) Representative overviews of V-SVZ and overlying corpus callosum (CC) in control and Hopx GoF mice. Note the similarity of the Hopx GoF phenotype with the one observed following CA Bmpr1a overexpression, i.e. accumulation of cells showing a radial morphology within the V-SVZ at P3 and delay of axon growth within the CC. (C to F) Graphs showing the % of GFP+ electroporated cells expressing Tbr2 (C) or Ki67 (E) and illustrative IHC for the pallial progenitor (Tbr2, red, D) and proliferative (Ki67, blue, F). N = 3 and 5 for control and GoF respectively. Unpaired t-test was performed. Error bars indicate the SEM. Scale bars: 20µm.

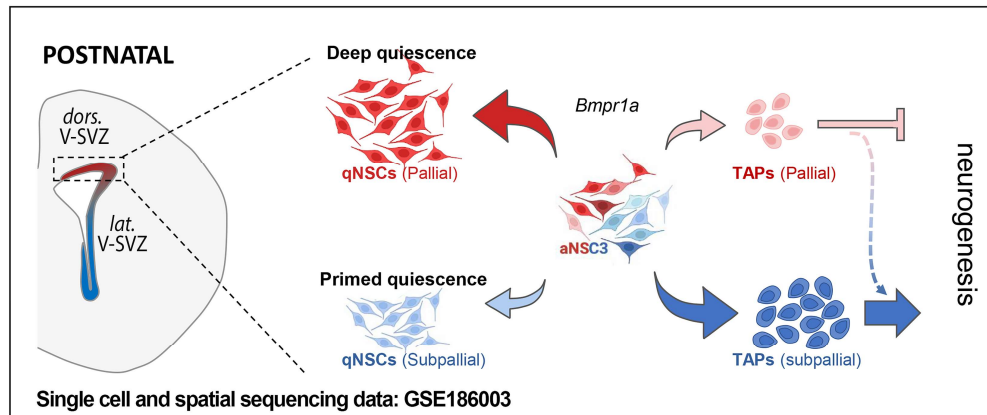

**Fig. S9. Graphical abstract summarizing the main findings of this study.** Dors V-SVZ, lat V-SVZ: *dorsal* and *lateral* ventricular-subventricular zone, respectively.

## TABLES

**Table S1: ORA\_subclusters\_aNSCs.** Gene ontology analysis (simplified biological processes) for genes enriched in all aNSCs subclusters. Related to Fig. 2C.

**Table S2: aNSC3\_subclusters\_markers.** Genes enriched in aNSC3 subclusters. Related to Fig. 2D&E.

**Table S3: ORA\_HopxHigh\_vs\_Low\_qNSCs.** Over-representation analysis for GO simplified biological processes, KEGG and Reactome pathways in qNSCs showing high or low levels of *Hopx* expression. Related to Fig. 5A.

**Table S4: GSEA\_HopxHigh\_vs\_Low\_qNSCs.** Ranked gene list and GSEA reports for gene sets enriched in *Hopx*<sup>High</sup> and *Hopx*<sup>Low</sup> qNSCs. Related to Fig. 5B.

**Table S5: GSEA\_pallial\_vs\_subpallial\_qNSC\_trajectories.** Curated gene set enrichment analysis performed at 1<sup>st</sup> and 2<sup>nd</sup> transition steps of the pallial and subpallial qNSCs trajectories. Related to Fig. 5E.

**Table S6: ORA\_GLU\_vs\_GABA\_cells.** Gene ontology analysis (simplified biological processes) for genes enriched in GLU or GABA cells. Related to Fig. 6E&F.

**Table S7: Markers\_of\_signatures.** Gene contributing to signatures used in specified analyses.

How the deposited data were processed for this re-analysis (not part of the article)

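The dorsal V-SVZ of OF1 mice was microdissected at P2, P12 and P22, and single cells were sequenced with 10x Chromium chemistry V3. The files hold 4 libraries, 2 at P12 (replicates 1 and 2) and 1 each at P2 and P22. As deposited, they hold UMI counts for 31053 genes, which the authors made with Cell Ranger against mm10 for barcodes it called as cells, as whole numbers without normalization. The file headers name Cell Ranger 3.1.0 for the P12 libraries and 5.0.1 for those of P2 and P22, so that this version goes with age. The libraries held 4608 (P2), 8617 (P12 replicate 1), 6400 (P12 replicate 2) and 4880 (P22) barcodes.

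The study states 2 filters on cells, 2500 to 7500 detected genes in its methods and 2000 to 8000 in the legend of fig. S1, both with at most 10% mitochondrial counts. The legend's filter was used, because its cell numbers at P2 and P22 lay 34 cells off those stated, against 686 for the other, although at P12 the other came closer to the stated cell number, and this was settled from cell numbers before expression was examined. It kept 4027, 7004, 4596 and 4230 cells, with medians of 14303, 11853.5, 13899.5 and 11996 UMIs. A median P12 cell thus holds about one UMI of a transcript at 100 CPM, and a share of cells with a UMI of a weak gene moves with depth. For this reason shares were also computed with every cell thinned to 5000 UMIs. Scrublet, run through scanpy 1.11.5, called 42, 108, 3 and 47 doublets. In P12 replicate 2 its threshold lay so high that it called 0.0653% of cells, so leaving out the 5% of cells with the highest scores was added as an alternative.

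The P12 cells were clustered with Seurat 5.3.0 in R 4.3.3, after the study's description, with 2000 variable genes, anchor integration of both libraries, 20 components and resolution 0.5. The 105 genes of the regional gates, of the study's named markers and of the lists of TGFβ/BMP receptors, ligands and BMP response genes were held out, which left 1964 clustering genes. The TGFβ hallmark was not held out beyond its overlap with these. Apart from these, the genes tested between clusters had also helped to form the clusters. As an alternative, cells were clustered on a random share of 0.5 of their UMIs and tested on the rest, and 93.7% of cells kept the name of their class. Clusters were named from marker lists, and those of qNSC-like cells were called pallial (clusters 0 and 1) or subpallial (cluster 2) by the regional genes held out. P2 and P22 cells took their names by label transfer from P12. The linear algebra ran on a single thread. An earlier run in which the number of threads was not fixed gave slightly other clusters under the other filter on cells and on the share of UMIs, with the main clusters unchanged, and the cause was not tested.

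Pallial cells have a log-normalized value above 0.25 of Emx1, Neurod1, Neurod6, Neurog2 or Tbr1 and none of Gsx2, Dlx6, Dlx5, Sp9, Dlx2 or Gad1, subpallial cells the reverse, and dual cells both. GLU and GABA cells are the pallial and subpallial cells among TAP-like and neuroblast-like cells without an Olig1 or Olig2 UMI. Hopx-high and Hopx-low qNSC-like cells lie above 2.5 and below 0.4. The astrocyte and deep quiescence scores are areas under the recovery curve within the top 5% of each cell's ranked genes.

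Cells are not replicates. For each comparison at P12 the UMIs of a class were summed per library, with at least 20 cells, and the sums compared with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, library as block, Benjamini-Hochberg over all genes tested, threshold 0.05). This leaves 1 residual degree of freedom per gene, and the test rests on the spread shared among genes. CPM are given as mean and SD over the replicates, on TMM-adjusted totals in the tested comparisons. GLU cells of P2 were compared with those of P12 and P22 without a block. Genes that define a class were not counted as results. Gene lists of at least 5 tested genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01. With a correlation estimated from the data no list passed. With 1 residual degree of freedom this version could hardly pass for any list, so that it does not test how firm the lists are. Lists from Table S7 were examined by the study on these libraries, so that their directions are not independent evidence, and the lists of mitochondrial ribosomal, cytoplasmic ribosomal and oxidative phosphorylation genes were chosen after the data were seen. Camera was also run between ages, where P2 has 1 library, and is not used there. Shares have exact Clopper-Pearson and CPM exact Poisson 95% intervals, and a share of 0 is given the limit that 3 counts of the total would make.

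In a test on simulated data, 200 genes were changed at random in each comparison. At a log2 fold change of 1, 100% were recovered from qNSC to aNSC, 99% from aNSC to TAP, 100% between pallial and subpallial qNSC, 94% for Hopx, 69% between GLU and GABA cells and 1% between GLU cells of P2 and later, where 24% were recovered at a log2 fold change of 2. The last comparison can thus show large changes only.

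The genes named were fixed by a rule, namely every gene the paper names for a comparison, the 8 largest called changes each way with at least 50 CPM in the higher class and 1 direction in both replicates, and up to 4 genes with the smallest p of each list reported. Gate genes, mitochondrial genes and unnamed gene models were left out of the second part. A few genes that met the rule are not printed. Gene positions are those of GENCODE vM21 on GRCm38. Histone genes and Tuba1c have close copies and may share reads, so their levels are uncertain. Some genes overlap others, as Slc17a6 overlaps Gm45072 on the same strand, while Hopx and Hopxos lie on opposite strands.

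The alternatives were the other filter, leaving out doublets, DESeq2 1.42.0, no filter on low counts, library sizes without TMM, no block, all libraries, a spread shared over all P12 classes, thinning, resolution 0.8, the study's marker thresholds, other class and gate definitions, and leaving out each replicate. Numerical work used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9. Velocity, pseudotime, integration with other datasets, spatial data, histology and electroporation were not re-analysed.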

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

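The depth tests of both patterns at P12, the tests of pallial tissue and of free RNA, and the test without the 5% highest doublet scores, whose setting came later than its prediction, were chosen only after the results were seen, while the tests of damaged cells, of ventral lineage and of doublets among Nkx2-1 cells were set before.

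Some signals that the paper does not analyse at P2 or P22 stood above their level at P12. At P2, 1.66% of cells had a UMI of the ventral transcription factor gene Nkx2-1 (67 cells, 95% interval 1.29 to 2.11), against 0.00862% at P12. Nkx2-3 had a UMI in 1.76% of P2 cells (71 cells, 1.38 to 2.22), against 0.0259% at P12. Microglia-like cells were 1.77% of P22 cells (75 cells, 1.40 to 2.22), against 0.155% at P12. With 1 library each at P2 and P22, age and library cannot be separated.

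The Nkx2-1 cells of P2 were mostly GABAergic neuroblast-like (60 of 67). Free RNA is argued against, since 74.6% of them had 2 or more Nkx2-1 UMIs (95% interval 62.5 to 84.5). Cells of a ventral lineage may have been in the dissection, as 92.5% had a UMI of Lhx6, Lhx8 or Nxph1 (83.4 to 97.5), against 17.5% of other P2 cells, with Lhx6 in 85.1 against 1.41%. Doublets stay open, since their median doublet score lay at percentile 83.5 of P2 cells, although their median of 14335 UMIs was close to the 14290 of other cells and such a doublet would still need a ventral cell. Nkx2-3 was found in 1 of these 67 cells, so that the Nkx2-3 signal lies in other cells.

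Pallial qNSC-like cells had fewer detected genes than subpallial ones at P12. Thinned to 5000 UMIs they lay 0.268% below subpallial cells in replicate 1 and -0.503% in replicate 2, which points to fewer UMIs per cell as the source of the gap in genes. Doublets among subpallial cells are argued against, since without the 5% highest doublet scores the gap was 11.0 and 10.3%. So are damaged pallial cells, whose mean mitochondrial share was 0.898 and 0.954 times that of subpallial cells. Whether pallial cells hold less RNA or lose more of it was not tested.

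The GLU share of the neuronal trajectory differed between the P12 replicates. Depth is argued against as the whole source, since thinned the share of replicate 2 was still 2.50 times that of replicate 1 (95% interval 1.99 to 3.14). So is free RNA of Neurod1, Neurod6, Neurog2 or Tbr1 in replicate 2 as the whole source. Of 299 thinned astrocyte-like cells, 0.669% had a UMI of any of these genes (95% interval 0.0811 to 2.40). Emx1, which also opens the gate, was left out of this background, so that its free RNA was not tested on its own. Where a gate needs 2 thinned UMIs, the GLU share of replicate 2 was 2.08 times that of replicate 1 (1.503 to 2.87). More pallial tissue in replicate 2 stays open. Pallial cells were fewer among its gated qNSC-like cells, 72.4% (70.1 to 74.6) against 77.4% in replicate 1 (75.3 to 79.5), and more among its gated aNSC-like cells, 58.3% (50.0 to 66.2) against 33.5% (28.9 to 38.3). A difference between the mice may remain as well, for which the design gives no test.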

How the results depend on the processing

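Leaving out the 5% of cells with the highest doublet scores, counting glutamatergic neuroblast-like cells in the pallial share, TAP-like cells alone between GLU and GABA, and the denominators of TAP-like cells alone or with glutamatergic neuroblast-like cells were chosen after seeing the data, the other alternatives before the data were examined. Of the values that answer a comparison, 256 stayed within their limits under an alternative, 92 moved and 1 reversed. Of those for single genes, 3228 kept direction and any call made, 122 gained and 160 lost the call and 9 reversed. The 3228 include P12 fits without 1 replicate, where no call was made and only direction was compared. Except where a sentence names one, the cause was not tested.

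When the replicate block was left out, 6350 genes passed from qNSC to aNSC, 458 from aNSC to TAP, 232 between pallial and subpallial qNSC, 112 between Hopx-high and Hopx-low and 16 between GLU and GABA, and 81 of 222 values of named genes lost their call. With a correlation estimated from the data 0 lists passed in each comparison, which 1 residual degree of freedom at P12 made all but certain, so that no conclusion is drawn from it. With DESeq2, 2555 genes passed from aNSC to TAP, 1722 between pallial and subpallial qNSC, 471 for Hopx, 235 between GLU and GABA and 250 in GLU cells between P2 and later. With a shared spread, 2003 passed between pallial and subpallial qNSC, 844 for Hopx and 983 between GLU and GABA. Without the filter on low counts 1039 genes passed between GLU and GABA and 759 in GLU cells between P2 and later, and with all libraries 1082 between GLU and GABA. In GLU cells between P2 and later, leaving out 1 library gave 67 to 3613 genes, the highest without P22 and the lowest without P12 replicate 1 (338 without P12 replicate 2).

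Shares and scores at P12 are means of the 2 replicates in this part, and can differ from shares over the pooled cells. Thinned to 5000 UMIs, the gap in detected genes between pallial and subpallial qNSC reversed to -0.117% and that between Hopx-low and Hopx-high became 0.600%, which follows from equal UMIs per cell. Fewer cells then had a UMI of Emx1 (19.4%), Gsx2 (7.00%), Msx1 (6.59%) and Vax1 (0.202%), 21.2% were pallial, 0.868% were dual, and qNSC held 65.9% of Emx1 cells. Observed over expected co-detection in aNSC became 0.314 for Emx1 and Gsx2, 0.0646 for Dlx2 and Neurog2, 0.645 for Dlx2 and Olig2 and 0.114 for Neurog2 and Olig2. The pallial share at P2 was 18.8%, the difference in deep quiescence score 0.0388, the GLU share at P2 11.6%, the share with Mki67 at P2 5.63% of GLU and 19.2% of GABA cells, and postmitotic GLU cells were 82.0% at P2 and 65.4% at P22. 1034 genes passed for Hopx and 20 in GLU cells between P2 and later. The pallial to subpallial ratio of Bmpr1a as a share of thinned cells was 1.23.

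With at least 2 UMIs for the gates, 17.8% of P12 cells were pallial, 14.1% subpallial and 0.539% dual, qNSC held 57.6% of Emx1 cells, the pallial share was 22.4% at P2 and 6.402% at P22, the GLU share 12.6 and 3.19% and the GABA share 84.9 and 95.3%. With the study's marker thresholds qNSC were 8.72, TAP 2.69, astrocytes 1.22 and neuroblasts 3.87% of cells, qNSC held 10.4% of Emx1 cells, and the pallial share was 39.2% at P2 and 13.3% at P22. With the study's gates in qNSC the gap in genes was 8.07% and 2436 genes passed.

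With neuroblasts and oligodendroglia included the pallial share was 17.7% at P2 and 6.07% at P22, and with glutamatergic neuroblast-like cells included 36.6 and 11.1%. Among TAP-like cells the GLU share was 3.25% at P2 and 1.08% at P22 and the GABA share 86.0 and 92.2%, and with glutamatergic neuroblast-like cells 32.7, 6.45, 50.9 and 84.5%. Defined by Eomes or Neurog2, GLU cells were 4.76% and GABA cells 85.2% at P2, and 2 genes passed in GLU cells between P2 and later. Ependymal cells were 5.61% with the other filter on cells, 1.66% at resolution 0.8 and 5.54% without the highest doublet scores, and the pallial share at P22 7.83% with the other filter. Without called doublets the co-detection ratio of Emx1 and Gsx2 was 0.509. Without the highest doublet scores it was 0.493, that of Neurog2 and Olig2 0.375, and 279 genes passed between GLU and GABA. As mean log expression the differences in score were -0.187 (astrocyte) and 0.107 (deep quiescence). Within pallial qNSC 1047 genes passed for Hopx, and within cycling cells 89 between GLU and GABA.

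Single genes reversed as follows. Within pallial qNSC, Hopx-high over Hopx-low cells, Eno1 turned to 0.17, Egfr to 0.14, Meg3 to 1.30, Echs1 to 0.12 and Tnr to -0.10. In the same comparison Cd9 was at -0.30 without P12 replicate 1 and turned to 0.0521 without P12 replicate 2, and Cpt1a to 0.11 when thinned, neither of which had passed. With the study's marker thresholds Dlx1 turned to -8.14 from qNSC to aNSC, where Dlx1 is part of the definition, and Ung to 0.25 from aNSC to TAP.

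Depth limits genes of a few CPM, and the number of cells limits GLU cells at P22 (39) and GABA cells of P12 replicate 2 (61). For the comparisons at P12, leaving out a replicate leaves 1 pair, so that only fold changes were computed.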

Differences from the paper's values

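The paper gives 17% of P12 cells as aNSC, against 8.60% here. None of the alternatives set before the data were examined comes within 1.5 times the paper's value, with 8.91% under the other filter, 10.9% with marker thresholds, 8.46% at resolution 0.8, 8.43% without doublets, 8.67% thinned, and 5.81 and 10.4% without P12 replicate 1 or 2. The clusters named aNSC-like here need not hold the same cells as the paper's.

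Between the qNSC clusters the paper has about 280 genes in Fig. 4B, read by eye, and 4654 passed here. The paper's test took cells as replicates and this one libraries, and the thresholds differ. The cells differ too, since the paper set qNSC1 against qNSC2 without qNSC3, while both pallial clusters were pooled here, and no alternative took a single pallial cluster. Of the alternatives set before the data were examined, no replicate block has 232 genes, within 1.5 times, and the others do not, with 4605 (other filter), 3273 (thinned), 4597 (without doublets), 4443 (resolution 0.8), 2436 (the study's gates), 1722 (DESeq2), 4552 (no filter on low counts), 4388 (without TMM), 3162 (all libraries), 2003 (shared spread) and 3272 (clustered on a part of the UMIs).

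The paper counts 651 Hopx-low cells, against 986 here. Of the alternatives set before the data were examined, the other filter with 968 cells comes within 1.5 times, and thinning with 1707 and leaving out doublets with 985 do not. Leaving out the highest doublet scores, chosen after seeing the values, gives 952.

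For GLU cells the paper has about 41% at P2 and about 10% at P22 in Fig. 6D, read by eye, among its TAPs, and here they were 9.96 and 2.15% of TAP-like and neuroblast-like cells without Olig1 or Olig2. For GABA cells it has about 26% at P2 and about 30% at P22, against 82.5 and 94.0%. The denominators differ. None of the alternatives set before the data were examined comes within 1.5 times these 4 values, which were the other filter (10.6, 2.41, 81.2 and 93.3%), thinning (11.6, 2.46, 82.9 and 93.4%), leaving out doublets (9.98, 2.06, 83.0 and 94.3%), at least 2 UMIs (12.6, 3.19, 84.9 and 95.3%) and the Eomes or Neurog2 definition (4.76, 1.76, 85.2 and 93.2%). TAP-like and glutamatergic neuroblast-like cells as the denominator, chosen after seeing the values, give 32.7% GLU cells at P2, within 1.5 times, and 6.45% at P22, 50.9 and 84.5% GABA cells, which are not.

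The pallial share by age of the paper, about 37% at P2, about 62% at P12 and about 11% at P22 in the figure, read by eye, lay within 1.5 times the values here (25.1, 61.8 and 9.16%). With glutamatergic neuroblast-like cells included, chosen after seeing the values, they were 36.6, 62.2 and 11.1%.

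Some statements on genes differ as well. The paper has Cd9 and Cpt1a higher in subpallial qNSC, in a comparison that leaves out its intermediate qNSC cluster. Here, with both pallial clusters pooled, their log2 fold changes of pallial over subpallial cells were -0.15 and -0.12 and did not pass. Cdkn1b, Egfr and Vcam1 passed in the paper's direction. At resolution 0.8 Cd9 and Cpt1a passed, with a pallial cluster of 1516 cells that drew 70.5% of them from the pallial class here. Cpt1a also passed when clustered on a part of the UMIs. The paper has Zhx2 higher in GLU than in GABA cells. Here it was higher by 0.94 with an adjusted p of 0.09, and passed with the Eomes or Neurog2 definition, all libraries, no filter on low counts, a shared spread and thinning, and Id1, Id2, Btg2 and Ppp2r2b passed. Fig. 6G lists Bmpr1a with them, which had a log2 fold change of 0.11.

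The paper has both type I BMP receptors above the type II receptors. Bmpr1a was the highest here, but Bmpr2 lay above Bmpr1b in pallial qNSC-like cells, with 117 and 161 CPM against 82.5 and 119.9 CPM in replicates 1 and 2. The paper has postmitotic GLU cells decreasing step by step with age. Here GLU cells with a Dcx and no Mki67 UMI, without a background for Dcx, were 88.7% at P2, 30.2 and 4.00% at P12 and 82.1% at P22. No alternative set before the data were examined removed the higher value of P22 over P12.

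In Fig. 6K the shading by age runs opposite to the text for Tbr1, Neurod1, Neurod6, Dcx, Tubb3, Fbxw7, Jun, Eomes and Bmpr1a. The levels here have the direction of the text for the mean of the later libraries, although Bmpr1a was at 34.1 CPM at P2 and 33.9 CPM at P22, and none of these genes that were tested passed in edgeR with the filter on low counts and all 4 libraries.

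The paper reports no P12 cells with Nkx2-1 or Nkx2-3, and here there were 1 and 3. It has equal proportions of Emx1 and Gsx2 in astrocytes, while Emx1 alone was found in 76.3% and Gsx2 alone in 22.2% of astrocyte-like cells with either, and 54.3% were pallial by the full gene sets. It has the ventral lineage transcripts very lowly expressed, and Adgrl3 had a UMI in 20.0 and 26.4% of P12 cells, above the dorsal transcript Dcc with 9.24 and 12.9%. It has GABA cells cycling and part of the GLU cells not, and the share with Mki67 was lower in GLU than in GABA cells in replicate 1 (69.8 against 91.9%) and not in replicate 2 (96.0 against 90.2%).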

Other observations

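The P2 library holds cells of both sexes. Xist had a UMI in 34.6% of its cells and a Y-linked gene in 55.3%, with both in 3.75%, while a Y-linked UMI was found in 89.9 and 94.7% of cells in the P12 replicates and 75.7% at P22. Of the P2 cells with only one of these, 1244 had Xist and 2076 a Y-linked UMI. The 1244 cells were pallial qNSC-like in 6.83%, subpallial qNSC-like in 6.59%, TAP-like in 16.2%, GABAergic neuroblast-like in 39.1% and glutamatergic neuroblast-like in 9.81%, and the 2076 cells in 4.38, 7.51, 18.2, 42.6 and 6.55%. Of those in a single gate outside neuroblasts and oligodendroglia, 32.6% were pallial among Xist cells (95% interval 27.9 to 37.6) and 21.9% among Y-linked cells (18.9 to 25.1). Thinned to 5000 UMIs, these shares were 24.1% (19.6 to 29.1) and 16.7% (12.7 to 21.2), and the intervals overlapped. Sex, mouse and dissection cannot be separated in 1 pool.

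Genes of translation and of the respiratory chain differed between the classes as lists. From qNSC to aNSC, 76 of 76 cytoplasmic ribosomal genes rose (camera adjusted p = 1.1e-29, and 0.685 with an estimated correlation), as did 70 of 77 mitochondrial ribosomal genes (1.9e-08 and 0.685), and 60 of 85 oxidative phosphorylation genes rose and 4 fell (8.3e-04 and 0.717), the same counts adjusted over each list alone.

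Between qNSC clusters, 70 of 85 oxidative phosphorylation genes were lower and 2 higher in pallial cells (74 and 2 over the list alone, 8.7e-17 and 0.504), with 38 of 77 mitochondrial ribosomal genes lower and 1 higher (42 and 1 over the list alone, 4.2e-05 and 0.504) and 40 of 76 cytoplasmic ribosomal genes lower (49 over the list alone, 5.8e-06 and 0.662). These lists were chosen after the data were seen.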
